# Transcriptome-Wide Analysis of Interplay between mRNA Stability, Translation and Small RNAs in Response to Neuronal Membrane Depolarization

**DOI:** 10.3390/ijms21197086

**Published:** 2020-09-25

**Authors:** Dylan J. Kiltschewskij, Murray J. Cairns

**Keywords:** translation, post-transcriptional regulation, neuron, ribosome profiling, RNA degradation, microRNA, tRNA-derived small RNA

## Abstract

Experience-dependent changes to neural circuitry are shaped by spatially-restricted activity-dependent mRNA translation. Although the complexity of mRNA translation in neuronal cells is widely appreciated, translational profiles associated with neuronal excitation remain largely uncharacterized, and the associated regulatory mechanisms are poorly understood. Here, we employed ribosome profiling, mRNA sequencing and small RNA sequencing to profile transcriptome-wide changes in mRNA translation after whole cell depolarization of differentiated neuroblast cultures, and investigate the contribution of sequence-specific regulatory mechanisms. Immediately after depolarization, a functional partition between transcriptional and translational responses was uncovered, in which many mRNAs were subjected to significant changes in abundance or ribosomal occupancy, but not both. After an extended (2 h) post-stimulus rest phase, however, these changes became synchronized, suggesting that there are different layers of post-transcriptional regulation which are temporally separated but become coordinated over time. Globally, changes in mRNA abundance and translation were found to be associated with a number of intrinsic mRNA features, including mRNA length, GC% and secondary structures; however, the effect of these factors differed between both post-depolarization time-points. Furthermore, small RNA sequencing revealed that miRNAs and tRNA-derived small RNA fragments were subjected to peak changes in expression immediately after stimulation, during which these molecules were predominantly associated with fluctuations in mRNA abundance, consistent with known regulatory mechanisms. These data suggest that excitation-associated neuronal translation is subjected to extensive temporal coordination, with substantial contributions from a number of sequence-dependent regulatory mechanisms.

## 1. Introduction

Excitation of neurons is known to induce distinct patterns of gene expression which regulate activity-dependent fine-tuning of neuronal networks [1,2,3]. Since these events are thought to underpin the molecular basis of phenomena, including learning, memory and cognition, an extensive body of studies have characterized transcriptional profiles associated with neuronal excitation in a variety of models [1,2,3]. In contrast, the dynamics of excitation-associated mRNA translation remain poorly understood, despite the known significance of translation in neuronal plasticity. Early studies investigating the effects of translational inhibitors on neuronal long-term potentiation were the first to establish the requirement for translation in the transition between short- and long-lasting forms of plasticity [4,5]. The importance of excitation-associated translation has since been further exemplified through the detection of translationally active ribosomes and mRNAs in close proximity to the synapse [6,7,8,9,10,11], as well as the visualization of activity-dependent translational profiles for a small subset of neuronal genes (reviewed in [12]). In parallel, dysregulation of translation and associated regulatory systems has emerged as a common feature amongst a number of psychiatric disorders, including schizophrenia, fragile X syndrome, major depressive disorder and bipolar disorder [13,14], underscoring a particularly important role in cognitive function and stressing the need for comprehensive profiling of translational dynamics in the neuronal context. However, while activity-dependent patterns of translation have been identified for a subset of neuronal genes [15,16,17,18,19], transcriptome-wide profiles of activity-dependent translation and associated regulatory mechanisms remain poorly characterized.

In mammalian cells, sequence-specific control of mRNA translation is conferred by a number of cis-acting and trans-acting regulatory elements. For instance, the expression of secondary structures within the mRNA 5′ untranslated region (UTR) or coding sequence (CDS) can modulate translation initiation and ribosomal scanning [20,21,22], while structural motifs can recruit RNA-binding proteins (RBP) capable of enhancing or repressing translation at multiple stages [23]. Given the unique spatiotemporal distribution of mRNA and translational machinery in neuronal cells, additional sequence-specific mechanisms are thought to provide enhanced translational fine-tuning in the neural context. One system thought to bear particular importance during neuronal activity is microRNA (miRNA), a class of ~22 nt non-coding RNAs which post-transcriptionally repress expression of complementary mRNAs [24]. In neurons, miRNAs have been shown to colocalize with mRNA and translational machinery [25,26,27,28], undergo rapid maturation near the synapse in response to activity input [28,29] and control neuronal features associated with neuronal plasticity (reviewed in [30]). However, the overall extent to which these molecules contribute to activity-dependent translational dynamics is currently unknown, as is the predominant repressive mechanism employed by activity-sensitive miRNAs.

In the present study, we conducted parallel ribosome profiling, mRNA sequencing and small RNA sequencing to investigate translational changes associated with repeated K^+^ depolarization of SH-SY5Y cells and explore the sequence-specific regulatory factors involved. We report that K^+^ depolarization induces robust modulation of mRNA translation, wherein the processing of mRNAs involved in neuron-specific functions is transiently prioritized. Interestingly, we additionally found that early translational changes are poorly associated with fluctuations in mRNA abundance; however, these variables become comparatively synchronized 2 h after the stimulation paradigm. Finally, our results indicate that intrinsic mRNA features are associated with mRNA abundance and translation in a temporally coordinated manner, whereas depolarization-sensitive miRNAs and tRNA-derived small RNA fragments were specifically associated with mRNA abundance.

## 2. Results

### 2.1. Sequencing of K^+^ Depolarised SH-SY5Y Cells

To investigate patterns of mRNA translation associated with membrane depolarization, differentiated SH-SY5Y cells were repeatedly stimulated with K^+^ and subjected to parallel ribosome profiling (Ribo-Seq) and mRNA sequencing (mRNA-Seq; Figure 1A). 

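SH-SY5Y is a human neuroblastoma cell line. The cells were harvested at passage 7 after 7 days in 10 µM ATRA. Each of 4 stimulus cycles consisted of 3 min in 100 mM KCl and 10 min of recovery, and lysates were prepared at once (0 h) or after a rest of 2 h. The paper's methods give 37 °C for the stimulus, whereas the sample labels give room temp. Differentiated cells without stimulus, here called resting, served as the control. Each of the 3 groups had 4 mRNA-Seq and 4 Ribo-Seq libraries, 12 per assay. Ribo-Seq sequences the stretches of mRNA that ribosomes shield from RNase, the ribosome-protected fragments (RPFs). The authors trimmed the reads and removed rRNA, snRNA, snoRNA and miRNA from the Ribo-Seq libraries with Bowtie2. They then aligned both assays to hg38 with TopHat2 and counted reads on genes with HTSeq. The deposited values are counts scaled by edgeR's TMM method and expressed as CPM, after genes with low counts had been removed by the authors. The mRNA-Seq table held 14755 genes, the Ribo-Seq table 7179, and 7135 were in both. The tables were normalized separately, so a ratio of RPF to mRNA has no absolute scale. Division by the CPM value of a single read gave whole numbers within 0.01 for 177060 of 177060 mRNA values and 86141 of 86148 RPF values, from which the reads were counted. The mRNA-Seq libraries held 20061933 to 24410903 reads in resting cells (median 21121738), 26159841 to 75842432 at 0 h (median 64605874) and 23719792 to 26734264 at 2 h (median 24640072). The Ribo-Seq libraries held 406308 to 7288481 reads in resting cells (median 2922460.5), 10283396 to 19074993 at 0 h (median 15482546) and 1662977 to 15763743 at 2 h (median 4256760). A single read amounted to 2.40 CPM in the shallowest Ribo-Seq library, resting replicate 1, and to 0.0520 CPM in the deepest, K+ 0 h replicate 4. Values were analysed as log2(CPM + 1). For each gene, limma with a mean-variance trend was fitted to the 12 libraries of a table, and each time-point was contrasted with resting by a two-sided test. Significance followed the paper's limits, a Benjamini–Hochberg FDR under 0.05 and a log2FC beyond 0.5 in either direction. TE was tested as the interaction of assay and group over 24 libraries. Gene positions are those of GENCODE release 44 on GRCh38.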

Successful neuronal differentiation was assessed by analyzing cellular morphology during ATRA treatment, which was later supported by the upregulation of known neuronal marker genes relative to naïve cells (Figure 1B–D). 

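Table S1 lists raw and aligned reads per library, and the deposited tables hold the part of the aligned reads that was counted on the genes kept by the authors. For mRNA-Seq, this part was between 69.9% and 74% of the aligned reads in each of the 12 libraries. For Ribo-Seq it was 39.4% ± 8.9 (SD, n = 4) in resting cells, 64.8% ± 3.2 (SD, n = 4) at 0 h and 50.1% ± 21.7 (SD, n = 4) at 2 h. The lowest share was 18.6% in K+ 2 h replicate 4 (95% Wilson interval 18.61 to 18.66) and the highest 68% in K+ 0 h replicate 4 (67.96 to 67.99). These intervals cover counting error only, since PCR copies are not independent molecules. Every 0 h library kept a larger share than every resting library, whereas the 2 h libraries overlapped with both groups. The fewest aligned Ribo-Seq reads, 1202190, were in resting replicate 1, followed by 3352421 in resting replicate 4.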

Ribo-Seq and mRNA-Seq respectively produced 62.11 × 10^6^ (± 31.37 × 10^6^) and 53.03 × 10^6^ (± 31.36 × 10^6^) raw reads, of which 14.76 × 10^6^ (± 9.75 × 10^6^) and 48.18 × 10^6^ (± 28.35 × 10^6^) were retained for further analysis after quality control and genome mapping (Table S1). Overall, mRNA-Seq libraries predominantly aligned to the CDS (~60%) and 3’UTR (~22%) and were evenly distributed across start/stop codons and reading frames as a result of random fragmentation (Figure 1E–H). In contrast, Ribo-Seq libraries preferentially aligned to mRNA coding sequences (CDS; ~87%) and 5′UTRs (~11%), as expected for translationally-active ribosomes (Figure 1E). Metagene analysis of read density around CDS start and stop codons additionally revealed that the Ribo-Seq reads were predominantly distributed between these features, which was supported by visual inspection of read coverage for specific genes (Figure 1F,G). Furthermore, sub-codon phasing uncovered a clear bias for CDS reading frame 1 (~80% of reads), demonstrating the triplet periodicity of ribosomal translocation (Figure 1H). These observations therefore support the successful enrichment of ribosome-protected mRNA fragments (RPFs).

### 2.2. Differential mRNA Translation Associated with K^+^ Depolarisation

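Against resting cells, 1185 of the 7179 genes with RPF values passed both limits at 0 h, 536 higher and 649 lower, and 2565 had an unadjusted p under 0.05. At 2 h, 528 passed, 249 higher and 279 lower, and 1906 had an unadjusted p under 0.05. Over all 7179 genes, the 4 stimulated and 4 resting libraries did not overlap for 1969 (27.4%) at 0 h and 1039 (14.5%) at 2 h, where chance gives 2.86%. Among significant genes without overlap, ANXA1 (chromosome 9, 73151865 to 73170393) had the highest log2FC at 0 h on the log2(CPM + 1) scale, 5.99 (standard error 0.41, adjusted p = 2.8e-07 from limma), from 1.49 ± 1.01 CPM (SD, n = 4) to 144 ± 20.7 (SD, n = 4). The rank depends on the pseudocount. With a pseudocount of 4, its log2FC was 4.76 and that of FOS 5.16. MET (chromosome 7, 116672196 to 116798377) rose from 1.67 ± 1.33 to 82.5 ± 3.87 CPM (SD, n = 4 each), a log2FC of 5.15 (limma adjusted p = 3.0e-06). The largest falls were those of TMC5 (chromosome 16, 19410496 to 19499113; log2FC −4.70, limma adjusted p = 6.2e-05), ITM2A (chromosome X, 79360384 to 79367667; −4.24, 4.3e-08) and MEST (chromosome 7, 130486171 to 130506465; −3.75, 2.4e-10). TMC5 varied widely among resting libraries, at 186 ± 171 CPM (SD, n = 4). At 2 h, SLITRK6 (chromosome 13, 85792790 to 85806683) and KLF5 (chromosome 13, 73054976 to 73077541) rose by log2FC 1.89 and 1.81 (limma adjusted p = 1.3e-04 and 0.00460). CYP26B1 (chromosome 2, 72129238 to 72147862), SNAI1 (chromosome 20, 49982980 to 49988886) and IFFO2 (chromosome 1, 18904280 to 18956676) had the lowest log2FC at 2 h, −1.86, −1.80 and −1.61 (limma adjusted p = 1.5e-05, 2.1e-04 and 1.5e-04). All of these genes moved in 1 direction in 4 of 4 stimulated libraries, which follows from their choice among genes without overlap. The 10 genes labelled in Figure 2A passed both limits, 4 higher and 6 lower, as did the 9 labelled in Figure 2B, 3 higher and 6 lower. Adjusted over the list alone, the same numbers passed, which is not independent evidence because the study picked these genes on the same libraries. Over the alternatives, the counts were lowest when the reads were thinned to the 406308 of the shallowest library and tested with edgeR's quasi-likelihood method, which left 11 genes at 0 h and 1 at 2 h. The highest count at 2 h was 1459, with library quality weights. With the thinned reads, CYP26B1 passed at 2 h, but SLITRK6, KLF5, SNAI1 and IFFO2 did not. At 0 h, ANXA1, MET, TMC5, ITM2A and MEST did not pass with the thinned reads. Among the 12 fits that each left out 1 library, the 2 h count ran from 312 without K+ 2 h replicate 2 to 869 without resting replicate 1, and reached 834 without K+ 2 h replicate 4. It was 338 without resting replicate 3, 317 without K+ 2 h replicate 1 and 320 without K+ 2 h replicate 3.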

Differential expression analysis identified 1489 genes (603 upregulated, 886 downregulated) significantly regulated at the RPF level immediately after repeated K^+^ stimulation, while 772 genes (332 upregulated, 440 downregulated) were additionally identified after subjecting cells to an extended 2-h rest phase post-stimulus (Figure 2A,B, Tables S2 and S3). 

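In total, 1574 genes passed at the RPF level at 0 h, at 2 h or at both. Of these, 1435 passed at 1 time-point only, a share of 91.2%. Both comparisons used the same 4 resting libraries, which alone makes their log2FC values alike. In 20 simulated runs without any change, log2FC at 0 h and 2 h correlated across genes at r = 0.604 on average (SD 0.009), against 0.218 observed. Lists of the same lengths taken from the top of the simulated tests shared 16.9% of their union (SD 1.03). The overlap was 9.2% when the observed genes were ranked in the same way. The simulated runs hold no real change and the data do, so they cannot tell how alike the time-points should be. With library quality weights, the share of genes at 1 time-point only was 82.8%, and with reads thinned to equal depth it was 100%.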

Comparison of significant genes between both time-points revealed a strong temporal partition, reflected in the identification of 1829 (89.5%) genes exhibiting translational responses in one condition only (Figure 2C,D). Of the remaining 216 (10.6%) genes, 46 (2.2%) and 87 (4.3%) were persistently upregulated or downregulated, respectively, while 83 (4.1%) exhibited opposite patterns of expression between both time-points (Figure 2C,E). 

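In the fits used here, 139 genes (8.83% of the union) passed at both time-points. Of these, 39 were higher at both, 45 were lower at both, and 55 changed direction. Across all 7179 genes, log2FC had the same sign at both time-points for 58% of genes. It was 70.6% in the simulated runs in which only the resting libraries were shared and nothing changed. This gap therefore does not show that the time-points are less alike than expected.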

Amongst genes with persistently increased ribosomal occupancy, we identified representation of known neuronal immediate-early genes FOSB, FOS, EGR1, IER2 and DUSP1, supporting the efficacy of the K^+^ depolarisation paradigm (Figure 2F).

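EGR1 (ENSG00000120738, chromosome 5, 138465479 to 138469303) went from 44.6 ± 3.52 CPM (SD, n = 4) in resting cells to 1102 ± 70.0 at 0 h and 80.4 ± 9.96 at 2 h (SD, n = 4 each). Its log2FC was 4.60 at 0 h (standard error 0.11, adjusted p = 3.3e-12 from limma) and 0.83 at 2 h (adjusted p = 4.6e-04). FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230) was at 13.2 ± 4.75 CPM in resting cells and at 594 ± 71.6 and 33.9 ± 1.57 after stimulation (SD, n = 4 each), with log2FC 5.45 (limma adjusted p = 8.3e-10) and 1.37 (adjusted p = 0.00145). FOSB (ENSG00000125740, chromosome 19, 45467995 to 45475179) had at most 3 reads in any resting library, so only a lower bound can be given. It was at least 14.4-fold higher at 0 h (447 to 728 reads per library) and at least 1.74-fold higher at 2 h (6 to 71 reads). The limma adjusted p of FOSB was 5.6e-06 at 0 h and 0.0118 at 2 h. Without K+ 2 h replicate 3 the latter was 0.0516, which does not pass. IER2 (ENSG00000160888, chromosome 19, 13150411 to 13154911) rose from 68.1 ± 24.1 to 318 ± 41.9 and 141 ± 20.0 CPM (SD, n = 4 each), with log2FC 2.29 (limma adjusted p = 1.8e-05) and 1.12 (adjusted p = 0.0113). DUSP1 (ENSG00000120129, chromosome 5, 172768096 to 172771195) was closest to the limits, with log2FC 0.79 at 0 h (limma adjusted p = 0.0401) and 0.87 at 2 h (adjusted p = 0.0465), from 62.7 ± 26.2 CPM at rest to 101 ± 7.23 and 107 ± 10.5 (SD, n = 4 each). It no longer passed at 0 h in 9 of the 12 fits that each left out 1 library, with a log2FC of 0.47 without resting replicate 1 and an limma adjusted p of 0.0514 to 0.0967 in the other 8. At 2 h it no longer passed in 9 of the 12, with an limma adjusted p of 0.0617 to 0.124. When only the 2 groups compared were fitted, the limma adjusted p of DUSP1 was 0.0849 at 0 h and 0.142 at 2 h, and FOSB and IER2 no longer passed at 2 h (0.188 and 0.0565). All 5 genes were higher in 4 of 4 stimulated libraries at both time-points. With reads thinned to the shallowest library, EGR1 and FOS passed at 0 h, while FOSB (edgeR adjusted p = 0.287), IER2 (0.0693) and DUSP1 (0.998) did not. At 2 h, none of the 5 passed in this setting (edgeR adjusted p = 1.00 each), and the log2FC of EGR1 was −0.24.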

GO term analysis of significant genes uncovered a clear functional division between both post-stimulus time-points. Immediately after depolarization, translationally prioritized genes were considerably enriched for neuron-specific GO annotations, with top terms including neuron projection, synapse, somatodendritic compartment and axon, amongst others (Figure 2G). A number of terms with relevance to neuronal excitation were also uncovered, such as chemical synaptic transmission and anterograde trans-synaptic signaling (Figure 2G, Table S4). These annotations were diminished 2 h after depolarization, wherein top enriched terms predominantly related to nucleotide binding, including purine nucleotide binding, ribonucleotide binding and adenyl ribonucleotide binding, and transcription-associated biological processes, such as positive regulation of nucleic acid-templated transcription, positive regulation of RNA biosynthetic process and chromatin organization (Figure 2H, Table S5).

### 2.3. Disparity Between mRNA Abundance and Translation

To examine the relationship between mRNA abundance and translational activity, depolarization-associated remodeling of mRNA levels was next quantified via mRNA-Seq. Differential analysis at the mRNA level firstly revealed 5541 (2075 upregulated, 3466 downregulated) and 1205 (504 upregulated, 701 downregulated) significantly altered genes immediately and 2 h after stimulation, respectively, indicating that remodeling of mRNA abundance was extensive (Figure 3A,B). 

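Of the 14755 genes in the mRNA-Seq table, 4632 passed both limits at 0 h, 1589 higher and 3043 lower, and 746 passed at 2 h, 346 higher and 400 lower. At an unadjusted p under 0.05 there were 11456 and 6918 genes. Stimulated and resting libraries did not overlap for 9847 of all 14755 genes (66.7%) at 0 h and 6124 (41.5%) at 2 h, where 2.86% would do so by chance. FOSB had the highest log2FC at 0 h, 5.99 (standard error 0.13, adjusted p = 6.2e-14 from limma), from 0.432 ± 0.230 to 90.0 ± 17.1 CPM (SD, n = 4 each). At this resting level the log2FC depends on the pseudocount, and over the alternatives it ran from 4.39 to 7.72 at 0 h and from 0.78 to 3.07 at 2 h. FOSB was followed by FOS (4.75, limma adjusted p = 1.3e-13) and EGR1 (3.71, adjusted p = 4.8e-14). DUSP1 reached 1.55 (limma adjusted p = 5.3e-11) and IER2 1.44 (adjusted p = 2.1e-09). The lowest values belonged to ZBTB41 (chromosome 1, 197153682 to 197201293; 77.4 ± 9.08 to 20.2 ± 3.97 CPM, SD, n = 4 each), RFX3 (chromosome 9, 3218297 to 3526004; 51.9 ± 4.00 to 13.3 ± 2.22) and XIST (chromosome X, 73820649 to 73852723; 23.0 ± 6.97 to 5.41 ± 1.63). Their log2FC was −1.90 each (limma adjusted p = 7.4e-10, 2.0e-10 and 1.2e-06). At 2 h, FOSB (1.70), FOS (0.59) and EGR1 (0.65) remained above the limits, while DUSP1 (0.40, limma adjusted p = 1.3e-04) and IER2 (−0.056, adjusted p = 0.653) did not pass. With a pseudocount of 4, FOS had a log2FC of 0.49 at 2 h and did not pass. Without resting replicate 2, the log2FC of IER2 was 0.031. GAREM (chromosome 18, 32124877 to 32470882; log2FC 1.84, limma adjusted p = 2.4e-10) and IGFBP3 (chromosome 7, 45912245 to 45921874; 1.64, 3.0e-10) rose the most alongside FOSB. CYP26B1 fell the most, from 2688 ± 139.8 to 566 ± 54.9 CPM (SD, n = 4 each; log2FC −2.25, limma adjusted p = 1.0e-11). CCBE1 (chromosome 18, 59430939 to 59697662; −2.15, 2.1e-11) and PPP1R3B (chromosome 8, 9136255 to 9151574; −1.91, 2.5e-11) came next. The 10 genes labelled in Figure 3A (7 higher, 3 lower) and the 10 labelled in Figure 3B (4 higher, 6 lower) passed over the whole table and adjusted over the list alone. The study chose them on the same libraries, so the latter is not independent evidence. The counts moved most with the FDR limit alone, to 11235 at 0 h and 5662 at 2 h. Centring the log2 values within bins of CDS GC% and transcript length left 2040 genes at 0 h, 1001 higher and 1039 lower, of which 1355 were among the 4632.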

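At the mRNA level, 5097 genes passed at 0 h, at 2 h or at both, and 4816 of them (94.5%) at 1 time-point only. Of the 281 genes (5.51%) that passed at both, 68 were higher and 131 lower at both time-points, and 82 changed direction. In 20 simulated runs without any change, the shared resting libraries gave an r of 0.539 (SD 0.009) between log2FC at 0 h and 2 h. The observed r across genes was 0.117. The sign was the same for 54.4% of genes, against 68.1% in the simulated runs. Top lists of equal length shared 4.7% of their union, against 9.7% (SD 0.31). Real changes are absent from these runs, so the gaps do not show that the time-points are less alike than expected. With the FDR limit alone, the share at 1 time-point only was 65.4%.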

Proportionally, overlap of significantly regulated genes between conditions was comparable to the RPF-level, with 5656 (91.2%) genes exhibiting temporal specificity, while 545 (8.7%) were persistently changed at both time-points (Figure 3C). Overall, the large changes in mRNA abundance and translation were consistent with differential expression of genes involved in these processes (Figure S4).

We next analyzed the extent of transcriptional vs. translational regulation after K^+^ stimulation. When all biological groups were analyzed individually, a strong correlation between mRNA and RPF counts was identified in both treated and untreated cells (Pearson’s r ≥ 0.86, *p* < 2.2e^−16^; Figure 3D–F). However, when mRNA and RPF fold changes (FC) were compared, poor correlation was observed immediately after the K^+^ paradigm (r = −0.10, *p* < 2.2e^−16^), suggesting early depolarization-associated changes in mRNA abundance and translation exhibited limited concordance (Figure 3G). 

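Across the 7135 genes in both tables, Pearson's r between mean mRNA and mean RPF levels in CPM was 0.654 in resting cells (Spearman's rho 0.608), 0.763 at 0 h (rho 0.679) and 0.584 at 2 h (rho 0.570). Within single pairs of libraries with the same replicate number, r was 0.626 to 0.672 in resting cells, 0.755 to 0.767 at 0 h and 0.557 to 0.607 at 2 h. The gap between 0 h and the other groups was thus larger than the spread between libraries (SD 0.0198 in resting cells, 0.00528 at 0 h and 0.0227 at 2 h). These are correlations across genes, which are not independent replicates, so no p is given. CPM does not account for gene length. On the log2(CPM + 1) scale, r was 0.632, 0.718 and 0.603, respectively. These levels come from tables normalized separately.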

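Across the 7135 shared genes, the log2FC values of mRNA and RPF at 0 h had a Pearson's r of −0.08 and a Spearman's rho of −0.14. The jackknife SD of r over the 4 replicate numbers was 0.0912, so r did not differ from 0 by more than the spread between replicates. It ran from −0.18 without resting replicate 1 to −0.0059 without resting replicate 4. Genes are not independent replicates, so the precision comes from the libraries and not from the number of genes.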

Interestingly, these factors became positively associated during the experimental time course (r_0 hrs vs. 2 hrs_ = 0.17, *p* < 2.2e^−16^; r_Ctrl vs. 2 hrs_ = 0.42, *p* < 2.2e^−16^), such that changes in mRNA and RPF expression became increasingly synchronized (Figure 3H,I). These findings were supported by analysis of translational efficiency (TE), which found 3427 (1862 upregulated, 1565 downregulated) genes with disproportionate changes in mRNA and RPF levels immediately after K^+^ stimulation, whereas only 730 (314 upregulated, 416 downregulated) were significant after 2 h (Figure 3G,I). 

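For 2 h against resting, r across the same genes was 0.393 (jackknife SD 0.0287, rho 0.316), and for 2 h against 0 h it was 0.165 (jackknife SD 0.0246, rho 0.149). The former ran from 0.319 without resting replicate 2 to 0.416 without K+ 2 h replicate 2, the latter from 0.142 without K+ 2 h replicate 3 to 0.197 without K+ 2 h replicate 4. The 8 libraries of a comparison can be split into 4 and 4 in 35 ways. For 2 h against 0 h, 19 of the 35 splits gave an r as far from 0, so 0.165 is not set apart from chance. For 2 h against resting, only the real split did. The comparison of 2 h with 0 h moved most under the centring within GC% and length bins, to 0.058, and the comparison with resting with reads thinned to the smallest library of each table, to 0.208.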

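In the interaction model over 24 libraries, 3166 of 7135 genes had a significant change in TE at 0 h, 1784 higher and 1382 lower, and 363 at 2 h, 137 higher and 226 lower. The paper takes mRNA-Seq and Ribo-Seq RNA from the same lysates, and with libraries of the same replicate number paired, the counts were 3149 at 0 h and 126 at 2 h, 49 higher and 77 lower. At an unadjusted p under 0.05 the numbers were 4152 and 1629. The difference in counts between the time-points does not by itself test a difference in TE. A direct contrast of the TE effects at 2 h and 0 h passed both limits for 2882 genes, 1159 higher and 1723 lower at 2 h. Reads thinned to the smallest library of each table left 165 genes at 0 h and 0 at 2 h, where 140 had an unadjusted p under 0.05. The 2 h count rested on single libraries. It was 731 without K+ 2 h replicate 4, 641 without resting replicate 2 and 575 without resting replicate 1, but 146 without K+ 2 h replicate 2. It was also lower without K+ 2 h replicate 1 (166), without K+ 2 h replicate 3 (203) and without resting replicate 3 (206) or 4.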

Overall, these results indicate that early changes in depolarization-induced translational activity are poorly associated with changes in mRNA abundance.

### 2.4. Extensive Post-Transcriptional Buffering of Translation Immediately After Depolarisation

To further dissect the inconsistency between mRNA and RPF expression changes, we explored the magnitude of regulation at both levels for all quantified genes. 

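Among the 7135 genes with values in both tables, 129 passed at both levels in the same direction at 0 h, 44 higher and 85 lower, and 321 passed in opposite directions. Of the latter, 179 had higher and 142 lower mRNA. Without K+ 0 h replicate 4 the genes in the same direction numbered 82.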

Immediately after K^+^ stimulation, only 174 genes exhibited significant mRNA and RPF changes in the same direction (homodirectional changes), consistent with the poor correlation between mRNA and RPF log_2_FC (Figure 3J). In contrast, 1849 genes were regulated exclusively at the mRNA level, suggesting post-transcriptional buffering of mRNA translation was prominent at this time-point. 

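By the limits used here, 1933 genes passed at the mRNA level but not at the RPF level at 0 h, 585 higher and 1348 lower. Passing at 1 level only does not show that the levels differ, and the Ribo-Seq libraries were shallower than the mRNA-Seq libraries in each group. The TE interaction is the test of the difference itself. After the log2 values had been centred within bins of CDS GC% and length, 581 genes fell in this class, 226 higher and 355 lower.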

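At 0 h, 724 genes passed at the RPF level but not at the mRNA level, 342 higher and 382 lower. With the GC% and length bins, 979 genes were in this class, more than the number at the mRNA level only under the same setting. With the FDR limit alone there were 247, and 439 genes then passed at both levels in the same direction and 821 in opposite directions.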

While pure translational regulation was additionally uncovered for a subset of 902 genes, this affected less than half the number of genes subjected to post-transcriptional buffering. Interestingly, a clear functional partition between transcriptional and translational responses was also identified, in which genes subjected to post-transcriptional buffering were predominantly enriched for GO terms relating to translation and the cell cycle, whereas genes associated with neuron-specific functions, extracellular matrix interactions and cellular junctions were subjected to pure translational regulation (Table S6). Overall, these changes were similar upon comparison of both time-points (Figure 3K). Furthermore, at the 2-h time-point, a higher proportion of genes were regulated at the RPF level only (627) compared to the mRNA level only (123), implying a decline in the post-transcriptional buffering of translation (Figure 3L). Together, these findings suggest that early responses to depolarization were associated with pervasive post-transcriptional buffering of translation which largely subsided 2 h post-stimulus.

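For 2 h against 0 h, 1818 genes passed at the mRNA level only, 1251 higher and 567 lower, and 999 at the RPF level only, 452 higher and 547 lower. A further 423 passed at both levels in the same direction, 273 higher and 150 lower, and 253 in opposite directions. Under the GC% and length bins, the first class held 817 genes and the class in the same direction 238.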

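At 2 h against resting, 416 genes passed at the RPF level only, 193 higher and 223 lower, and 133 at the mRNA level only, 73 higher and 60 lower. Another 94 passed at both levels in the same direction, 55 higher and 39 lower, and 2 in opposite directions. The number at the RPF level only ran from 223 without K+ 2 h replicate 2 to 735 without resting replicate 1, and was 724 without K+ 2 h replicate 4. It was 250 without resting replicate 3, 227 without K+ 2 h replicate 1 and 231 without K+ 2 h replicate 3. The count of 2 was 1 in 8 of the 12 such fits. With reads thinned to the smallest library of each table (20061933 for mRNA and 406308 for RPF, so not to the same depth for both levels), 256 genes passed at the mRNA level only and 0 at the RPF level only, where the RPF test had 109 genes with an unadjusted p under 0.05. From the larger number of genes at the mRNA level only at 0 h and at the RPF level only at 2 h, and from the rise in correlation between the levels, the paper proposes that translation was first buffered against changes in mRNA and that this buffering declined by 2 h.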

### 2.5. Post-Transcriptional Dynamics are Associated with Intrinsic Transcript Features

Since early responses to K^+^ depolarization were associated with complex patterns of mRNA modulation, we next sought to explore sequence-specific regulatory mechanisms contributing to these post-transcriptional dynamics. We therefore examined the relationship between transcriptome-wide changes in mRNA expression and six transcript regulatory elements previously shown to influence mRNA levels and/or translatability, specifically sequence length, GC%, minimum free energy of secondary structures (normalized to sequence length; NMFE), g-quadruplex (G4) structures, upstream AUG (uAUG) codons and rare codon frequency (RCF). Where applicable, we analyzed the effects of these regulatory elements in the 5′UTR, CDS and 3′UTR separately.

Immediately after K^+^ stimulation, binning of genes into quartiles by sequence length, GC% or NMFE resulted in robust stratification of mRNA expression, with the strongest responses observed in the CDS and 3′UTR (*p* < 2.2e^−16^, χ^2^ ≥ 508.32; Figure 4, Figure S5). 

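Lengths and GC% were taken from the canonical transcript of each gene in GENCODE release 44, which gave a CDS for 13241 of the 14755 genes (89.7%) and a 3′UTR for 13202. For each library, the score of a feature is the median log2 deviation from the resting mean over the genes in its top quartile, minus that over the bottom quartile. For CDS GC% and mRNA, the score was 0.91, 0.86, 0.45 and 1.00 in K+ 0 h replicates 1 to 4 (mean 0.81 ± 0.24, SD, n = 4), and between −0.13 and 0.18 in resting libraries (SD 0.13, n = 4). The lowest of the 0 h scores came from replicate 3, which was also the shallowest of the 4 with 26159841 reads. For 3′UTR GC%, the difference between 0 h and resting was 0.74. The two-sided exact permutation p was 0.0286 for both features, the smallest that 4 against 4 libraries allow. Over all 60 feature tests this gave a Benjamini–Hochberg adjusted p of 0.0902, so no feature passed 0.05 after adjustment. The Kruskal–Wallis χ2 over genes was 4423 for CDS GC% and 3892 for 3′UTR GC%, but it treats genes as independent. Among alternatives, restricting the quartiles to genes in both tables moved these χ2 values most, to 2577 and 2395.

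**Figure D1:**
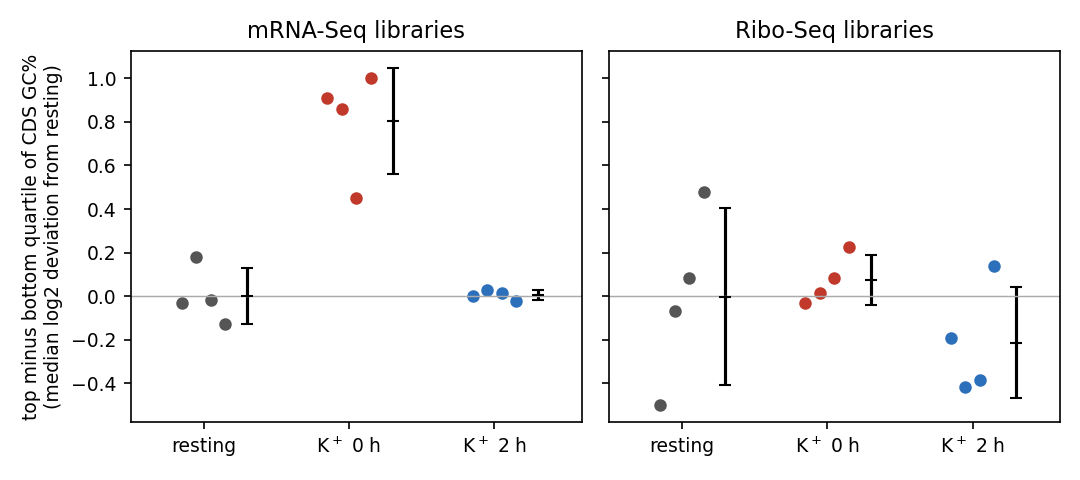
Score of CDS GC% per library at the mRNA level (left) and the RPF level (right), in log2 units (median deviation from resting, top minus bottom quartile of CDS GC%). Points are libraries of resting, K+ 0 h and K+ 2 h cells, and bars give mean and SD of 4 libraries. The 4 mRNA-Seq libraries at K+ 0 h lie between 0.45 and 1.00, above every other mRNA-Seq library.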

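For mRNA at 0 h, the difference in score from resting was −0.40 for CDS length, −0.68 for 3′UTR length, −0.81 for CDS NMFE and −0.61 for 3′UTR NMFE. Each had a two-sided exact permutation p of 0.0286, and each 0 h library lay beyond every resting library. NMFE is the minimum free energy of folding divided by the sequence length, here summed over windows of 200 nt, and is lower for more stable folds. The χ2 over genes was 2771 for 3′UTR length, 1002 for CDS length, 4251 for CDS NMFE and 3001 for 3′UTR NMFE.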

More specifically, sequence length and NMFE were inversely proportional to mRNA log_2_FC, whereas GC% was proportional. We also observed a strong association between mRNA abundance, 5′UTR length and 5′UTR GC% (*p* < 2.2e^−16^, χ^2^ ≥ 178,66), suggesting sequence features in the 5′UTR also contribute to regulation of depolarization-associated mRNA expression (Figure S6). 

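For the 5′UTR, which the annotation gave for 12667 genes, the difference in mRNA score at 0 h was −0.29 for length and 0.35 for GC% (two-sided exact permutation p = 0.0286 each). The χ2 over genes was 512 and 538. For 5′UTR NMFE the difference was −0.080 (exact permutation p = 0.0571).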

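At the RPF level at 0 h, the difference in score was 0.076 for CDS GC% (two-sided exact permutation p = 0.686) and 0.069 for 3′UTR GC% (p = 0.657). The resting Ribo-Seq libraries ranged from −0.50 to 0.48 in the CDS GC% score (SD 0.40, n = 4), so a difference of this size was not detectable. It was −0.10 without resting replicate 1 and 0.24 without resting replicate 4. CDS length gave 0.084 (exact permutation p = 0.2) and 3′UTR length 0.026 (p = 0.714). 5′UTR length gave 0.085 (exact permutation p = 0.0286). For TE, the differences were −0.76 for CDS GC% (exact permutation p = 0.0571), −0.72 for 3′UTR GC%, 0.64 for CDS length and 0.79 for 3′UTR length (p = 0.0286 each). CDS NMFE gave 0.78 (exact permutation p = 0.0571), 3′UTR NMFE 0.61 and 5′UTR length 0.49 (p = 0.0286 each).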

Surprisingly, RPF profiles exhibited comparatively no response (Figures S5 and S6 ), and consequently, patterns of TE log_2_FC were similar to the mRNA level, albeit in opposite directions (Figure 4, Figures S5 and S6 ).

At the 2-h time-point, sequence length, GC% and NMFE were more strongly associated with changes in RPF expression than mRNA levels, reflecting the transition from post-transcriptional buffering to proportionally higher translational regulation (Figure 3J). Specifically, CDS length and CDS/3′UTR NMFE were robustly proportional to RPF log_2_FC, whereas CDS/3′UTR GC% was inversely proportional (all *p* < 2.2e^−16^, χ^2^ ≥ 131.87; Figure 5A–F, Figure S7). In contrast, the magnitude of the effect was considerably lower upon analysis of 5′UTR features (*p* ≥ 2.77e^−11^, χ^2^ ≤ 52.16; Figure S6). 

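At 2 h, the mRNA score of CDS GC% differed from resting by 0.0047 (two-sided exact permutation p = 0.943) and that of 3′UTR GC% by −0.024 (p = 0.8). CDS length gave −0.063 (exact permutation p = 0.0571) and 3′UTR length 0.024 (p = 0.514). The χ2 over genes was 20.2, 36.9, 125 and 39.4. The change in mRNA score from 0 h to 2 h was itself beyond the spread of the libraries, by −0.80 for CDS GC%, −0.76 for 3′UTR GC%, 0.34 for CDS length and 0.70 for 3′UTR length (exact permutation p = 0.0286 each).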

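At the RPF level at 2 h, CDS length had a difference in score of 0.28 (two-sided exact permutation p = 0.0286), which stayed between 0.26 and 0.31 when each library was left out. CDS GC% gave −0.21 (exact permutation p = 0.429), 3′UTR GC% −0.17 (p = 0.4), CDS NMFE 0.19 (p = 0.457) and 3′UTR NMFE 0.15 (p = 0.4), none of them larger than the spread between libraries. They depended on resting replicates 1 and 4. Without replicate 1 they were −0.38, −0.30, 0.35 and 0.26, and without replicate 4 they were −0.05, −0.04, 0.031 and 0.036. The χ2 over genes was 634 for CDS length, 314 for CDS GC%, 241 for 3′UTR GC%, 232 for CDS NMFE and 167 for 3′UTR NMFE.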

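For the 5′UTR at the RPF level at 2 h, length gave a difference in score of 0.061 (two-sided exact permutation p = 0.0571), GC% −0.061 (p = 0.514) and NMFE 0.031 (p = 0.514). The χ2 over genes was 39.9, 25.2 and 19.3. With 1 library left out, the difference for GC% ran from −0.12 (without resting replicate 1) to 0.0042 (without resting replicate 4). That for NMFE ran from 0.00082 (without resting replicate 4) to 0.057 (without K+ 2 h replicate 4).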

Given the overall modest responses at the mRNA level, the resultant TE distribution profiles were generally similar to the RPF level. Together, these results suggest that mRNA length, GC% and secondary structures are initially associated with mRNA abundance immediately after repeated K^+^ stimulation but become more associated with mRNA translation after 2 h.

Changes in mRNA dynamics associated with G4 structures were comparatively modest. Immediately after depolarization, an increased number of G4 structures in the CDS was associated with increased mRNA (*p* < 2.2e^−16^ χ^2^ = 96.06) and RPF expression (*p* = 1.22e^−8^, χ^2^ = 39.9; Figure S8). In addition, 5′UTR G4 content was associated with increased TE (*p* = 3.69e^−7^, χ^2^ = 32.72; Figure S8). However, no clear patterns of G4-associated expression were identified after 2 h (Figure S9). Likewise, the number of uAUG codons was inversely proportional to mRNA expression (*p* < 2.2e^−16^, χ^2^ = 242.02) and proportional to TE (*p* < 2.2e^−16^, χ^2^ = 184.01) immediately after excitation, but exhibited no response at 2 h (Figures S8 and S9). Furthermore, RCF exhibited no clear direction of effect at either time-point (Figures S8 and S9).

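Genes with at least 1 AUG upstream of the annotated start in the 5′UTR numbered 5540, and those without 7127. Their difference in mRNA score at 0 h was −0.21 (two-sided exact permutation p = 0.0286, χ2 428), and that in TE was 0.28 (p = 0.0286, χ2 212). At 2 h, the difference was −0.022 for mRNA (exact permutation p = 0.0286) and 0.0039 for TE (p = 0.971). The former had a exact permutation p of 0.0571 among genes in both tables.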

### 2.6. Depolarisation-Sensitive MicroRNAs are Associated with Modulation of mRNA Abundance

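Small RNA libraries were made from 4 cultures of each of the 3 groups of ATRA-differentiated SH-SY5Y cells, resting, 0 h and 2 h, 12 libraries in all. The authors aligned the reads to GRCh38 with Bowtie2 and counted mature miRNAs with HTSeq. The tsRNAs, which are fragments of tRNAs, were counted with tDR Mapper on mature and precursor tRNA sequences. Both deposited tables hold TMM-scaled CPM after a filter on low counts by the authors, with 415 mature miRNAs and 46 tsRNAs. All 4980 miRNA values and all 552 tsRNA values corresponded to whole reads. The miRNA table held 2350615 to 26495300 reads per resting library (median 3128718), 7023624 to 13054089 at 0 h (median 10682371) and 7598634 to 20715560 at 2 h (median 10187431). The tsRNA table held 287139 to 3169052 reads (median 437205.5), 1288500 to 2668144 (median 2126904) and 446906 to 1933405 (median 1317708), respectively. The test was that used for mRNA and RPF, limma on log2(CPM + 1), with the same limits. The TMM factors, which multiply the library size before scaling, were 1.615 to 1.797 for miRNAs in resting cells, 0.453 to 0.546 at 0 h and 0.99 to 1.556 at 2 h. For tsRNAs they were 1.304 to 1.675, 0.441 to 0.639 and 1.301 to 1.421. Scaling each library to the same total in place of TMM moved the log2FC of single miRNAs by a median of −1.72 at 0 h and −0.58 at 2 h, and that of single tsRNAs by a median of −1.22 at 0 h and −0.09 at 2 h. Median-of-ratios scaling moved that of tsRNAs by a median of −0.17 at 2 h. Directions are therefore given relative to the TMM scale.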

To investigate whether miRNAs were associated with K^+^-induced post-transcriptional dynamics, small RNA sequencing was next conducted to identify depolarization-sensitive miRNAs for further analysis. 

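On the TMM scale, 256 of the 415 mature miRNAs passed both limits at 0 h, 127 higher and 129 lower, and 96 at 2 h, 66 higher and 30 lower. With an unadjusted p under 0.05 there were 283 and 152. The groups did not overlap for 273 of all 415 (65.8%) at 0 h and 102 (24.6%) at 2 h, against 2.86% by chance. With each library scaled to the same total, 354 passed at 0 h, 16 higher and 338 lower, and 194 at 2 h, 12 higher and 182 lower, so the direction of a miRNA can depend on the scaling. Median-of-ratios scaling gave 58 higher and 39 lower at 2 h. miR-10b-5p took 54.7% ± 1.6 (SD, n = 4) of all miRNA reads in resting cells, 81.3% ± 1.1 at 0 h and 56.2% ± 4 at 2 h. Its log2FC was 2.37 at 0 h (limma adjusted p = 5.3e-09) and 0.63 at 2 h (adjusted p = 0.00944). With equal totals, the latter was 0.036 (limma adjusted p = 0.601), and adjusted p ran from 3.6e-05 to 0.601 over the alternatives. miR-146b-5p rose from 229.6 ± 39.1 to 6193 ± 613 CPM at 0 h (SD, n = 4 each), a log2FC of 4.76 (standard error 0.22, adjusted p = 1.9e-10 from limma). miR-7-5p (4.47, limma adjusted p = 1.9e-10) and miR-146a-5p (4.31, adjusted p = 9.9e-10) came next. miR-149-5p fell from 2889 ± 625 to 237 ± 41.3 CPM (SD, n = 4 each; log2FC −3.59, limma adjusted p = 2.1e-09), ahead of miR-6737-3p (−3.33, 2.7e-08) and miR-145-5p (−3.21, 1.5e-09). At 2 h, miR-1271-5p (2.67, limma adjusted p = 7.8e-04), miR-501-3p (2.16, 7.0e-04) and miR-100-5p (2.14, 3.4e-04) were highest. miR-7977 (−1.37, limma adjusted p = 0.00569), miR-6737-3p (−1.32, 0.00226) and miR-18a-3p (−0.98, 0.00305) were lowest. With thinned reads, miR-6737-3p did not pass at 2 h (edgeR adjusted p = 0.267). The 9 miRNAs labelled in Figure 6A (4 higher, 5 lower) and the 9 in Figure 6B (9 higher) passed, adjusted over the list alone as well. They kept these directions with equal totals. The study chose them on these libraries, so this is not independent evidence. Without resting replicate 3 the 2 h count was 57, and without K+ 2 h replicate 1 it was 129.

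**Figure D2:**
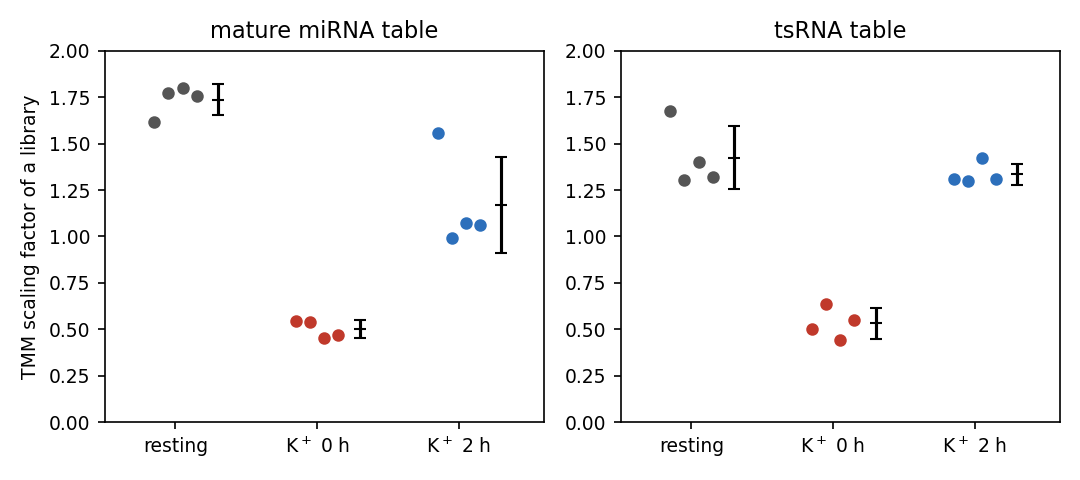
TMM scaling factor of each small RNA library in the mature miRNA table (left) and the tsRNA table (right). Points are libraries of resting, K+ 0 h and K+ 2 h cells, and bars give mean and SD of 4 libraries. The factors at K+ 0 h lie between 0.453 and 0.546 for miRNAs and between 0.441 and 0.639 for tsRNAs, below every other library.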

Differential expression analysis identified 257 (128 upregulated, 129 downregulated) significantly altered mature miRNAs immediately after depolarization, whereas 108 (73 upregulated, 35 downregulated) were identified 2 h post-stimulus (Figure 6A,B). In contrast to mRNA and RPF changes, differential expression of miRNAs showed a higher degree of overlap between experimental time-points, with 86 (30.8%) mature miRNAs persistently modulated (Figure S10).

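Here, 275 miRNAs passed at either time-point and 77 (28%) at both, of which 45 were higher and 24 lower at both and 8 changed direction. The shared resting libraries alone gave top lists that shared 24.7% of their union (SD 1.95 over 20 simulated runs), against 26.6% observed when the miRNAs were ranked in the same way. The r between log2FC at 0 h and 2 h across miRNAs was 0.456, against 0.493 (SD 0.048) in the simulated runs. The sign was the same for 69.2%, against 65.8%. These runs hold no real change, so the likeness does not show that the shared resting libraries explain the overlap. Scaling to equal totals lowered the share at 1 time-point only from 72% to 49.5%. With 1 library left out, this share ran from 68.2% (without K+ 2 h replicate 1) to 82.9% (without resting replicate 3).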

We next examined whether mRNAs targeted by depolarisation-sensitive miRNAs were subjected to disproportionate post-transcriptional responses. To focus this analysis on brain-expressed miRNAs, we intersected significantly differentially expressed miRNAs with the top quintile of brain-expressed miRNAs reported by the miRMine database [31]. A refined list of 54 (39 upregulated, 15 downregulated) brain-enriched, K^+^-responsive miRNAs were subsequently identified immediately after depolarisation for further analysis (Figure 6C,D). 

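All 39 miRNAs of Figure 6C were higher at 0 h on the TMM scale (log2FC 0.58 to 4.76, median 1.39) and all 15 of Figure 6D were lower (−3.59 to −0.51, median −1.27). Each passed both limits over the 415 miRNAs, and also adjusted over the list alone, which is not independent evidence since the lists were drawn from these tests. With equal totals, 11 of the 39 were higher and 28 lower (4 and 12 past the limits), while the 15 stayed lower and past the limits. Under median-of-ratios scaling, the 39 and the 15 passed in the directions given.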

We firstly examined the aggregate effect of the 39 upregulated miRNAs on target gene expression, stratified by the number of expressed miRNA recognition elements predicted by the TargetScan database [32]. Strong repression of target gene abundance was subsequently observed relative to the entire transcriptome, in which the magnitude of repression was augmented by the number of predicted binding sites for all genes with > 1 site (*p* < 5.118e^−14^; Figure 6E). In contrast, no substantial biases in target gene RPF expression were detected (*p* ≥ 0.011), resulting in a cumulative increase in TE for all genes with > 1 site (*p* ≤ 5.919e^−7^; Figure 6E). 

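Seed matches were sought as the 7-nt site opposite bases 2 to 8 of each miRNA in the 3′UTRs of 13202 genes, without the context scores used by the paper. The site was TGAATGT for miR-181b-5p (MIR181B1, chromosome 1, 198858925 to 198858947 on GRCh38), ATGTAGC for miR-221-3p (MIR221, chromosome X, 45746180 to 45746202) and TTGCACT for miR-454-3p (MIR454, chromosome 17, 59137787 to 59137809). It was TGTTTAC for miR-30e-5p (MIR30E, chromosome 1, 40754371 to 40754392) and TACTTGA for miR-26b-5p (MIR26B, chromosome 2, 218402657 to 218402677). For mRNA at 0 h, genes with a match minus genes without had a difference in median log2 deviation of −0.42 for miR-181 (2876 genes with a match), −0.40 for miR-221/222 (1258), −0.33 for miR-454 (2184), −0.43 for miR-30 (2444) and −0.45 for miR-26 (1832). The two-sided exact permutation p was 0.0286 for each, the smallest possible, and each of the 4 stimulated libraries lay below every resting library. At the RPF level, the differences lay between −0.0032 and 0.012 (exact permutation p of 0.743 or more). Because GC% was itself related to the change in mRNA, each site was ranked among 200 other 7-nt sequences of the same bases. The rank from the lowest was the 77.5th percentile for miR-181, 8.5 for miR-221/222, 34 for miR-454, 43.5 for miR-30 and 32 for miR-26. When genes with a match were paired with genes of the same 3′UTR length and GC%, the differences became −0.032, −0.0082, 0.012, −0.023 and 0.0047 in the same order (exact permutation p = 0.0286, 0.0571, 0.0286, 0.0286 and 0.286). The sign was kept for miR-181, miR-221/222 and miR-30 and was the opposite for miR-454 and miR-26.

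**Figure D3:**
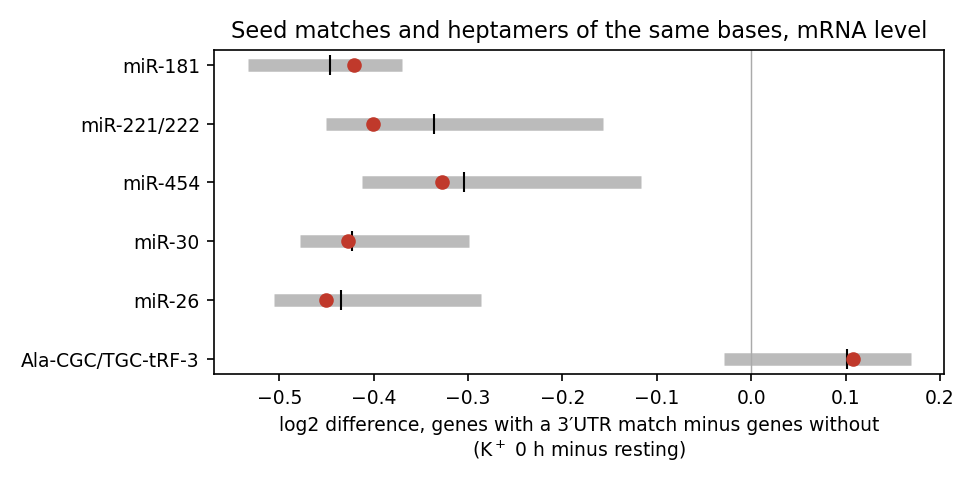
Difference in log2 mRNA level at K+ 0 h between genes with and without a 3′UTR match (horizontal axis), for 5 miRNA families and a tRF (vertical axis). Red points are the seed matches, grey bars the range and black ticks the median of control sequences made of the same bases. Each point lies within the range of its controls.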

When targets of these miRNAs were examined individually, loss of mRNA abundance without corresponding changes in RPF expression was again observed, with particularly strong repression observed for targets of miR-181b/c/d-5p, miR-221/222-3p, miR-454-3p, miR-30a/e-5p and miR-26a/b-5p (p_mRNA_ < 2.2e^−16^, p_RPF_ ≥ 5.62e^−3^, p_TE_ ≤ 5.78e^−10^; Figure 6F). Overall, these results suggest that mRNAs targeted by miRNAs upregulated in response to K^+^ stimulation are predominantly regulated at the level of mRNA abundance. Furthermore, these effects appear to occur in a temporally restricted manner, given that similar analysis conducted 2 h post-depolarisation uncovered minimal significant results (Figure S11).

Analysis of mRNAs targeted by the 15 downregulated miRNAs produced comparatively discordant results. Specifically, changes in mRNA abundance did not show any relationship with the number of predicted miRNA binding sites, while no significant changes in RPF expression and TE were observed (*p* ≥ 0.127; Figure 6G). Interestingly, mRNAs targeted by miR-744-5p and miR-331-3p were subjected to an increase in mRNA abundance (*p* ≤ 4.09e^−9^) and decrease in TE (*p* ≤ 0.015) as anticipated (Figure 6H), however, opposite effects were observed for targets of miR-30b-5p, miR-107/103a-3p and miR-411-5p (Figure 6H). 

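Of 5 members of the miR-30 family searched for, miR-30a-5p, miR-30b-5p, miR-30d-5p and miR-30e-5p had values in the table, and miR-30c-5p was not analysed here. At 0 h on the TMM scale, miR-30a-5p rose from 394 ± 34.9 to 1062 ± 349.5 CPM (SD, n = 4 each; log2FC 1.37, adjusted p = 2.6e-05 from limma) and miR-30e-5p from 558 ± 95.0 to 1207 ± 320.4 (1.09, 6.1e-05). miR-30b-5p fell from 2829 ± 142 to 1599 ± 219.9 CPM (SD, n = 4 each; log2FC −0.83, limma adjusted p = 2.0e-05). miR-30d-5p, the most abundant of the 4 at 9133 ± 717 CPM, was not detectably different (−0.031, limma adjusted p = 0.842). With equal totals per library, miR-30a-5p (−0.42) and miR-30e-5p (−0.70) had the opposite sign and all 4 members were lower, 3 of them past the limits. The log2FC of miR-30d-5p was 0.00092 without resting replicate 2, 0.014 without K+ 0 h replicate 2 and 0.021 without K+ 0 h replicate 4.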

For miR-30b-5p in particular, we suspect these dynamics resulted from upregulation of miR-30a/e-5p, all of which bear the same seed region (Figure 6C).

### 2.7. Differential Expression of tRNA-Derived Small RNA Fragments After Depolarisation

Recent studies have shown that endonucleolytic cleavage of tRNA hairpin structures can produce tRNA-derived small RNAs (tsRNAs), a novel class of small RNA consisting of 14–30 nt tRNA fragments (tRFs) and 28–36 nt tRNA halves (tRHs; Figure 7A). Since these molecules exhibit potential to regulate mRNAs post-transcriptionally [33,34], we next examined small RNA-Seq data for depolarization-associated tsRNA expression using ‘tDR Mapper’. 

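The tsRNA names in the table comprise 35 tRFs and 11 tRHs. The tRFs are 21 tRF-3, 5 tRF-5, 3 tRF-1 and 3 tRF-DA, and 1 each of tRF-A, tRF-AT and tRF-D. The tRHs are 9 tRH-5, 1 tRH-3 and 1 tRH-0B.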

In total, 46 robustly expressed (CPM > 100) tsRNAs were identified, of which 35 were tRFs and 10 tRHs. Analysis of read coverage revealed that tRFs were predominantly processed from the 3′ end of parent tRNAs (21, 60%), whereas tRHs were generally derived from tRNA 5′ ends (9, 90%), consistent with current literature pertaining to tRNA cleavage [33,34] (Figure 7B). 

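Some names that differ in the anticodon hold the same reads, so the 46 names are not 46 separate measurements. Ala-CGC-tRF-3 and Ala-TGC-tRF-3 had the same number of reads in 12 of 12 libraries, as had Val-AAC-tRF-5 and Val-CAC-tRF-5. Pro-AGG-tRF-3 and Pro-CGG-tRF-3 had the same number in 11 of 12, each of them and Pro-TGG-tRF-3 in 8, and Leu-AAG-tRF-3 and Leu-TAG-tRF-3 in 7.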

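On the TMM scale, 24 of the 46 tsRNAs passed both limits at 0 h, 4 higher and 20 lower, and 29 had an unadjusted p under 0.05. The groups did not overlap for 34 of all 46 (73.9%) at 0 h and 10 (21.7%) at 2 h, against 2.86% by chance. With equal totals per library, 35 passed, 3 higher and 32 lower. The lowest count over the alternatives was 14, with edgeR's quasi-likelihood test on whole reads. Gly-CCC-tRH-5 rose from 83338 ± 13992 to 710386 ± 126015 CPM (SD, n = 4 each; log2FC 3.09, standard error 0.17, adjusted p = 4.9e-08 from limma) and Gly-GCC-tRH-5 by 2.58 (adjusted p = 4.0e-07). Gly-CCC-tRF-DA had 0 reads in 3 of 4 resting libraries and 1370 to 10382 at 0 h, so its fitted log2FC of 9.79 (limma adjusted p = 8.1e-04) depends on the pseudocount. Glu-TTC-tRF-5 had 0 reads in all 4 libraries at 0 h against 562 to 14954 in resting libraries. Leu-TAA-tRF-3 likewise had 0 reads at 0 h against 137 to 2664. If a 0 stands for at most 3 reads, they were at least 779-fold and 124-fold lower. A 0 may not mean scarcity, however. Glu-CTC-tRH-5 averaged 50310 ± 33589 CPM (SD, n = 4) at 2 h, yet its log2FC was −4.44, which needs a library near 0. Gln-CTG-tRF-AT (0 to 1682 reads at 0 h), Cys-GCA-tRF-3 (0 to 104) and Leu-CAA-tRF-5 (0 to 471) were each absent from some of the 0 h libraries, and their fitted log2FC of −10.13, −9.22 and −5.44 (limma adjusted p = 0.00207, 9.9e-05 and 0.0113) depends on the pseudocount too. Ala-CGC-tRF-3 and Ala-TGC-tRF-3 fell from 3832 ± 508 to 770.5 ± 347 CPM (SD, n = 4 each; log2FC −2.48, limma adjusted p = 8.1e-04). Leu-CAA-tRF-3 had 0 to 2743 reads in resting libraries and 443 to 1547 at 0 h and did not pass (log2FC 3.64, limma adjusted p = 0.353). Its log2FC was −1.39 in each of edgeR's tests and in DESeq2. The 3 tsRNAs shown as upregulated and the 13 shown as downregulated in Figure 7 passed, also adjusted over the list alone, which is not independent evidence. Gln-CTG-tRF-AT did not pass in edgeR's tests or in DESeq2, nor Cys-GCA-tRF-3 in DESeq2, which gave no adjusted p for either, nor Gly-CCC-tRF-DA in edgeR's quasi-likelihood test. With thinned reads, Gln-CTG-tRF-AT and Gly-CCC-tRF-DA did not pass (edgeR adjusted p = 0.114 and 0.0629).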

Differential expression analysis revealed 16 significantly regulated tsRNAs immediately after K^+^ stimulation, consisting of 14 downregulated tRFs, one upregulated tRF and two upregulated tRHs (Figure 7C–E). Interestingly, these tsRNAs all returned to baseline levels 2 h post-stimulus (Figure 7E), and furthermore, no significant differentially expressed tsRNAs were detected at this time-point, suggesting tsRNA differential processing was temporally restricted.

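At 2 h, 0 of the 46 tsRNAs passed in limma, and 5 had an unadjusted p under 0.05. Without resting replicate 1, 1 passed. With library quality weights 1 passed, and in DESeq2 also 1. The contrast of 2 h with 0 h passed for 21 tsRNAs, 19 higher and 2 lower at 2 h. The standard error of the log2FC at 2 h ran from 0.14 for Val-CAC-tRH-5 to 3.49 for Leu-CAA-tRF-3, so the size of change that could be detected differed between tsRNAs. The 3 tsRNAs shown as upregulated in Figure 7 kept a positive log2FC at 2 h. It was 6.05 for Gly-CCC-tRF-DA, which depends on the pseudocount, 0.51 for Gly-CCC-tRH-5 and 0.20 for Gly-GCC-tRH-5. Their unadjusted limma p was 0.0059, 0.014 and 0.303. A self-test on simulated data recovered a log2FC of 1 for 0% of 9 tsRNAs. Thus 0 calls do not by themselves show a return to baseline. The log2FC at 0 h and 2 h correlated at r = 0.395 across tsRNAs. Simulated runs without any change, which share the resting libraries, gave 0.513 (SD 0.142). The sign was the same for 69.6%, against 63.3% in the simulated runs. Because the runs hold no real change, neither value tells how alike the time-points should be. From the return of the tsRNAs regulated at 0 h to baseline and the absence of significant ones at 2 h, the paper proposes that the processing of tRNAs into tsRNAs changed for a limited time.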

Since tRFs have previously shown potential to act as miRNA analogues [33,34], we next identified potential tRF–mRNA interactions involving significantly regulated tRFs for further analysis. Using ‘RNAhybrid’, we identified all potential tRF-3′UTR interactions using nucleotides 2–8 of the tRF as the seed region. Surprisingly, these tRF seed regions exhibited no overlap with the seed regions of known human miRNAs, with the exception of Ala[T/C]^GC^-tRF-3, which shares a predicted seed region (5′-CCCCGGC-3′) with the poorly conserved miR-4707-5p. Analysis of all predicted target genes revealed that regardless of the number of binding sites, loss of tRF expression corresponded to an increase in target gene abundance (*p* ≤ 8.1e^−12^) without any alteration of RPF log2FC (*p* ≥ 0.164) distribution profiles (Figure 7F). This effect was most pronounced when predicted targets of Glu^TTC^-tRF-5, Leu^TAA^-tRF-3, Leu^CAA^-tRF-3, Ala[CT]^GC^-tRF-3 and Cys^GCA^-tRF-3 were analyzed (all *p* < 2.2e^−16^; Figure 7G). 

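The paper gives a seed sequence for the Ala tRF-3 only, and the other tRFs were not analysed here. The matching 3′UTR site, GCCGGGG, occurred in 730 of 13202 genes. Their mRNA level at 0 h differed from that of genes without the site by 0.11 (two-sided exact permutation p = 0.0571). This was the 55th percentile among 20 other sequences of the same bases. Against genes paired by 3′UTR length and GC%, the difference was −0.05 (exact permutation p = 0.0286), the opposite sign. At the RPF level it was 0.05 (exact permutation p = 0.343).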

Given the weak RPF level responses, decreases in TE were subsequently observed.

## 3. Discussion

Activity-dependent mRNA translation is crucial for the regulation and fine-tuning of synaptic circuitry in the brain. Previous studies have shown that overall translation is highly responsive to neuronal activity and experience-dependent plasticity [12,35,36]; however, discrete quantification of gene-level translation is necessary for a detailed mechanistic understanding of neuronal function. In the current study, we conducted transcriptome-wide translational profiling to investigate the dynamics of depolarization-associated translation and explore key sequence-dependent regulatory systems involved. Our analyses revealed that translational remodeling is extensive after repeated K^+^ stimulation, with the most prominent changes to ribosomal occupancy occurring immediately after depolarization. Functional analysis additionally identified transient enrichment of genes associated with neuron-specific functions and cellular components, after which production of genes related to nucleotide-binding and transcription was prioritized. Collectively, these findings are consistent with previously documented alterations to neuronal translation associated with K^+^ stimulation [35,37,38,39] and other excitatory stimuli [16,40]. More broadly, the functional partition between translational profiles at both experimental time-points emphasizes the importance of early translational regulation after neuronal excitation, supporting the recent identification of a critical 2-h time-window during long-term potentiation (LTP) associated with extensive translational remodeling [41].

Transcriptome-wide analysis of mRNA expression identified considerable changes to mRNA abundance, a largely anticipated finding given the previously reported transcriptomic alterations in paradigms of neuronal excitation [42,43]. Specifically, recent work has identified activity-regulated transcription factors and enhancers—such as MEF2, CBP and NPAS4—which mediate unique gene expression programs tailored to specific patterns of neuronal activity, including K^+^ depolarization [42,43,44,45]. A consistent feature of these studies is the upregulation of critical activity-associated genes with known importance in the regulation of neuronal plasticity. Interestingly, while many of these genes were upregulated at the mRNA level at one or both time-points in our study, a subset were subjected to increased translation (i.e., ERG1, FOS, IER2, amongst others), whereas others exhibited no response (i.e., BDNF, NPAS4 and ARC, amongst others). 

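At the mRNA level, ARC (ENSG00000198576, chromosome 8, 142611049 to 142614479) rose from 4.46 ± 0.701 CPM to 25.0 ± 3.61 at 0 h and 6.21 ± 0.834 at 2 h (SD, n = 4 each), with log2FC 2.25 (adjusted p = 3.7e-10 from limma) and 0.40 (adjusted p = 0.0129). BDNF (ENSG00000176697, chromosome 11, 27654893 to 27722058) rose from 3.75 ± 0.496 to 6.44 ± 0.225 and 4.93 ± 0.491 CPM (SD, n = 4 each), with log2FC 0.65 (limma adjusted p = 3.4e-06) and 0.32 (adjusted p = 0.00677). At 2 h, neither passed the limit on log2FC. With a pseudocount of 4, BDNF had a log2FC of 0.43 at 0 h and did not pass either. NPAS4 (ENSG00000174576, chromosome 11, 66421035 to 66426707) was at 0.362 ± 0.116 CPM at rest and 0.781 ± 0.151 at 0 h (SD, n = 4 each), with 5 to 10 and 17 to 73 reads per library, and did not pass (log2FC 0.39, limma adjusted p = 0.00213). It passed at 0 h with a pseudocount of 0.25 (0.76), in edgeR's exact (1.15) and quasi-likelihood (1.15) tests and in DESeq2 (1.14). These 3 genes have no RPF values, so a response at the RPF level could not be tested. Of the 200 genes closest to each in mean mRNA level, 8% had RPF values for ARC, 4.5% for BDNF and 0.5% for NPAS4.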

The latter group is particularly surprising, given that activity-dependent translation of some of these genes has been documented previously [15,46,47], suggesting post-transcriptional regulatory mechanisms determined translational regulation of these activity-associated genes in our study. Prospective studies examining transcriptional profiles associated with unique patterns of neuronal activity will, therefore, benefit from incorporation of ribosome profiling to map the ratio of transcriptional and translational change for activity-associated genes and explore post-transcriptional regulatory events of biological significance.

By comparing fluctuations in mRNA abundance and translation, we uncovered extensive changes to translational efficiency which were most pronounced immediately after depolarization. Further analysis revealed that a large proportion of genes at this time-point were subjected to regulation exclusively at the mRNA or RPF levels, but not both, suggesting depolarization-associated changes in mRNA abundance and translation were functionally partitioned. We suspect this buffering effect serves to maintain protein output during the course of perturbation irrespective of large changes in transcription, a phenomenon previously observed in yeast and humans [48,49,50,51]. The strengthened correlation between mRNA abundance and translation 2 h after stimulation suggests this buffering effect is transient, with more-conventional post-transcriptional dynamics progressively restored post-stimulus. These results are consistent with a recent study in which changes in mRNA abundance and translation were largely proportional after K^+^ stimulation of primary mouse cortical neurons for 3 h [38]. However, divergent patterns of mRNA abundance and translation have additionally been reported after chemical LTP in mouse hippocampal neurons [41], stressing the context-dependent nature of post-transcriptional regulatory programs associated with neuronal stimulation. While future studies with greater temporal resolution may uncover the factors involved in this transition, we suspect transient depolarization-associated post-transcriptional buffering could explain why sequence features were initially associated with mRNA abundance but became more associated with translation 2 h post-stimulus.

The detection of such a large post-transcriptional buffering effect draws attention to the regulatory events mediating the division between mRNA abundance and translation. Although we suspect the sequence-specific mechanisms investigated in this study contribute to this, additional post-transcriptional factors likely play a more critical role. One distinct possibility is that K^+^ stimulation results in extensive reorganization of mRNA spatial distribution profiles, in which trafficking of mRNAs between storage granules (such as *p*-bodies and stress granules) and translationally active compartments could offer a mechanism through which mRNA abundance and translational capacity could be independently regulated [52]. P-bodies in particular have been observed to undergo dynamic remodeling at the post-synapse [53], and recently, bidirectional movement of mRNAs between these granules and polysomes has been described after neuronal excitation [54]. Such a mechanism would be consistent with the large proportion of genes subjected to changes in ribosome occupancy, with little detectable change in abundance. P-bodies also frequently interact with neuronal granules associated with mRNA trafficking [53], indicating that these structures may also offer a site in which newly synthesized mRNAs may be stored for delayed translation, potentially contributing to the buffering effect observed at this time-point. While future studies that allow for the spatial distribution mRNA profiles associated with excitatory stimuli could further refine this model, we suspect a significant proportion of these dynamics are attributable to the action of RNA-binding proteins, particularly translational enhancers and repressors, and therefore, quantification of RPB–mRNA interactions would also add to our understanding of the complexes involved.

Many miRNAs are known to regulate structural and physiological features of neurons associated with excitability [30]; however, their behavior at the post-transcriptional level during neuronal excitation remains obscure. Canonically, miRNAs are thought to reduce translational competency and abundance of target mRNAs by triggering sequential deadenylation, decapping and exonucleolytic degradation [30]; however, a subset of miRNA–mRNA interactions resulting in translational regulation without mRNA degradation have recently been uncovered in the neural setting [55,56,57,58]. Our findings support the canonical mechanism of miRNA-mediated mRNA repression, as upregulation of miRNAs was generally associated with downregulation of target mRNA abundance in proportion to the number of miRNA recognition elements. Interestingly, we failed to observe initial miRNA-associated changes in RPF expression that have previously been reported after exogenous miRNA modulation [59,60]; however, we suspect this was due to the pervasive post-transcriptional buffering detected at this time-point. This further raises the possibility that translationally active mRNAs were resistant to miRNA-associated changes in mRNA abundance, in which case we suspect additional post-transcriptional regulatory factors contribute, such as the spatial organization of mRNAs [52], m6A methylation [61], alternative polyadenylation [62] or competitive binding by RNA binding proteins [63,64,65]. Nevertheless, these results are particularly interesting and support further investigation into the interplay between excitation-induced miRNAs and translationally active mRNAs.

Another interesting feature of K^+^-associated miRNA dynamics was the prompt and extensive remodeling of miRNA expression at both experimental time-points, indicating that miRNAs themselves are subjected to fine-tuning after repeated stimulation. Although rapid, excitation-associated miRNA biogenesis can be explained by known mechanisms, including activity-dependent transcription of miRNA genes [66,67] and localized processing of mature miRNAs [28,29], swift downregulation of mature miRNAs was not expected given the known stability of miRISC complexes [68]. One mechanism capable of circumventing this is expulsion via exosome release, a phenomenon previously associated with downregulation of neurite-enriched miRNAs after K^+^-stimulation of SH-SY5Y cells [69]. In support of this hypothesis, we detected significant downregulation of miR-1228-3p and miR-320a, two miRNAs detected within excitation-associated exosomes in the aforementioned study. 

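In the small RNA libraries at 0 h, miR-320a fell from 1941 ± 247 to 792 ± 58.0 CPM (SD, n = 4 each; log2FC −1.29, adjusted p = 1.8e-07 from limma). miR-1228-3p fell from 5.46 ± 1.01 to 1.44 ± 0.360 CPM (SD, n = 4 each; log2FC −1.40, limma adjusted p = 5.3e-05), on 6 to 10 reads per library at 0 h. Both were lower in 4 of 4 stimulated libraries. With thinned reads, miR-1228-3p did not pass (log2FC −1.68, edgeR adjusted p = 0.109).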

Another mechanism of interest is target-directed miRNA degradation (TDMD), in which extensive complementarity between a miRNA and its target leads to miRNA decay via 3′ trimming or the untemplated addition of A residues [70,71,72]. Interestingly, TDMD has recently been demonstrated in neuronal models, in which potent degradation of important miRNAs, such as miR-124, miR-128, miR-132 and miR-138, has been detected [70,71,72], of which miR-132 and miR-138 were downregulated immediately after stimulation in our study. However, the temporal dynamics of this mechanism are yet to be elucidated, particularly in the context of neuronal excitation.

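At 0 h, miR-132-3p fell from 1932 ± 324 to 883 ± 68.7 CPM and miR-132-5p from 119 ± 7.64 to 75.8 ± 19.9 (SD, n = 4 each), with log2FC −1.12 (adjusted p = 6.2e-06 from limma) and −0.67 (adjusted p = 0.00746). With thinned reads, miR-132-5p did not pass (log2FC −0.60, edgeR adjusted p = 0.0645). miR-138-1-3p fell from 37.7 ± 12.6 to 21.4 ± 4.26 CPM (log2FC −0.75, limma adjusted p = 0.0231). Its groups overlapped, and in limma it no longer passed without resting replicate 2 or 3, or without K+ 0 h replicate 1 or 4. miR-138-5p was at 10.8 ± 1.11 CPM at rest and 10.2 ± 3.58 at 0 h (SD, n = 4 each; log2FC −0.13, limma adjusted p = 0.612), a difference within the spread between libraries. It was 0.09 without K+ 0 h replicate 2. With equal totals, the log2FC of miR-138-5p was −1.74 and passed both limits.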

Analysis of small RNA data also uncovered the expression of tsRNAs, which exhibited temporally restricted differential expression immediately after repeated K^+^ stimulation. Furthermore, significant downregulation of tRFs was associated with increased expression of mRNAs with predicted 3′UTR binding sites, indicating a potential role in the post-transcriptional regulation of mRNA. Although tsRNAs were originally characterized as byproducts of tRNA degradation [73], mounting evidence suggests that tRNA fragments engage in post-transcriptional repression of complementary mRNAs, acting as miRNA analogues [33,34]. Our results in particular support an emerging body of studies in which tRFs have been shown to associate with AGO paralogs, bind mRNA 3′UTR sequences via a 5′ miRNA-like seed region and repress mRNA expression [74,75,76,77]. Interestingly, such as role has been described for Leu^TAA^-tRF-3 [76], which was significantly downregulated and associated with increased mRNA abundance in our study. However, additional studies suggest that tRFs can also regulate repression of mRNAs through atypical binding patterns, indicating that their post-transcriptional function is complex and requires further investigation [78,79]. Nonetheless, the identification of tRFs in our study remains a particularly interesting finding and represents some of the first evidence of tRF differential expression in stimulated neuronal cells, warranting additional study into the dynamics of these molecules after neuronal depolarization. Although the differential expression of tRHs was another interesting aspect of these data, these molecules are thought to displace translational machinery by binding mRNA g-quadruplex structures [33,34], hence limiting the investigation of potential sequence dependent regulation in our data.

In summary, our findings suggest that post-transcriptional dynamics are substantially altered following repeated K^+^ stimulation, in which sequence-dependent regulatory elements are considerably implicated. Further dissection of the spatial factors involved in this system will likely prove critical in elucidating the true manner in which these processes are coordinated. Likewise, integrated analysis of mRNA 3′UTR expression, m6A modifications and changes in protein functional status, amongst other systems, is required to further decipher the intricacies of the neuronal post-transcriptional environment, which will substantially improve our understanding of the molecular events underpinning learning, memory, cognition and psychiatric disorders.

## 4. Materials and Methods

### 4.1. Cell Culture

Human SH-SY5Y neuroblastoma cells were grown and sustained in Dulbecco’s Modified Eagle’s Medium (DMEM, HyClone, Logan UT, USA) supplemented with 10% heat-inactivated fetal bovine serum (Bovogen Biologicals, Essendon, VIC, Australia), 2% HEPES (Gibco, Carlsbad, CA, USA) and 1% L-glutamine (Invitrogen, Carlsbad, CA, USA). Cultures were maintained at 37 °C in a 95% oxygen, 5% carbon dioxide, 90% humidity atmosphere and passaged regularly via washing with phosphate buffered saline (PBS; Gibco) and trypsinization (0.1% trypsin-EDTA in PBS; Gibco). All cells used in this study were passage 7 at the time of harvest.

### 4.2. Neuronal Differentiation

SH-SY5Y cultures were neuronally differentiated using all-trans retinoic acid (ATRA, Sigma-Aldrich, St. Louis, MO, USA) [80]. One day prior to differentiation (day -1), cells were seeded at a density of 25,000 cells/cm^2^ in T175 culture flasks. The next day (day 0), standard culture medium was replaced with ATRA-supplemented medium (10µM final) and cells were wrapped in foil to protect them from light exposure. The ATRA-medium was subsequently replaced on days 2, 4 and 6, after which the methods were continued as described on day 7. Successful differentiation was confirmed by examining neurite outgrowth and establishing the upregulation of known neuronal marker genes relative to naïve cells via mRNA sequencing (See Figure 1B–D).

### 4.3. Membrane Depolarisation

Whole cell depolarization was induced by incubating cells in Hank’s Balanced Salt Solution (HBSS; 35 mM NaCl, 0.6 mM MgSO_4_.7H_2_O, 2.5 mM CaCl_2_.2H_2_O, 10 mM HEPES, 6 mM Glucose) supplemented with depolarizing concentrations of KCl (100 mM). Depolarization regimens consisted of 3 min exposure to 37 °C HBSS, followed by 10 min recovery at standard culturing conditions. A total of 4 consecutive stimulus and recovery cycles were employed to simulate patterns of repetitive excitation thought to be important for induction of neuronal long-term potentiation. Cells were consequently harvested either immediately or 2 h after the final stimulus and recovery cycle to resolve early and late expression changes. All treatments were performed in biological quadruplicate.

### 4.4. Ribosome Profiling

Ribosome profiling was conducted via the Illumina TruSeq Ribo Profile kit (H/M/R), with minor amendments to the manufacturer’s protocol. To suspend translational activity, cells were incubated with a warm culture medium supplemented with 0.1mg/mL cycloheximide (CHX) for 1 min. After aspirating the CHX medium and washing cells with ice-cold CHX-supplemented PBS, 1 mL mammalian lysis buffer (containing 200 µL 5× mammalian polysome buffer, 2 µL CHX and 10 units (U) DNase I) was added to each culture and cells were extensively scraped on ice. Ribosome foot-printing was performed by adding 90U RNase I to 300 µL clarified lysate and incubating samples at room temperature for 45 min, after which reactions were stopped with 15 µL SUPERase inhibitor (Invitrogen). Ribosome-protected RNA fragments (RPFs) were then enriched using MicroSpin S-400 columns (GE Life Sciences, Marlborough, MA, USA), prior to ribosomal RNA depletion, RPF size selection, end repair, adapter ligation, reverse transcription and PAGE purification, conducted according to the manufacturer’s instructions. RPF cDNA libraries were subsequently produced with 12× PCR cycles, following which adapter dimers were removed via 8% native polyacrylamide gel prior to library normalization and pooling. RPF libraries were then sequenced using the Illumina NextSeq 500 system, with a total of 76 single-end cycles performed. See Supplementary Methods for further details.

### 4.5. mRNA and Small RNA Sequencing

Total RNA was extracted from 300 µL clarified lysate produced from the ribosome profiling protocol using 1mL TRIzol reagent (ThermoFisher, Waltham, MA, USA) as per the manufacturer’s instructions, with RNA precipitated at −30 °C for 2 h to enhance yield. For each sample, 1 µg of high quality (RIN ≥ 8.5) total RNA was subjected to either poly(A)-enriched mRNA sequencing using the Illumina TruSeq Stranded mRNA Library Preparation Kit, or small RNA sequencing using the Illumina TruSeq Small RNA Library Preparation Kit (both according to the manufacturer’s instructions). These libraries were subjected to 151 (mRNA) or 76 (small RNA) single-end sequencing cycles using the Illumina NextSeq 500. See Supplementary Methods for further details.

### 4.6. Processing of Sequencing Data and Differential Expression Analysis

Raw BCL files were demultiplexed and converted to fastq format using ‘Bcl2fastq’ (v2.2; Illumina), after which data quality was assessed using ‘FastQC’ (v0.11.5). Sequencing adapters and low quality 3′ nucleotides (Phred33 score < 28) were then trimmed using ‘Cutadapt’ (v1.14) [81]. For Ribo-Seq libraries, single 5′ nucleotides were additionally trimmed (these are often untemplated additions during library preparation [82]) and abundant short non-coding RNAs (rRNA, snRNA, snoRNA and miRNA) were identified and discarded using ‘Bowtie2′ (v2.2.6) [83]. All libraries were then mapped to the reference genome (hg38 assembly) using ‘TopHat2′ (v2.1.1; Ribo-Seq and mRNA-Seq) [84] or ‘Bowtie2′ (small RNA), prior to read-counting via ‘HTSeq’ (v0.7.2) [85]. Feature mapping rates were analyzed using ‘RSeQC’ (v2.6.4) [86], while metagene analysis and subcodon phasing were preformed via the ‘metagene’ and ‘phase_by_size’ scripts of the ‘Plastid’ python library [87], respectively.

For each library preparation method, count normalization and differential expression were performed using ‘EdgeR’ (v3.8) [88]. Raw count data from each sample was firstly merged into a single matrix and normalized to sequencing depth (counts-per-million, CPM), after which genes with consistently low counts were removed by employing a CPM threshold. Normalization factors were then calculated via TMM method, dispersion was estimated and pairwise differential expression relative to untreated control cells was performed via exact test. Variation amongst biological replicate samples was visually assessed pre- and post-normalization via multidimensional scaling and biological coefficient of variation plots (Figures S1–S3). Changes in translational efficiency (TE) were additionally calculated using the ‘RiboDiff’ (v0.2.1) [89] package, using raw mRNA and RPF counts as inputs. For all differential expression analyses, a Benjamini–Hochberg false discovery rate <0.05 and absolute log_2_ fold change >0.5 were considered significant. See Supplementary Methods for further details and Tables S2 and S3 for all differential expression results. Raw sequencing and processed read-count data are available at the Gene Expression Omnibus (Accession: GSE155727).

### 4.7. Gene Ontology Enrichment Analysis

Analysis of enriched gene ontology terms was conducted using the ‘Toppgene’ functional enrichment web suite [90], with a Benjamini–Hochberg false discovery rate < 0.05 considered significant. 

### 4.8. Analysis of mRNA Sequence Features

For all genes with mRNA-Seq, Ribo-Seq and TE data, the most highly expressed transcript was identified from Ribo-Seq data using ‘Stringtie’ (v1.3.6) [91], then fasta files containing 5′UTR, CDS and 3′UTR sequence data for these transcripts were obtained from Ensembl Biomart (release 96) [92]. Custom bash scripts were then used to determine sequence length, GC%, rare codon frequency and the abundance of upstream start (AUG) codons. Minimum free energy (MFE) was calculated for all sequences using ‘RNAfold’ (v2.4.12) [93] prior to normalization relative to sequence length. G-quadruplex abundance was analyzed using ‘G4RNA screener’ (v0.3) [94], with a G4 neural network (G4NN) score of 0.5 used to identify significant structures. After stratification via these metrics, mRNA, RPF and TE log_2_ fold change distributions were compared via Kruskal–Wallis test, with significance accepted at *p* < 0.05.

### 4.9. Analysis of mRNA–miRNA Interactions

Significantly differentially expressed miRNAs were intersected with the top quintile of brain-expressed miRNAs assembled from the ‘miRMine’ [31] database of human miRNA expression profiles. Potentially misannotated miRNAs were then removed from further analyses using miRNA annotation data provided by the ‘TargetScan’ (v7.2) [32] database. For each remaining miRNA, computationally predicted mRNA interactions with cumulative weighted context score < –0.2 were then intersected with mRNA, RPF and TE data, and target gene expression distributions were compared to the entire transcriptome via two-sided Kolmogorov–Smirnov test, with significance accepted at *p* < 0.05. 

### 4.10. Identification and Analysis of tRNA-Derived Small RNAs

Using ‘tDR Mapper’ [95], small RNA fastq files were aligned and counted against a reference file containing mature and precursor tRNA sequences obtained from gtRNAdb (v2.0) [96]. Sequences were firstly aligned allowing for only exact matches, after which one, two and three mismatches/deletions were accepted. Read-counts for each sample were then assembled, with tsRNAs of the same species derived from parent tRNAs bearing the same anticodon and amino acid were merged to limit inclusion of identical sequences. To interrogate the capacity for tRNA-derived fragments (tRFs) to regulate mRNAs in a similar manner to miRNAs, predicted tRF-mRNA 3′UTR interactions were calculated using ‘RNAhybrid’ (v2.1.2) [97], with nucleotides 2–8 of the tRF specified as the “seed region”. Interactions with *p*-value < 0.05 were retained for further analysis. Cumulative distributions of target mRNA expression were then compared to the transcriptome as per the miRNA analysis described above. 

## Figures and Tables

**Figure 1:**
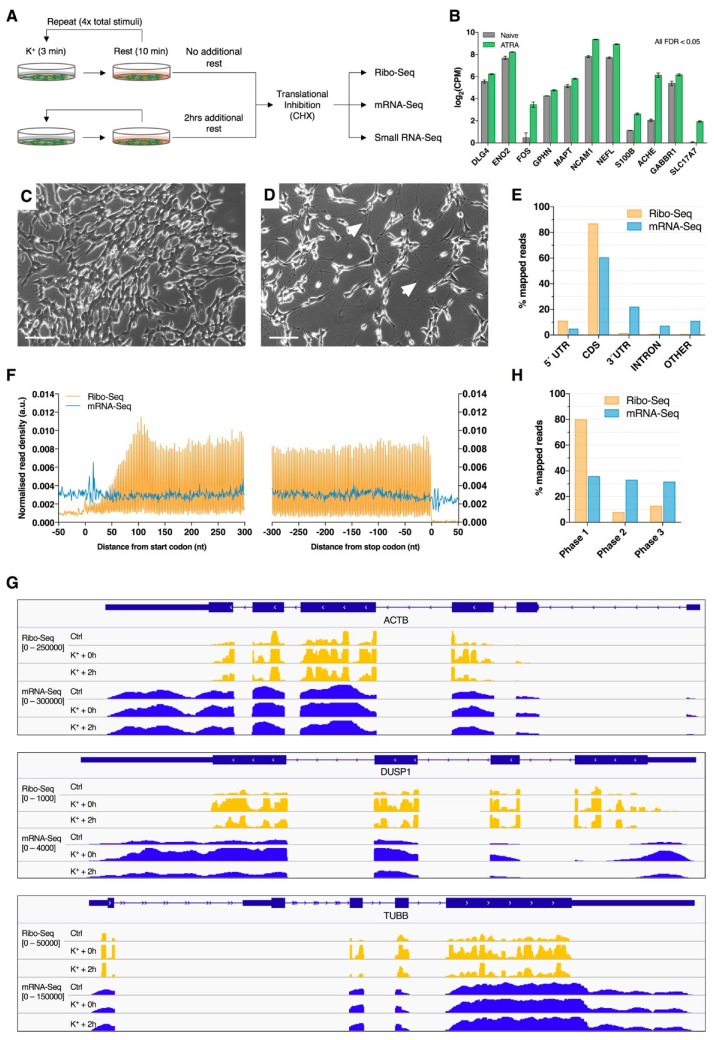
Ribosome profiling of neuronally differentiated K^+^ depolarized SH-SY5Y cells. (**A**) Schematic overview of the membrane depolarization paradigm employed in this study. (**B**) Expression of known neuronal marker genes in ATRA-treated SH-SY5Y cells (7 days) relative to naïve cells from a previous study. All genes were subjected to statistically significant upregulation (FDR < 0.05). (**C**,**D**) Phase contrast images of naïve (**C**) and ATRA-treated (**D**) SH-SY5Y cells. Note the change in cellular morphology and extensive neurite development after ATRA treatment (white arrows). Scale bar = 100 µm. (**E**) Percentage of Ribo-Seq and mRNA-Seq reads aligning to transcriptome features. Composite data are shown after merging biological replicates and treatment groups. (**F**) Metagene analysis of read density around transcript start and stop codons, showing high ribosome-protected mRNA fragment (RPF) density between coding sequence (CDS) start and stop codons. RPF reads were calibrated to estimated P-sites (see supplementary methods for further details). (**G**) Screenshots of RPF (orange) and mRNA (blue) read depth (RPKM) for representative genes: ACTB, DUSP1 and TUBB. (**H**) Sub-codon phasing of RPF and mRNA reads, revealing that RPFs exhibit a preference for the first canonical reading frame, whereas mRNA-Seq data displays comparatively even distribution across all three frames.

**Figure 2:**
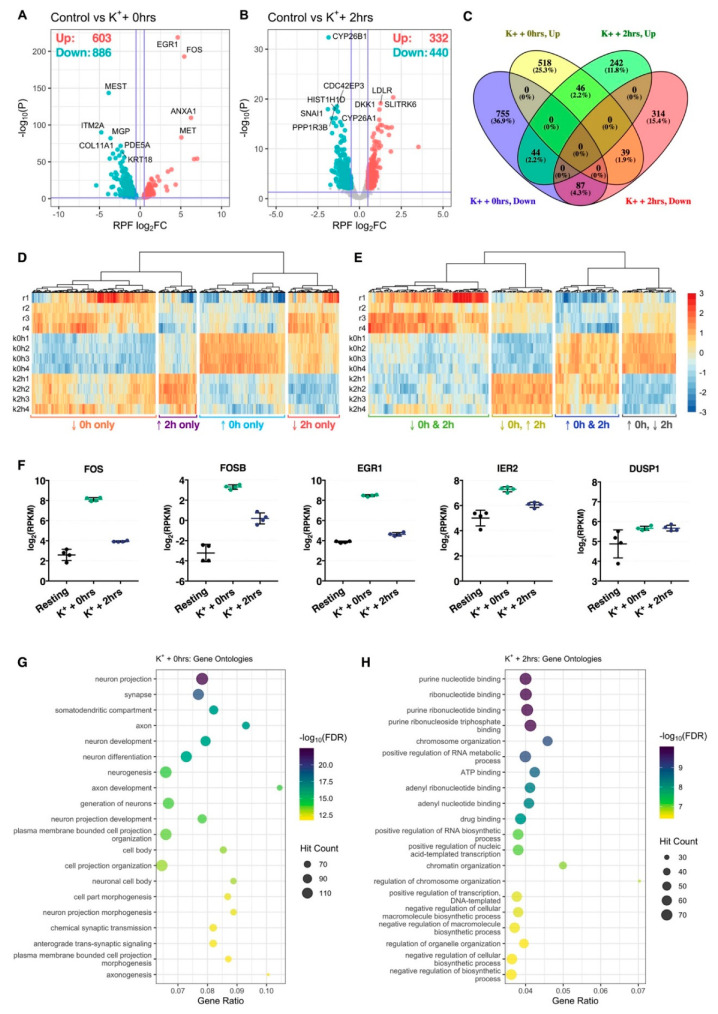
Translational changes induced by membrane depolarization. (**A**,**B**) Volcano plots comparing translational log_2_ fold change (log_2_FC) and –log_10_ *p*-values of genes immediately (**A**) or 2 h (**B**) after depolarization, relative to resting cells. Significantly upregulated and downregulated genes are marked in red and blue, respectively, with Benjamini–Hochberg FDR < 0.05 and log_2_FC > |± 0.5| considered significant. Horizontal line represents nominal *p* < 0.05. (**C**) Venn diagram depicting the overlap of significant genes between both time-points. (**D**) Heat map comparing RPF RPKM across all samples for genes significantly regulated at one time-point only. Each cell corresponds to the RPKM standard deviation relative to the row-wise mean, with red corresponding to high expression, and blue to low expression (scale bar shared with (**E**)). (**E**) As in (**D**), except depicting genes significantly regulated at both time-points. (**F**) Expression of known immediate-early genes, FOS, FOSB, EGR1, IER2 and DUSP1, at the RPF level. All five genes were significantly upregulated at both time-points. (**G**,**H**) Bubble plots showing top 20 significantly enriched gene ontology terms after analysis of genes significantly upregulated immediately (**G**) or 2 h (**H**) after stimulation. Note that “Gene Ratio” refers to the overlap between the query gene set versus the number of genes categorized under the gene ontology term.

**Figure 3:**
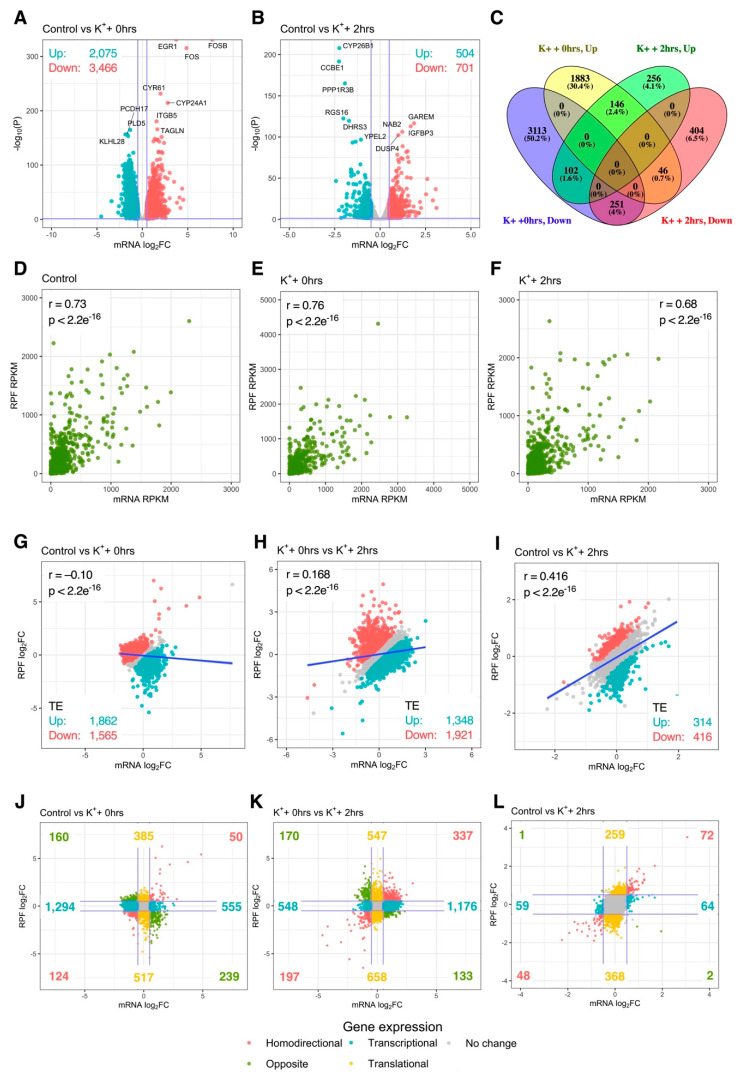
Interplay between mRNA abundance and translational activity. (**A**,**B**) Volcano plots comparing mRNA-Seq log_2_ fold change (log_2_FC) and –log_10_ *p*-values of genes immediately (**A**) or 2 h (**B**) after depolarization, relative to resting cells. Significantly upregulated and downregulated genes are marked in red and blue, respectively, with Benjamini–Hochberg FDR < 0.05 and log_2_FC > |± 0.5| considered significant. Horizontal line represents nominal *p* < 0.05. (**C**) Venn diagram depicting the overlap of significant genes between both time-points. (**D**–**F**) Gene-wise comparison of mRNA-Seq and Ribo-Seq RPKM in all experimental groups. Pearson’s correlation coefficient and associated *p*-values are reported (top left/right). (**G**–**I**) Gene-wise comparison of mRNA-Seq and Ribo-Seq log_2_FC. Pearson’s correlation coefficient and associated *p*-values are reported (top left). Genes with significantly increased or decreased translational efficiency (TE) are marked in red and blue, respectively. Dark blue line represents fitted linear model. (**J**–**L**) As in (**G**–**I**), except after categorizing genes based on expression at the mRNA and RPF levels. Blue lines represent log_2_FC = ± 0.5. “Homodirectional” refers to genes significantly altered at both the mRNA and RPF levels in the same direction; “Opposite” refers to genes significantly changed at both levels, but in opposite directions; “Transcriptional” refers to genes significantly altered at the mRNA level only; “Translational” refers to genes significantly changes at the RPF level only.

**Figure 4:**
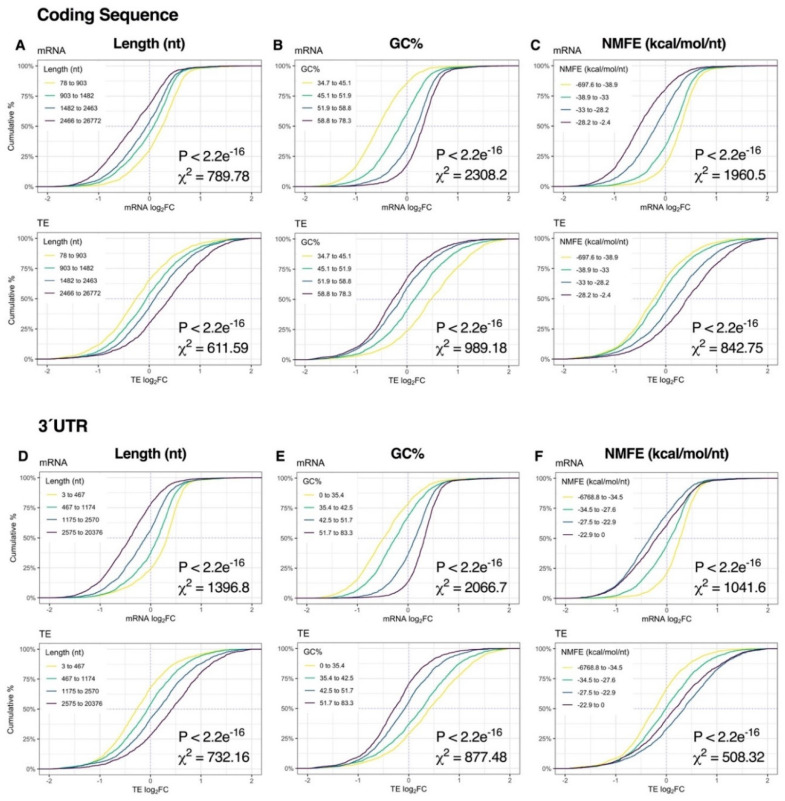
Relationship between mRNA dynamics and sequence features immediately after depolarization. (**A**–**C**) Cumulative density plots depicting changes in mRNA and translational efficiency (TE) log_2_FC after binning genes into quartiles by coding sequence length (**A**), GC% (**B**) or minimum free energy of secondary structures normalized to sequence length (NMFE) (**C**). All groups were compared via Kruskal–Wallis test, with associated *p*-values and Chi-squared (χ^2^) test statistics reported (bottom right). (**D**–**F**) As in (**A**–**C**), except examining the same features in the 3′ untranslated region (UTR). See Supplementary Figure S5 for the full version with RPF data, Supplementary Figure S6 for 5′UTR data and Supplementary Figure S8 for G4, uAUG and rare codon frequency (RCF) data.

**Figure 5:**
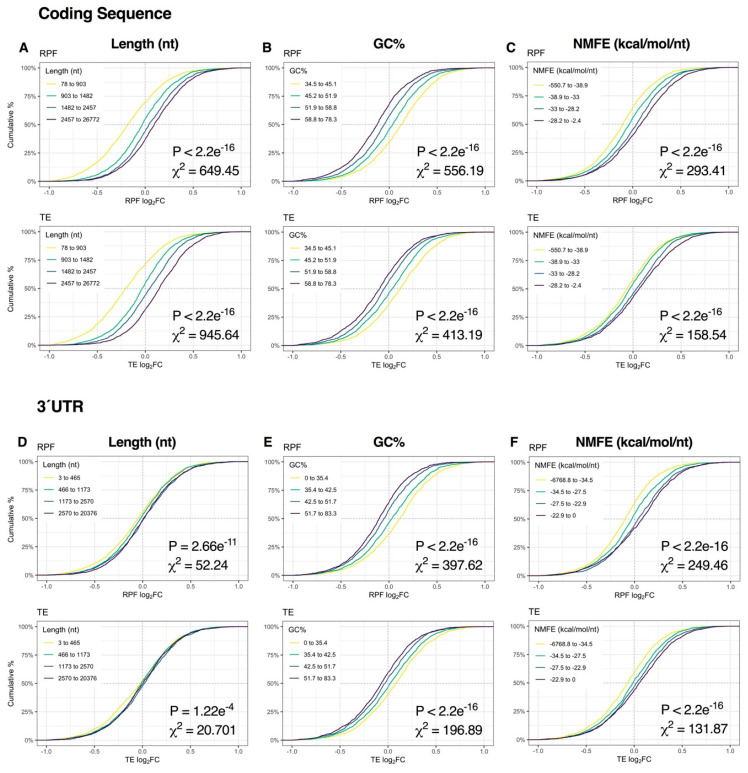
Relationship between mRNA dynamics and sequence features 2 h after depolarization. (**A–C**) Cumulative density plots depicting changes in RPF and TE log_2_FC after binning genes into quartiles by coding sequence length (**A**), GC% (**B**) or minimum free energy of secondary structures normalized to sequence length (NMFE) (**C**). All groups were compared via Kruskal–Wallis test, with associated *p*-values and Chi-squared (χ^2^) test statistics reported (bottom right). (**D**–**F**) As in (**A**–**C**), except examining the same features in the 3′UTR. See Supplementary Figure S7 for the full version with RPF data, Supplementary Figure S6 for 5′UTR data and Supplementary Figure S9 for G4, uAUG and RCF data.

**Figure 6:**
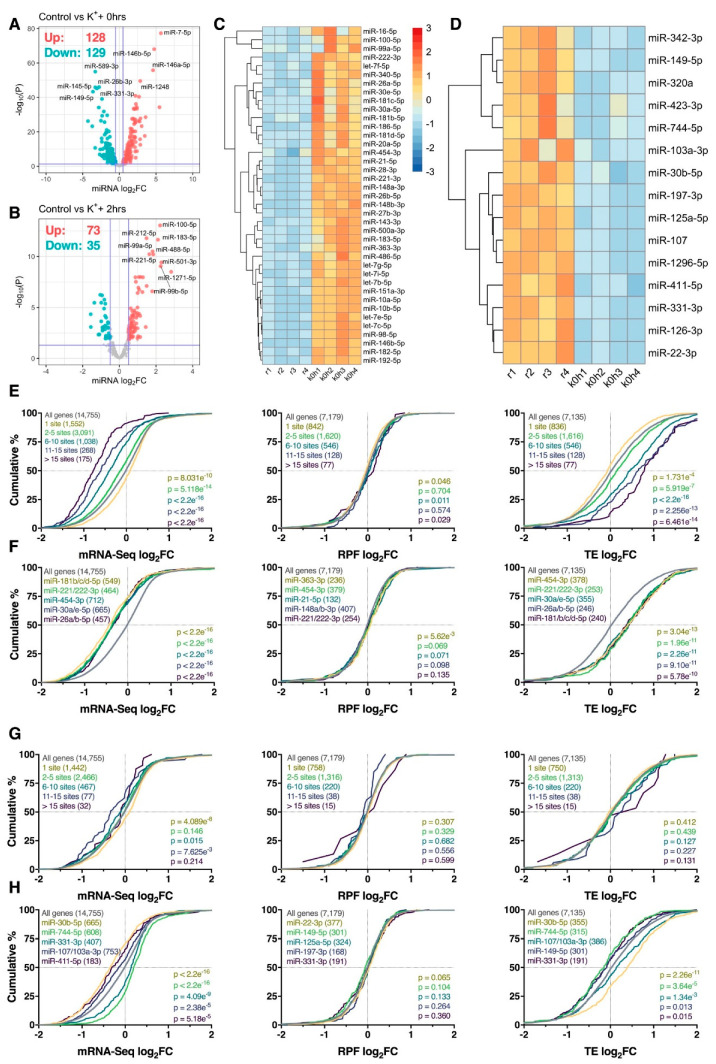
Neuronally enriched miRNAs are associated with changes in mRNA abundance. (**A**,**B**) Volcano plots comparing log_2_ fold change (log_2_FC) and –log_10_ *p*-values of mature miRNAs immediately (**A**) or 2 h (**B**) after depolarization, relative to resting cells. Significantly upregulated and downregulated miRNAs are marked in red and blue, respectively, with Benjamini–Hochberg FDR < 0.05 and log_2_fc > |± 0.5| considered significant. Horizontal line represents nominal *p* < 0.05. (**C**) Heat map depicting expression of 39 miRNAs significantly upregulated immediately after the depolarization paradigm and within the top 20% of brain-expressed miRNAs as reported by the miRMine database [31]. Each cell corresponds to the counts per million (CPM) standard deviation relative to the row-wise mean, with red corresponding to high expression, and blue to low expression. (**D**) As in (**C**), except depicting the expression of 15 significantly downregulated and brain-enriched miRNAs. Note that panels (**C**) and (**D**) share the same scale. (**E**) Cumulative density plots of mRNAs collectively targeted by the miRNAs are presented in panel (**C**), stratified by the number of expressed miRNA binding sites. Groups were compared to the entire transcriptome via two-sided Kolmogorov–Smirnov test, with *p*-values (and number of genes analyzed) reported (bottom right). (**F**) As in (**E**), except after analyzing the target genes of each miRNA individually. Top 5 miRNAs ranked via *p*-value are shown. In the case of *p*-value ties, miRNAs with the largest median difference relative to the transcriptome are shown. (**G**,**H**) As in (**E**,**F**), except analyzing the target genes of miRNAs depicted in panel (**D**).

**Figure 7:**
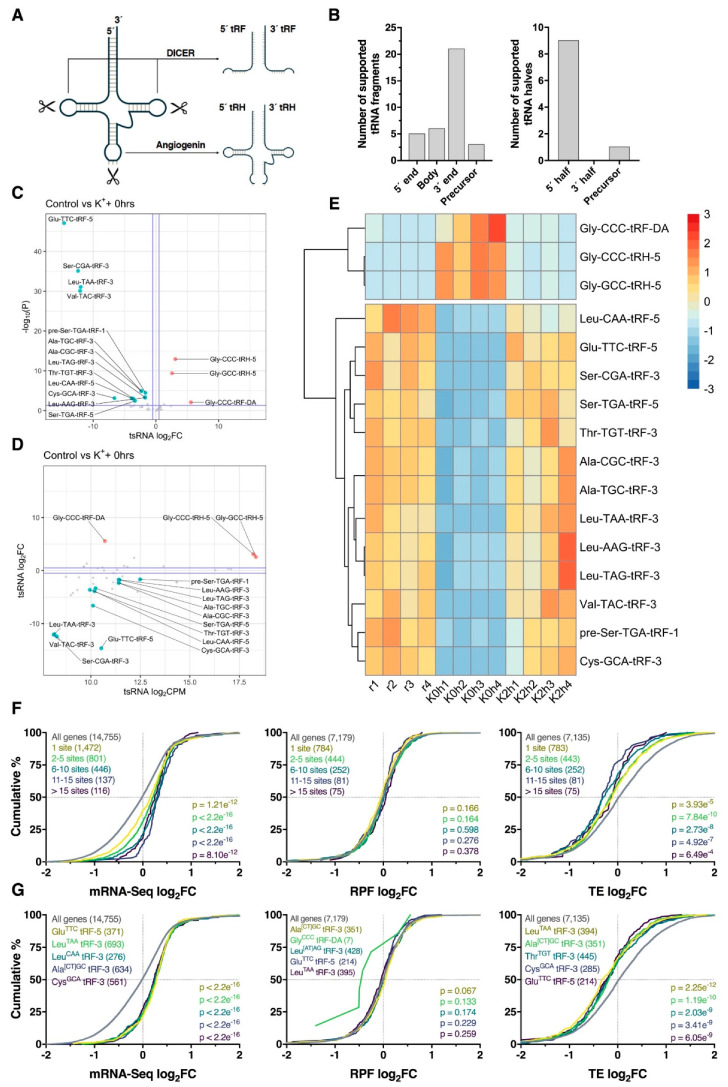
Differential processing of tRNA-derived small RNA fragments. (**A**) Schematic overview of cleavage sites required for processing of tRNAs into ~14–30 nt tRNA-derived fragments (tRFs) and ~28–36 nt tRNA-derived halves (tRHs; also known as tiRNAs). (**B**) Bar plots summarizing the locations at which tsRNAs were cleaved from mature tRNAs or precursor tRNAs. (**C**) Volcano plot comparing log_2_ fold change (log_2_FC) and –log_10_ *p*-values for tsRNAs immediately after the depolarization paradigm. Note the bias towards downregulation of tRFs. Significantly upregulated and downregulated tsRNAs are marked in red and blue, respectively, with Benjamini–Hochberg FDR < 0.05 and log_2_FC > |± 0.5| considered significant. Horizontal line represents nominal *p* < 0.05. Suffixes denote location of origin (1 = 5′ precursor sequence, 3 = 3′ mature sequence, 5 = 5′ mature sequence and DA = mature tRNA D and A loops). (**D**) Scatter plot comparing tsRNA log_2_FC and average counts per million (CPM). (**E**) Heat map depicting tsRNA CPM across all samples for significantly regulated tsRNAs identified in panel (**C**). Each cell corresponds to the CPM standard deviation relative to the row-wise mean, with red corresponding to high expression, and blue to low expression. (**F**) Cumulative distribution profiles of mRNAs collectively targeted by all significantly downregulated tRFs, after stratifying for the number of predicted binding sites. Groups were compared to the entire transcriptome via two-sided Kolmogorov–Smirnov test, with *p*-values reported (bottom right). (**G**) As in (**F**), except stratified for targets of individual tRFs rather than analyzing them in combination. Top five tRFs ranked via significance are shown. In the case of *p*-value ties, tRFs with the largest median difference relative to genes with no binding site were plotted.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/19/7086/s1. Supplementary Methods. Figure S1: Multidimensional scaling (MDS) plots. Figure S2: Biological coefficient of variation (BCV) plots. Figure S3: MDS and BCV plots for tRNA-derived small RNAs. Figure S4: Expression dynamics of genes associated with transcription and translation. Figure S5: Relationship between mRNA dynamics and sequence features immediately after depolarization (full version). Figure S6: Effect of 5′UTR sequence features on mRNA dynamics. Figure S7: Relationship between mRNA dynamics and sequence features 2 h after depolarization (full version). Figure S8: Effect of G-quadruplex structures, upstream AUG codons and rare codon frequency on mRNA dynamics immediately after depolarization. Figure S9: Effect of G-quadruplex structures, upstream AUG codons and rare codon frequency on mRNA dynamics 2 h after depolarization. Figure S10: Venn diagram comparing expression of mature miRNAs immediately and 2 h post-stimulation. Figure S11: MiRNA–mRNA dynamics 2 h post-depolarization. Table S1: Sequencing library sizes during data processing. Table S2: Differential expression results immediately after repeated K^+^ stimulation. Table S3: Differential expression results 2 h after repeated K^+^ stimulation. Table S4: GO term analysis of genes upregulated at the RPF level immediately after repeated stimulation. Table S5: GO term analysis of genes upregulated at the RPF level 2 h after repeated stimulation. Table S6: GO term analysis of genes subjected to post-transcriptional buffering or pure translational regulation immediately after repeated stimulation.

# Supplementary material for: Transcriptome-Wide Analysis of Interplay between mRNA Stability, Translation and Small RNAs in Response to Neuronal Membrane Depolarization
**Source:** Int J Mol Sci. 2020 Sep 25;21(19):7086. doi: 10.3390/ijms21197086
**Supplement:** Supplementary file 1

**Transcriptome-wide analysis of interplay between mRNA stability, translation and small RNAs in response to neuronal membrane depolarisation**

**Extended Methods**

**Ribosome Profiling**

Ribosome profiling was conducted using the TruSeq Ribo Profile kit (H/M/R; Illumina) as per the manufacturer’s instructions, with minor amendments. After membrane depolarisation, translational inhibition was induced by incubating cells in warm culture medium supplemented with 0.1mg/mL cycloheximide (CHX) for 1 min. Cells were then washed with ice-cold PBS supplemented with CHX, after which 1mL of Mammalian Lysis Buffer (Table 1) was added to each flask.

**Table 1. Mammalian Lysis Buffer Formula**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| 5x Mammalian Polysome Buffer | 200 |
| 10% Triton X-100 | 100 |
| 100mM DTT | 10 |
| DNase I (1U/µL) | 10 |
| 50mg/mL cycloheximide | 2 |
| 10% NP-40 | 10 |
| Nuclease-free water | 668 |
| Final volume | 1,000 |

Harvest of cells was then executed via extensive scraping on ice, with lysate collected in fresh tubes chilled on ice, shredded by 25-gauge needle, then incubated on ice for 10 min with periodic inversions. Lysates were subsequently clarified by centrifugation (20,000 x g, 4°C, 10 min) and aliquoted into fresh tubes for ribosome profiling or conventional RNA extractions. At total of ~1mL lysate was recovered from each sample.

For ribosome footprinting, 90U TruSeq Ribo Profile Nuclease (determined by RNase titration) was added to 300µL clarified lysate for 45 min at room temperature with gentle mixing, with reactions stopped via addition of 15µL SUPERase In RNase Inhibitor (Invitrogen). Samples were then concentrated to ~100µL via vacuum centrifugation, after which ribosome protected RNA (RPFs) was purified with MicroSpin S-400 HR columns (GE Healthcare). Columns were first equilibrated with 3mL of 1X Mammalian Polysome Buffer, prior to the addition of 100µL nuclease-digested RPF samples and centrifugation (600 x g, room temp, 2 min). The flow-through was then supplemented with 10µL 10% SDS, following which RNA was purified using a RNA Clean & Concentrator-25 kit (Zymo Research), with samples eluted in 26µL nuclease-free water.

Library preparation was then conducted as per the manufacturer’s instructions. Ribosomal RNA was firstly depleted from purified RPF RNA using the Ribo-Zero rRNA Removal kit (Illumina), with minor amendments to the manufacturer’s protocol. Specifically, the 50°C incubation step during rRNA removal was omitted, while in addition, rRNA-depleted samples were purified via RNA Clean & Concentrator-5 kit (Zymo Research) and eluted in 11µL nuclease-free water. RPFs were then size selected via 12% denaturing urea-polyacrylamide gel electrophoresis (PAGE) as follows. RPF samples were combined with an equal volume of denaturing gel loading dye and denatured at 95C for 5 min, followed by incubation on ice prior to loading. After pre-running the gel for ~20–30 min, samples were loaded and run at 38W for 90 min to ensure defined band separation. Gels were then stained in darkness with SYBR Gold for 5 min at 4°C, briefly visualised under UV transilluminator and bands ~28–30nt were excised. For purification of RPFs, gel slices were shredded and supplemented with nuclease-free water (400µL), 5M ammonium acetate (40µL) and 10% SDS (2µL). After incubation overnight at 4°C with gentle mixing, gel pieces were removed via 0.22µm Costar Spin-X filter tubes (Corning; 2,000 x g, 3 min) and RPFs were precipitated via the addition of glycogen (2µL) and 100% isopropanol (700µL). After incubation at –20°C for 2 hours, samples were centrifuged (12,000 x g, 4°C, 20 min), RNA pellets were washed with fresh, ice-cold 80% EtOH, then air-dried. Samples were subsequently resuspended in 20µL nuclease-free water.

To prepare RPFs for reverse transcription, end repair was conducted by firstly incubating samples with 7.5µL TruSeq Ribo Profile PNK (Polynucleotide Kinase) buffer (94°C, 25 min), followed by the addition of 3µL TruSeq Ribo Profile PNK and 44.5µL nuclease free water, with samples incubated at 37°C for 1 hour. After clean-up via RNA Clean & Concentrator-5 kit, 1µL TruSeq Ribo Profile 3´ adapter was added and samples were heat denatured (65°C, 2 min). Adapter ligation was then performed by supplementing samples with 6µL ligation master mix (3.5µL TruSeq Ribo Profile Ligation Buffer, 1µL 100mM DTT, 1.5µL TruSeq Ribo Profile Ligase) and incubation at 23°C for 2 hours, followed by the addition of 2µL TruSeq Ribo Profile AR Enzyme and further incubation at 30°C for 2 hours.

Reverse transcription was subsequently performed via the addition of 13µL reverse transcription master mix (Table 2), with samples incubated at 50°C for 30 min. 1µL of TruSeq Ribo Profile Exonuclease was then added to each reaction, after which samples were then incubated with the following program: 37°C for 30 min, 80°C for 15 min, 4°C hold. Samples were then diluted to 50µL total volume with nuclease-free water, after which reactions were cleaned-up via RNA Clean & Concentrator-5 kit. Size selection of cDNA fragments was then performed via 10% native page, with 70-100nt fragments purified as above.

**Table 2. Reverse transcription master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| TruSeq Ribo Profile RT Reaction Mix | 4.5 |
| 100mM DTT | 1.5 |
| Nuclease-free water | 6 |
| EpiScript RT | 1 |
| Final volume | 13 |

Amplification of cDNA libraries prior to sequencing was achieved utilizing a circularisation PCR method to reduce skewing of libraries towards highly abundant cDNAs, which may result in decreased library complexity. cDNA templates were firstly circularised via the addition of CircLigase master mix (Table 3) and incubation at 60°C for 2 hours. A 5µL aliquot of each circularised sample was then combined with PCR master mix (Table 4), with each sample receiving a unique index PCR primer for downstream library multiplexing. A total of 12 PCR cycles were run as per the following program;

98°C for 30 seconds.

12 cycles of:

94°C for 15 seconds.

55°C for 5 seconds.

65°C for 10 seconds.

Final hold at 4°C.

PCR products were then purified using 90µL Agencourt AMPure XP beads (Beckman Coulter) according to the manufacturer’s instructions, after which ~140 – 160bp cDNA libraries were separated from adapter diamers (~113bp) via 8% native PAGE (38W, 70 min, 1% TBE). Libraries were then validated and quantified by running 1µL of each sample on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 1nM, pooled (10µL of each library). Prior to sequencing, the combined library was denatured with Sodium hydroxide (200mM) and further diluted with HT1-buffer to a final concentration of 1.8pM. This diluted library was subjected to 76 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

**Table 3. cDNA master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| TruSeq Ribo ProfileCL Reaction Mix | 4 |
| ATP | 2 |
| MnCl_2_ | 2 |
| CircLigase | 2 |
| Final volume | 10 |

**Table 4. PCR master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| Nuclease-free water | 16 |
| TruSeq Ribo Profile Forward PCR Primer | 2 |
| TruSeq Ribo Profile Index PCR Primer | 2 |
| 2x Phusion Master Mix (NEB) | 25 |
| Final volume | 45 |

**mRNA sequencing**

mRNA sequencing was conducted using the TruSeq Stranded mRNA Library Preparation Kit, according to the manufacturer’s instructions. For each sample, 1µg of high quality (RIN ≥ 8.5) total RNA was diluted to a final volume of 50µL in nuclease-free water and combined with 50µL of oligo-dT RNA purification beads. After gentle mixing, poly(A) RNA was bound to beads via incubation at 65°C for 5 min then room temperature for 5 min. Beads were then concentrated via magnetic stand (5 min), following which supernatant was discarded and unbound RNAs were removed by washing beads with 200µL Bead Washing Buffer (BWB). RNAs bound to oligo-dT beads were then eluted via the addition of 50µL Elution Buffer and incubation at 80°C for 2 min, followed by a 25°C hold. To further purify mRNA from non-specifically bound rRNAs, mRNA was rebound to oligo-dT beads with 50µL Bead Binding Buffer, samples were incubated (room temperature, 5 min), beads were pelleted via magnetic stand and unbound RNA was removed via washing with 200µL BWB.

To fragment and prime the remaining mRNA for reverse transcription, beads were resuspended in 19.5µL Fragment, Prime, Finish Mix and incubated at 94°C for 8 min. Magnetic beads were then pelleted and 17µL of supernatant was collected from each sample for further processing. For first strand synthesis, 8µL of First Strand Synthesis Act D Mix with SuperScript II (1µL SuperScript II per 9µL FSS Act D Mix) was added to each sample and reactions were developed under the following conditions; 25°C for 10 min, 42°C for 15 min, 70°C for 15 min, 4°C hold. Second strand synthesis was immediately conducted by adding 20µL of Second Strand Marking Master Mix followed by incubation at 16°C for 1 hour. Samples were then brought up to room temperature and cDNA was purified using 90µL AMPure XP beads (Beckman Coulter), according to the manufacturer’s instructions, with cDNA eluded in 17.5µL Resuspension Buffer (~15µL recovered per sample).

Single adenosine nucleotides were then added to 3´ ends for prior to adapter ligation by adding 12.5µL A-Tailing Mix and incubating samples as per the following program; 37°C for 30 min, 70°C for 5 min, 4°C hold. Adapter ligation was immediately performed by adding 2.5µL Ligation Mix and 2.5µL RNA Adapter Index, with each sample receiving a unique adapter index sequence for downstream library demultiplexing. Reactions were then incubated at 30°C for 10 min and halted via the addition of 5µL Stop Ligation Buffer. Adapter ligated cDNA was then purified via using 42µL AMPure XP Beads, with samples eluted in 52.5µL Resuspension Buffer (~50µL recovered per sample). To ensure successful purification of cDNA, a second purification step was performed using 50µL AMPure XP Beads, with samples eluted in 22.5µL Resuspension Buffer (~20µL recovered per sample).

PCR amplification was next conducted by supplementing samples with 5µL PCR Primer Cocktail and 25µL PCR Master Mix, followed by 15 cycles of PCR as per the following program;

98°C for 10 seconds.

15 cycles of;

98°C for 10 seconds.

60°C for 30 seconds.

72°C for 30 seconds.

72°C for 5 min.

Hold at 4°C.

Amplified cDNA was subsequently purified using 50µL AMPure XP Beads, with samples eluted in 32.5µL Resuspension Buffer (~30µL recovered per sample). Libraries were then validated and quantified by running 1µL of each sample on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 2nM, pooled (10µL of each library). Prior to sequencing, the combined library was denatured with Sodium hydroxide (200mM) and further diluted with HT1-buffer to a final concentration of 1.8pM. This diluted library was subjected to 151 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

**Small RNA sequencing**

Preparation of small RNA libraries was conducted via the TruSeq Small RNA Library Prep kit (Illumina), according to the manufacturer’s instructions. For each sample, 1µg of high quality (RIN ≥ 8.5) total RNA was concentrated to 5µL, supplemented with 1µL 3´ adapter and incubated at 70°C for 2 min. Ligation of 3´ adapters was then performed by adding 2µL ligation buffer, 1µL T4 RNA ligase 2 deletion mutant and 1µL RNase inhibitor, followed by incubation at 28°C for 1 hour. Reactions were subsequently halted via the addition of 1µL stop ligation buffer and further incubation at 28°C for 15 min. For 5´ adapter ligation, 1µL of 5´ adapter was incubated at 70°C (2 min) and then supplemented with 1µL ATP and 1µL T4 RNA ligase. This mixture was then added to each sample and reactions were incubated at 28°C for 1 hour.

After adapter ligation, 6µL of adapter-ligated RNA library was combined with 1µL RNA RT primer and incubated at 70°C for 2 min. Reverse transcription was then performed by adding reverse transcription master mix (Table 5) and incubating samples at 50°C for 1 hour. Libraries were then amplified by supplementing samples with Small RNA PCR master mix (Table 6), followed by 11 cycles of PCR as per the following program;

98°C for 30 seconds.

11 cycles of;

98°C for 10 seconds.

60°C for 30 seconds.

72°C for 15 seconds.

72°C for 10 min.

Hold at 4°C.

Each library was then validated and quantified by running 1µL on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 1nM and pooled (10µL of each library). To purify small RNAs, pooled libraries were subjected to electrophoresis via 6% native polyacrylamide gel, with ~147–157nt bands excised, shredded, supplemented with 200µL nuclease-free water and incubated overnight with gentle agitation to elute cDNA. After removing gel slices as previously described, libraries were precipitated by adding glycogen (2µL), 3M NaOAc (30µL) and 100% EtOH (975µL) followed by centrifugation (17,000 x g, 4°C, 20 min). Supernatant was then discarded, the pellet was washed with 70% EtOH (500µL) and air-dried, after which cDNA was resuspended in 10µL 10mM Tris-HCL, pH 8.5. The pooled library was subsequently quantified via Agilent High Sensitivity DNA bioanalyzer chip, normalized to 2nM and denatured as per the Ribosome Profiling/mRNA Sequencing protocols. This diluted library was subjected to 76 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

**Table 5. Reverse transcription master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| 5X First Strand Buffer | 2µL |
| 12.5mM dNTP Mix | 0.5µL |
| 100mM DTT | 1µL |
| RNase Inhibitor | 1µL |
| SuperScript II Reverse Transcriptase | 1µL |
| Total Volume | 5.5µL |

**Table 6. Small RNA PCR master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| Nuclease-free water | 8.5µL |
| PCR Mix | 25µL |
| RNA PCR Primer | 2µL |
| RNA PCR Primer Index | 2µL |
| Total Volume | 37.5µL |

**Processing and analysis of sequencing data**

*Ribosome Profiling*

Raw bcl files obtained via the NextSeq 500 were in Phred33 encoding, stranded and single end. These files were demultiplexed and converted to fastq format via *Bcl2fastq* (version 2.2, Illumina) using the following command;

bcl2fastq --sample-sheet <sample.sheet>.csv -o <output.directory>

Note that no adapter sequences were included in the sample sheet to prevent automatic adapter trimming, which masks adapter sequences if the final read is < 35 nt. Output fastq files were subsequently decompressed and lane data were then merged for each sample. Quality control reports were then generated via *FastQC* (version 0.11.5) with the following command;

fastqc <input>.fastq

The *FastQC* reports were manually inspected for per base quality, as well as overrepresented sequences and adapter content. Removal of adapters was next executed via *Cutadapt* (version 1.14);

cutadapt -A AGATCGGAAGAGCACACGTCT -o <output>.fastq <input>.fastq

After assessing efficacy of adapter removal by *FastQC*, *Cutadapt* was then used to further process fastq files. Although read quality was exceptionally high for all samples, reads were trimmed from the 3´ end based on Phred33 quality score to ensure all 3´ ends were of high quality. In addition, reads between 25 – 40nt were selected for further analysis:

cutadapt --nextseq-trim 28 -m 25 -M 40 -o <output>.fastq <input>.fastq

Since single 5´ nucleotides are often added in an untemplated manner during library preparation (Ingolia et al, 2012), these were next removed by *Cutadapt*;

cutadapt -u 1 -o <output>.fastq <input>.fastq

As Ribo-Seq libraries often exhibit unintended carry-over of small non-coding RNAs, we next aligned processed reads to a fasta reference file (containing rRNA, miRNA, snRNA and snoRNA sequences) with *Bowtie2* (version 2.2.6) and retained unaligned reads for further analysis;

bowtie2 -L 20 --un <unaligned.reads>.fastq -x </path/to/noncoding.RNA.bt2.index> -U <input>.fastq -S <noncoding.RNA.alignments>.sam

Alignment to the reference genome (UCSC hg38, obtained from Illumina iGenomes) was then conducted using *Tophat2* (version 2.2.1), with the output encoded in bam format (default);

tophat --output-dir <output.directory> <path/to/bt2.genome.index> <input>.fastq

Finally, reads aligning to features were counted using *HTSeq* (version 0.7.2). Using default parameters, reads were assumed to be stranded and sense relative to the genome (as indicated by Illumina). To ensure that small noncoding RNA reads *not* removed by *Bowtie2* were not counted, a reference genome with rRNA, miRNA, snRNA and snoRNA loci omitted was used to guide read-counting:

htseq-count -f <input.file.format> <input>.bam <reference.genome>.gtf > <read.counts>.txt

*mRNA sequencing*

Demultiplexing of single stranded mRNA libraries was conducted with *Bcl2fastq*, with adapter sequences specified to allow for automatic adapter trimming. Merging, QC and 3´ end trimming and genome alignment of mRNA data were then performed as above. Read-counting was next undertaken with *HTSeq*, with strandedness set to ‘reverse’ as these reads are antisense to the genome;

htseq-count -s “reverse” -f <input.file.format> <input>.bam <reference.genome>.gtf > <read.counts>.txt

*Small RNA sequencing*

Small RNA bcl files were demultiplexed, merged, subjected to QC analysis and adapter trimmed as per the Ribosome Profiling workflow (omitting the removal of small non-coding RNA). Genome alignment was then conducted with *Bowtie2*, with the NCBI GRCh38 reference annotation used to ensure compatibility with the miRBase (version 21) mature miRNA GFF3 annotation;

bowtie2 -x </path/to/genome.index> -U <input>.fastq -S <alignments>.sam

Reads aligning to the miRBase mature miRNA annotation file (“hsa.gff3”) were then counted with *HTSeq*, with sense strandedness (default) used;

htseq-count -f <input.file.format> <input>.sam <mature.miRNA.reference>.gff3 > <read.counts>.txt

*Analysis of alignment read distribution*

The number of reads aligning to genomic features (i.e. transcription start/stop sites, 5´UTR, CDS, 3´UTR) was conducted with RSeQC (version 2.6.4) as follows;

read_distribution.py -i <input>.bam -r hg38_Refseq.bed >> <output>.txt

*Metagene analysis and subcodon phasing*

The following analyses were performed on mRNA or RPF bam files, with all samples merged into a single composite library. In addition, only reads with perfect alignment scores were used, as these are the same reads considered by *HTSeq* for differential expression analysis.

For analysis of metagene distributions and subcodon phasing, genomic regions of interest were generated using the *metagene generate* subscript of the *Plastid* python library;

metagene generate --annotation_files hg38.gtf --landmark cds_<start/stop> --upstream <number.of.nt.upstream> --downstream <number.of.nt.downstream> <roi.name>

Metagene profiles around the cds start and stop codons were generated with *metagene count*;

metagene count <start/stop.roi>.txt <output.name> --count_files <input>.bam --fiveprime_variable --offset p.sites.txt --normalize_over <-50-300/-300-50> --min_count 1 --min_length 23 --use_mean (--max_length 151; mRNA only)

For subcodon phasing, reads were phased around start codons using the script *phase_by_size.py* as follows;

phase_by_size.py cds.start.50.300.roi.txt <output.name> --count_files <input>.bam --fiveprime_variable --offset p.sites.txt

Since the composite RPF file did not possess a defined translation initiation peak, ribosome P-sites were calibrated relative to cds stop codons, which possessed a clear peak indicative of translational termination. RPF reads were firstly separated based on read length, then aligned to a 100nt window around cds stop codons such that P-sites could be manually estimated.

**Differential expression analysis**

Raw count files (*HTSeq*) from each sample were merged into a single read-count matrix, and reads classed as “no_feature”, “ambiguous”, “too_low_aQual”, “not_aligned” or “alignment_not_unique” were removed. Differential mRNA or RPF expression was then calculated via *EdgeR* (version 3.28.0) as follows. The merged read-count matrix was firstly imported into R and converted into an *EdgeR* DGEList object. A minimum counts-per-million (CPM) threshold was then used to filter out genes with low read counts across all samples. This threshold ensured that genes with a raw read count of 10 in the smallest library were removed. Library normalization factors were then calculated via trimmed mean of means (TMM) method and dispersion was estimated, after which differential expression was determined via exact test. The general analysis pipeline is presented below;

# Import edgeR library

library("edgeR")

# Import merged counts

x <- read.delim("merged.counts.txt", row.names="gene_id")

# Assign groups, matching order of columns in merged count file

group <- c("R","R","R","R","K0h","K0h","K0h","K0h","K2h","K2h","K2h","K2h")

# Create DGEList object

y <- DGEList(counts=x,group=group)

# Filter out genes with low read-counts across all samples

keep <- rowSums(cpm(y)>1.5) >= 4

y2 <- y[keep,,keep.lib.sizes=FALSE]

# Calculate normalization factors and estimate dispersion

y3 <-calcNormFactors(y2)

y3 <- estimateDisp(y3)

# Determine differential expression via exact test

et <- exactTest(y3, c("C", "K0h"))

Analysis of differential translational efficiency was conducted via the *RiboDiff* (version 0.2.2) package. Raw mRNA and RPF counts were firstly merged into a single matrix, after which genes surviving *edgeR* CPM thresholds were selected for further analysis. A csv file containing sample names, data types (mRNA-Seq/Ribo-Seq) and experimental conditions was additionally produced to guide translational efficiency analysis. Translational efficiency was then calculated using the following script, with a p value threshold set to 1 to ensure all results were printed;

python ribodiff/scripts/TE.py -p 1 -e <phenotype.file>.csv -c <merged.counts>.txt -o <output>.txt

# Supplementary material for: Transcriptome-Wide Analysis of Interplay between mRNA Stability, Translation and Small RNAs in Response to Neuronal Membrane Depolarization
**Source:** Int J Mol Sci. 2020 Sep 25;21(19):7086. doi: 10.3390/ijms21197086
**Supplement:** Supplementary file 1

**Transcriptome-wide analysis of interplay between mRNA stability, translation and small RNAs**

in response to neuronal membrane depolarisation

Supplementary Figures

**
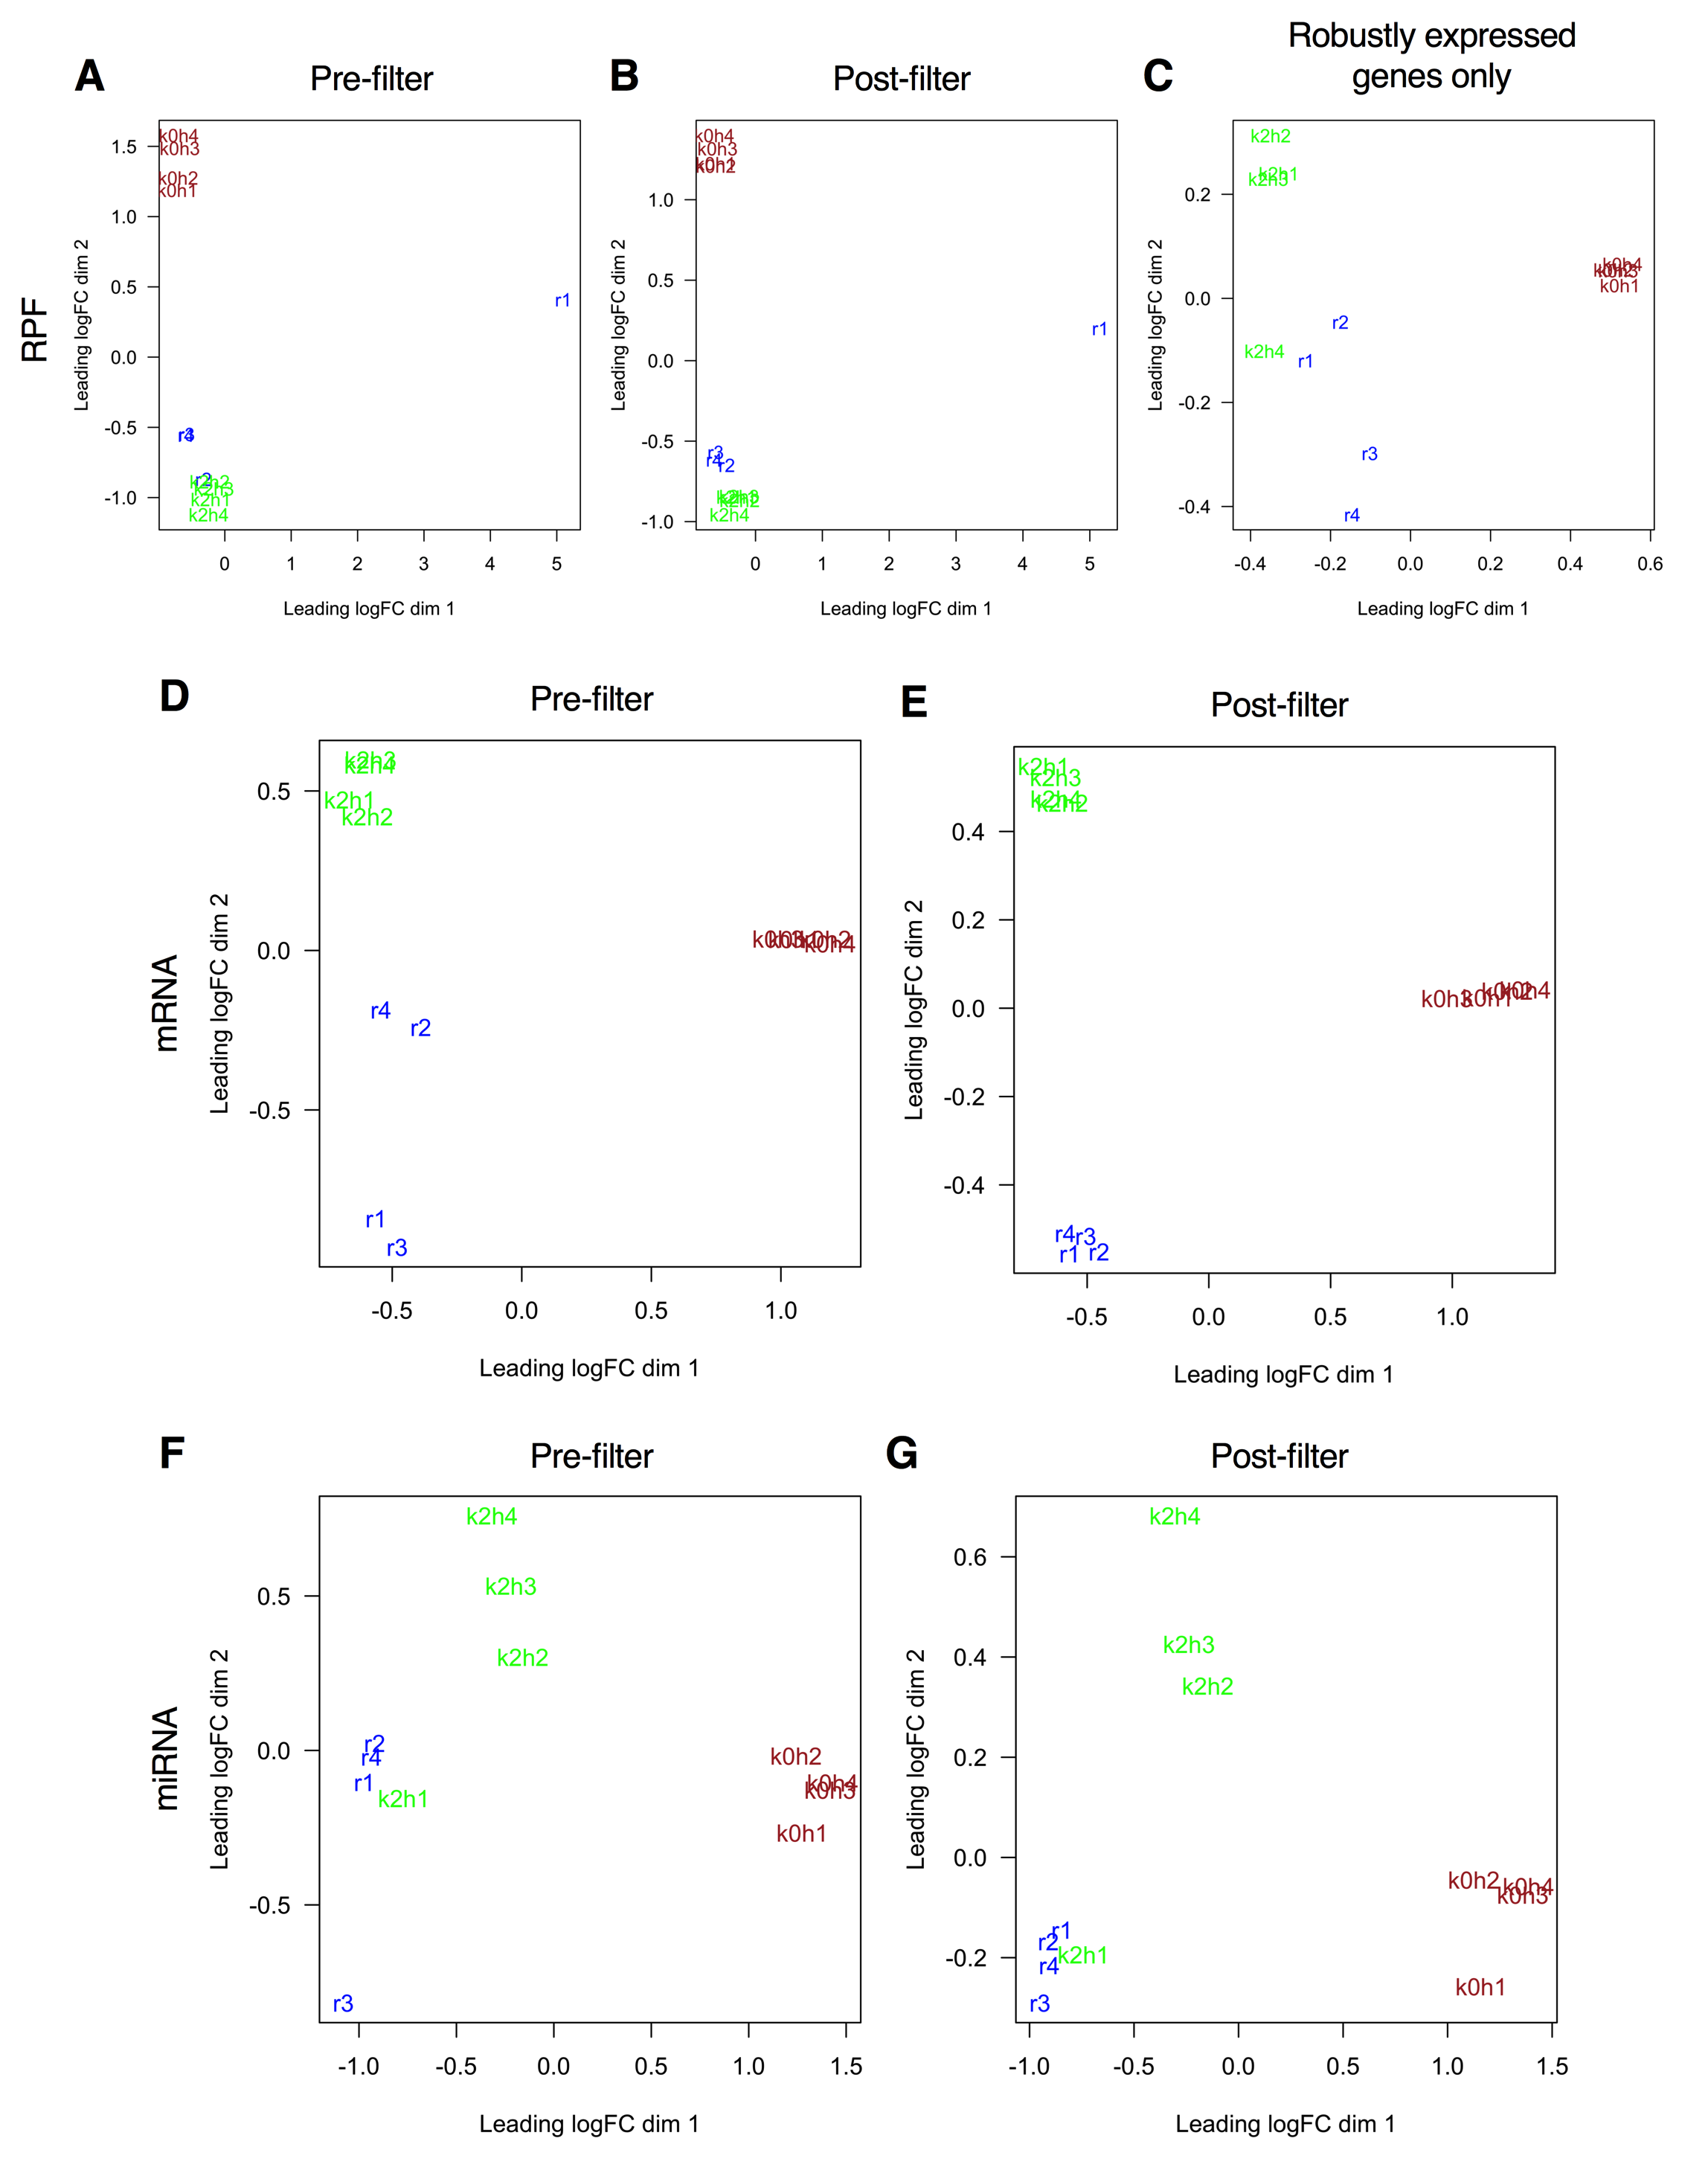
**

**Supplementary Figure 1. Multidimensional scaling plots.** Multidimensional scaling (MDS) plots for ribosome profiling **(A-C)**, mRNA **(D, E)** and small RNA **(F, G)** sequencing data both before **(A, D, F)** and after **(B, C, E, G)** removal of low read-count genes. Control samples are plotted in blue, samples harvested immediately after K^+^ treatment are presented in red, samples harvested 2 hours after K^+^ treatment are presented in green. For ribosome profiling data, control replicate 1 (r1) showed large deviation from the remaining samples before **(A)** and after **(B)** filtration due to low sequencing depth. Multidimensional scaling after removal of genes with < 100 raw counts in this sample **(C)** produced tighter clustering of all control samples, indicating this sample varied predominantly due to read depth rather than biological factors. We consequently retained this sample for downstream analysis.

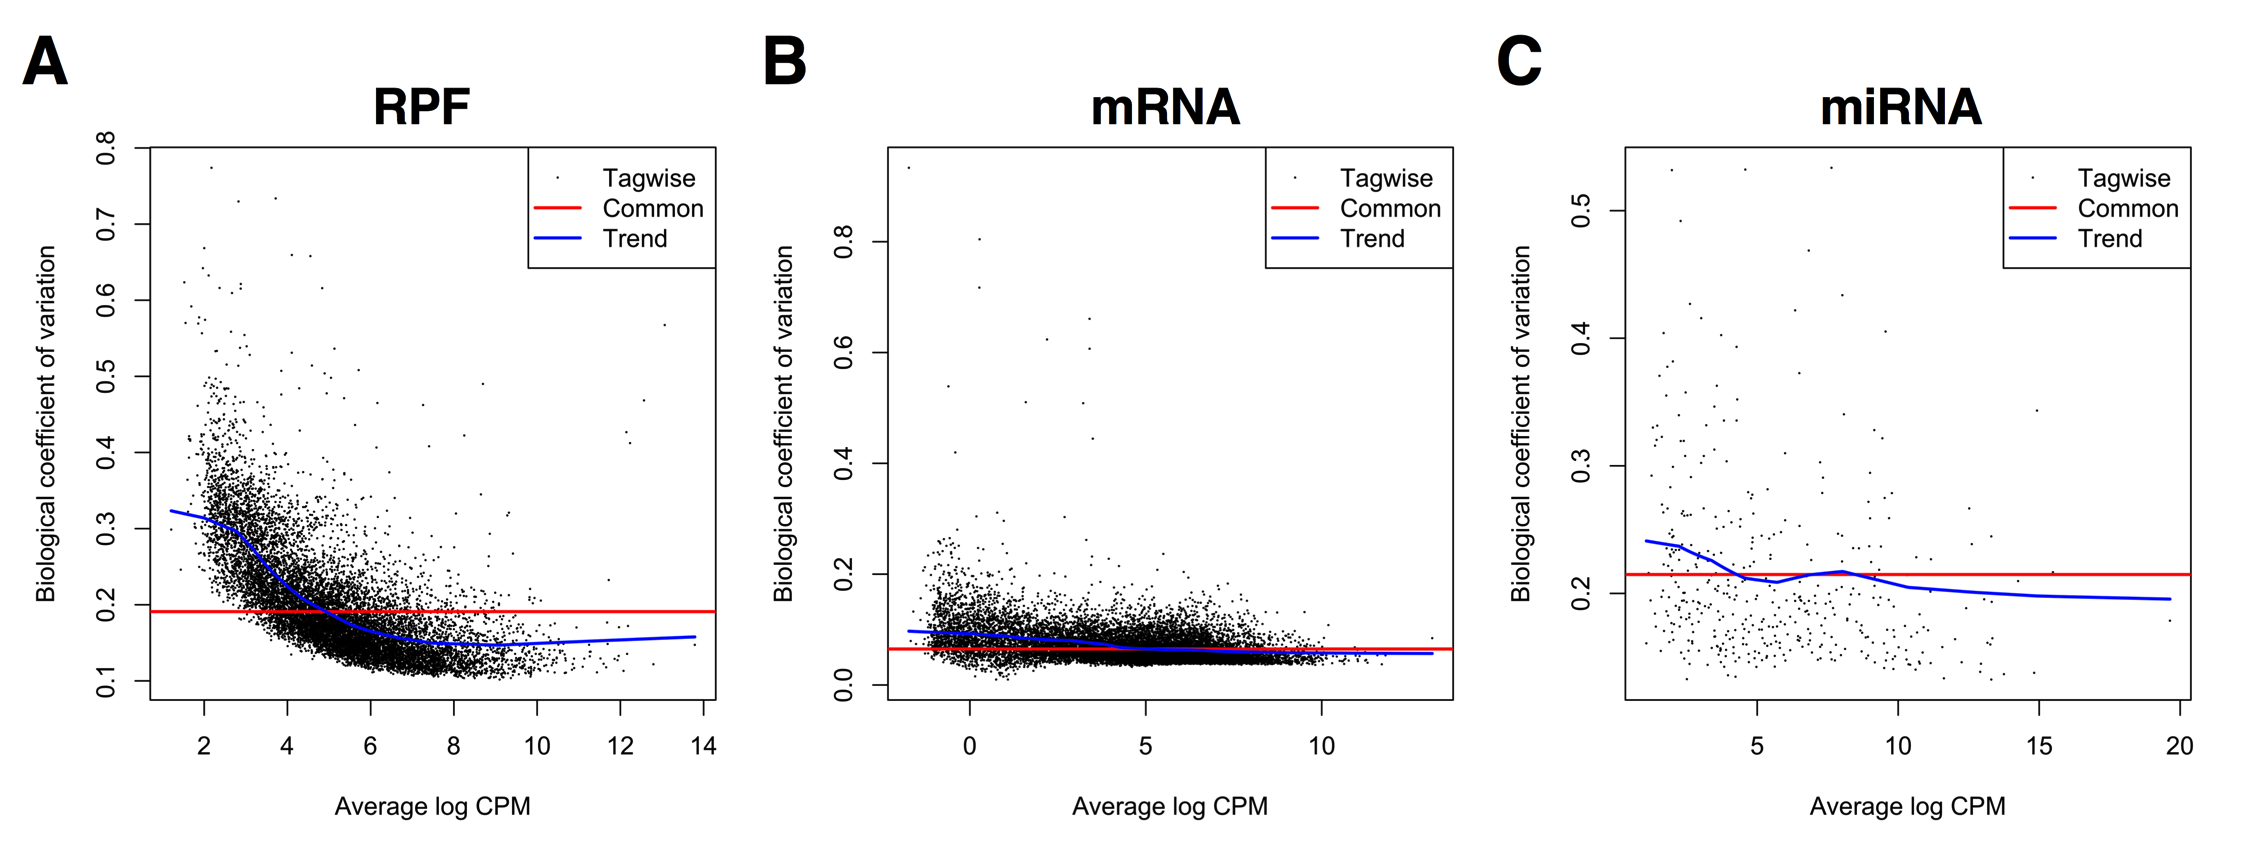

**Supplementary Figure 2. Biological coefficient of variation plots.** Biological coefficient of variation (BCV) versus average log_2_ counts per million for all genes **(A, B)** and miRNAs **(C)**. Overall, genes and miRNAs with low expression generally exhibited higher biological variation compared to their highly expressed counterparts, as indicated by the blue trendline. In addition, ribosome protected fragments exhibited the highest rates of variation compared to poly(A)-selected mRNAs and miRNAs.

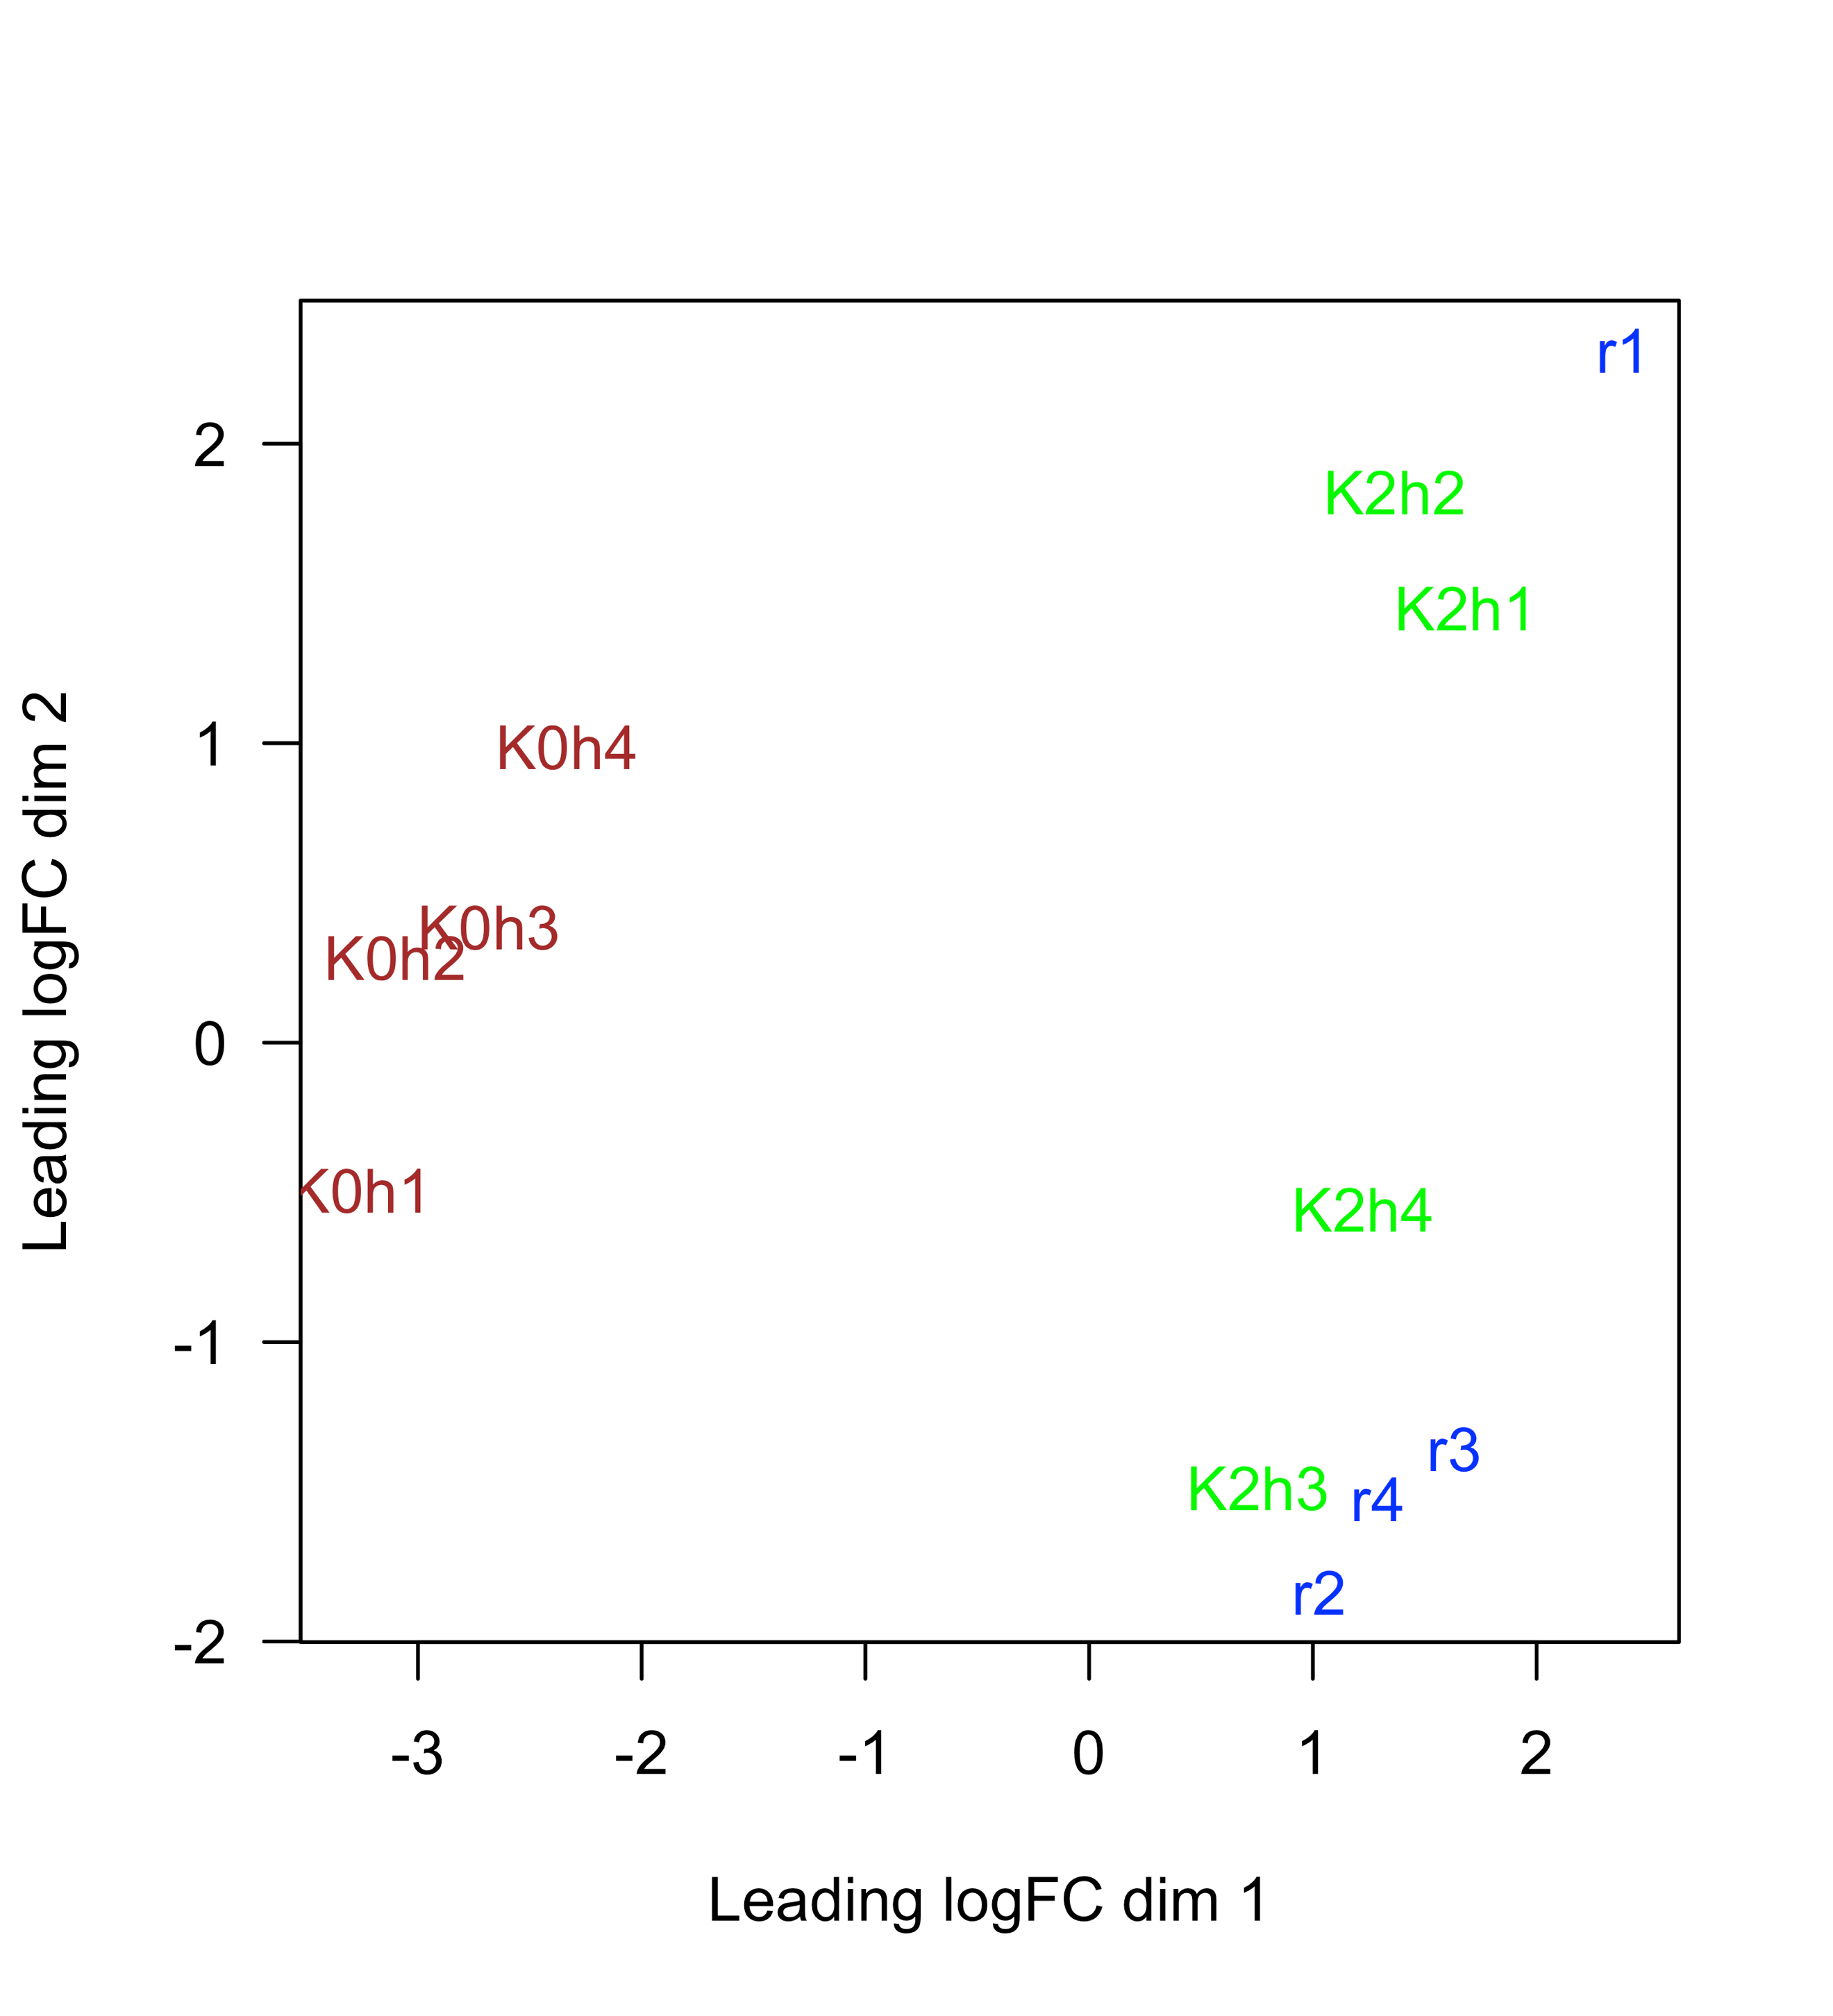

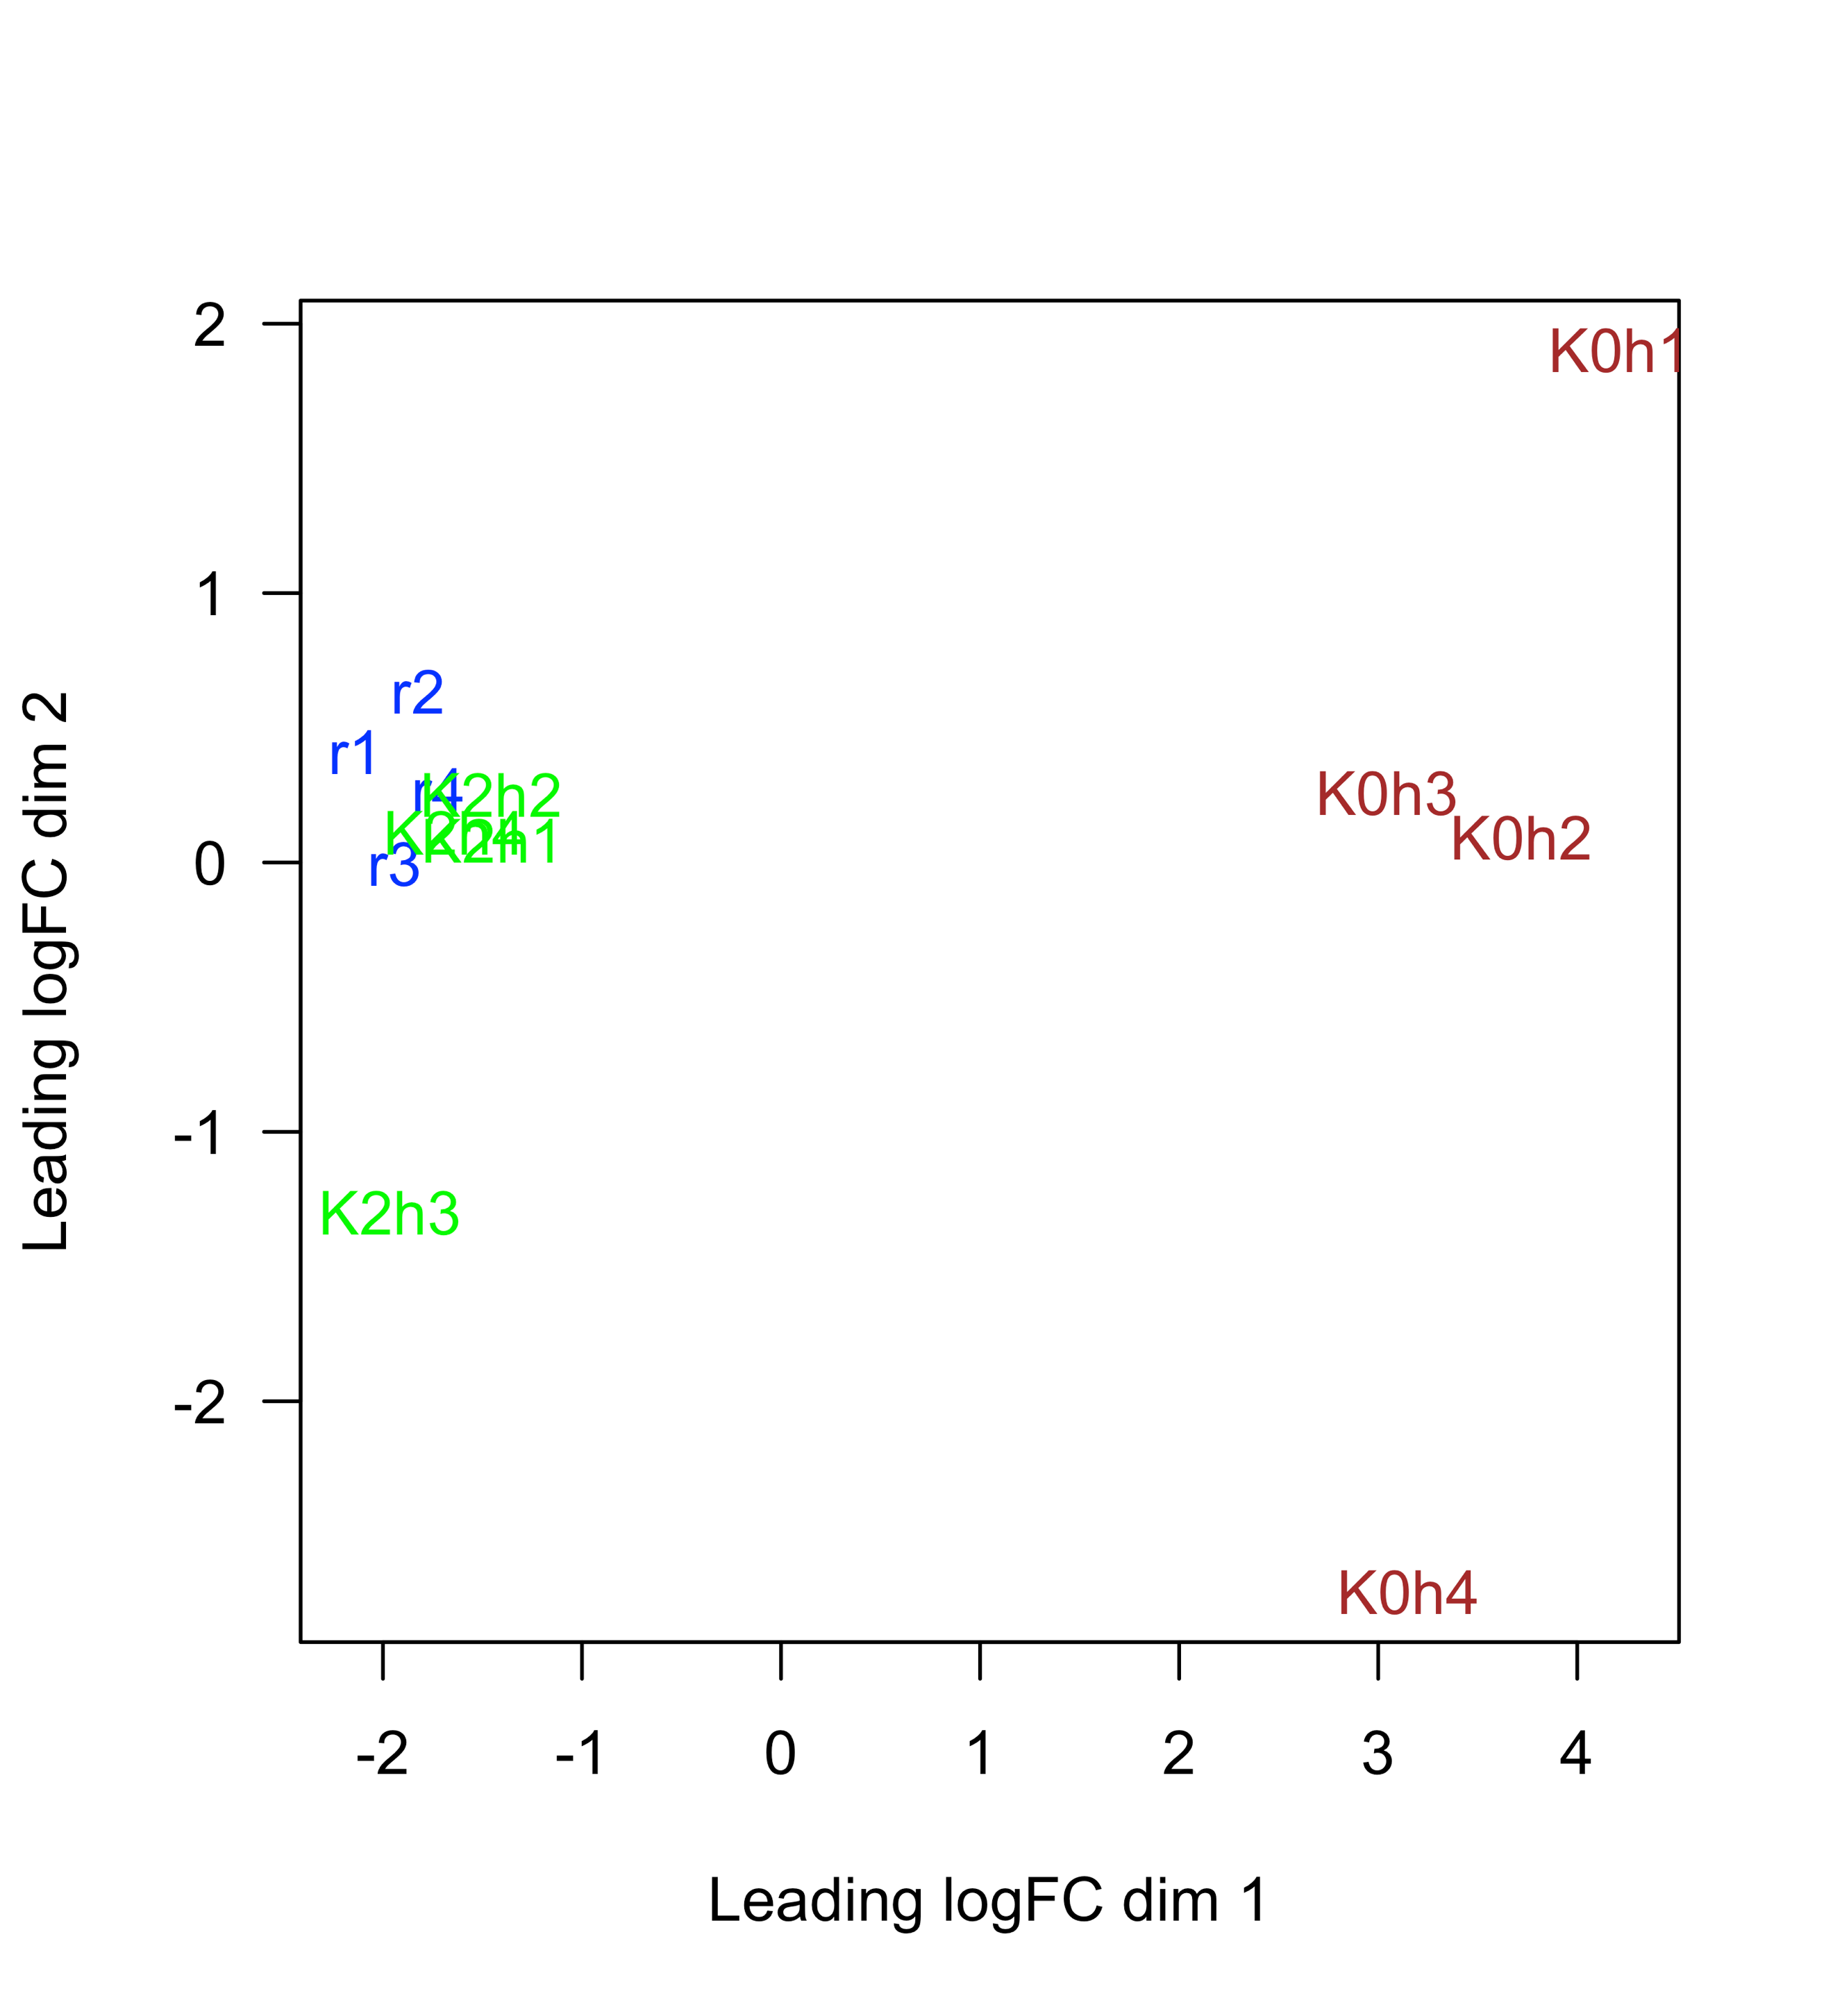

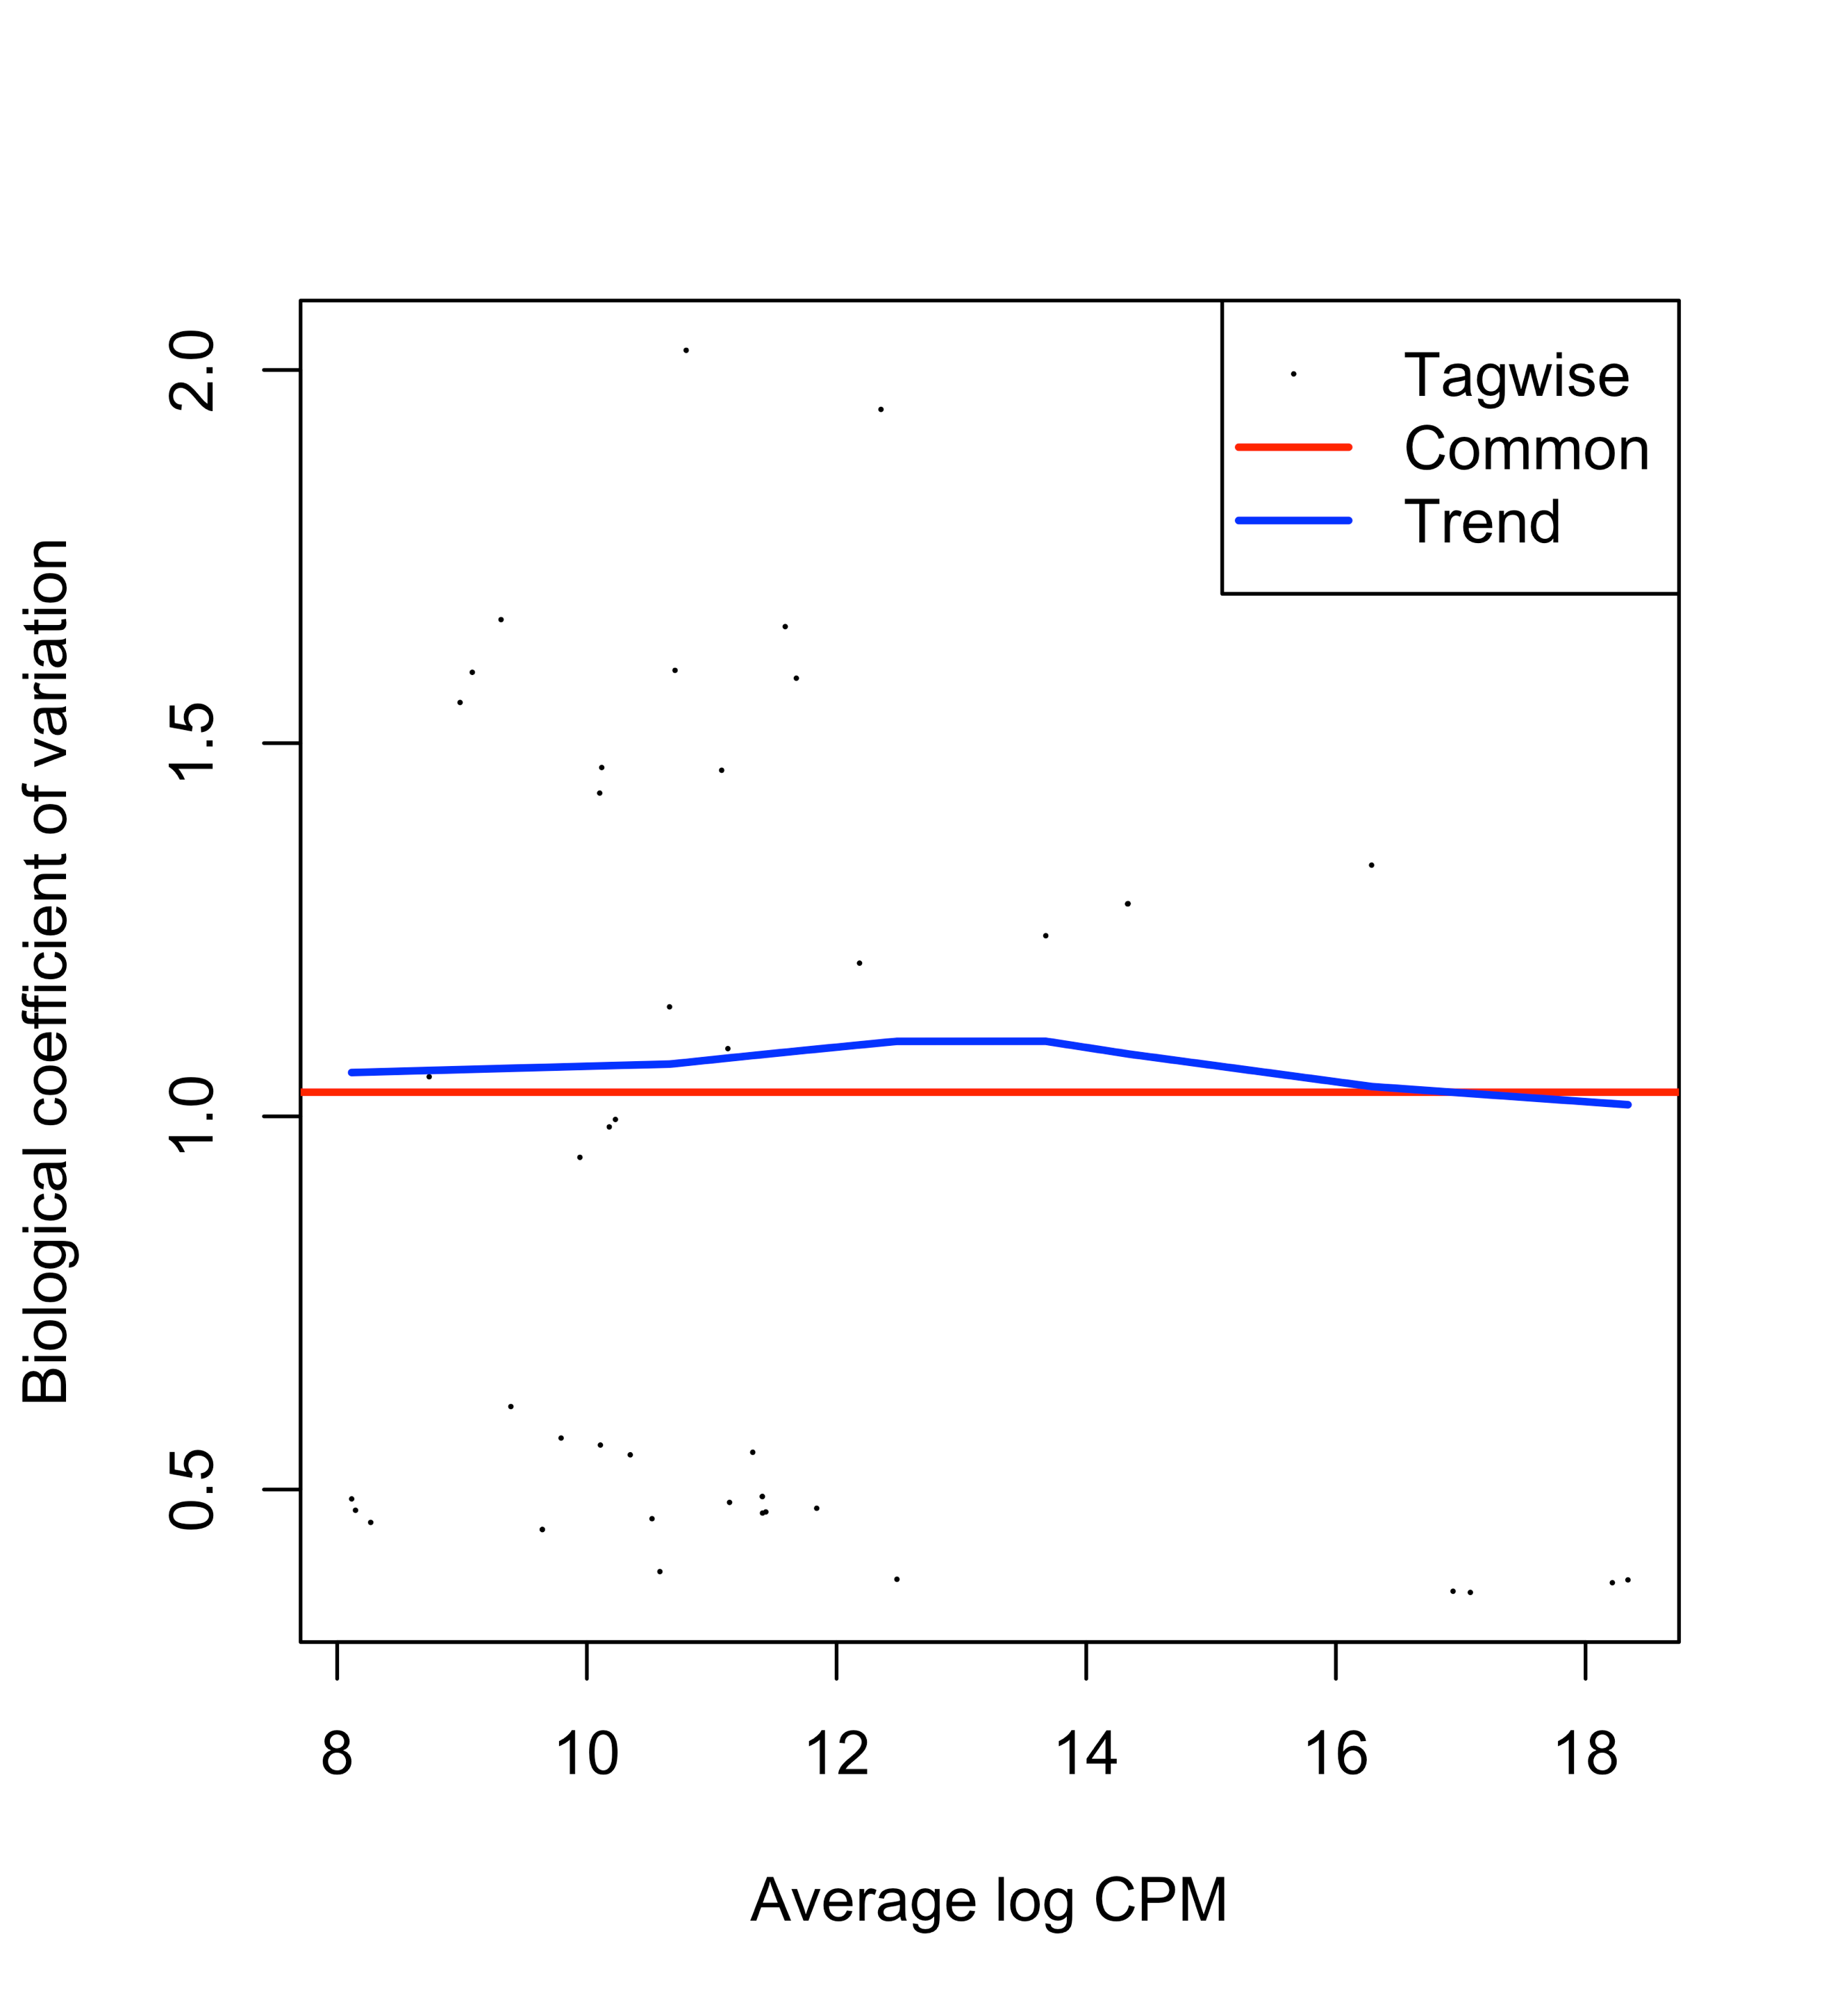

**Supplementary Figure 3. (A & B) MDS and BCV plots for tRNA-derived small RNAs.** Multidimensional scaling plots for tRNA-derived small RNAs both before **(A)** and after **(B)** removal of tsRNAs with ≤ 100 counts per million across at least 8 samples. Note the overlap of control samples and samples harvested 2 hours after K^+^ stimulation. **(C)** Biological coefficient of variation plot after removal of low read-count tsRNAs, estimation of dispersion and calculation of normalisation factors.

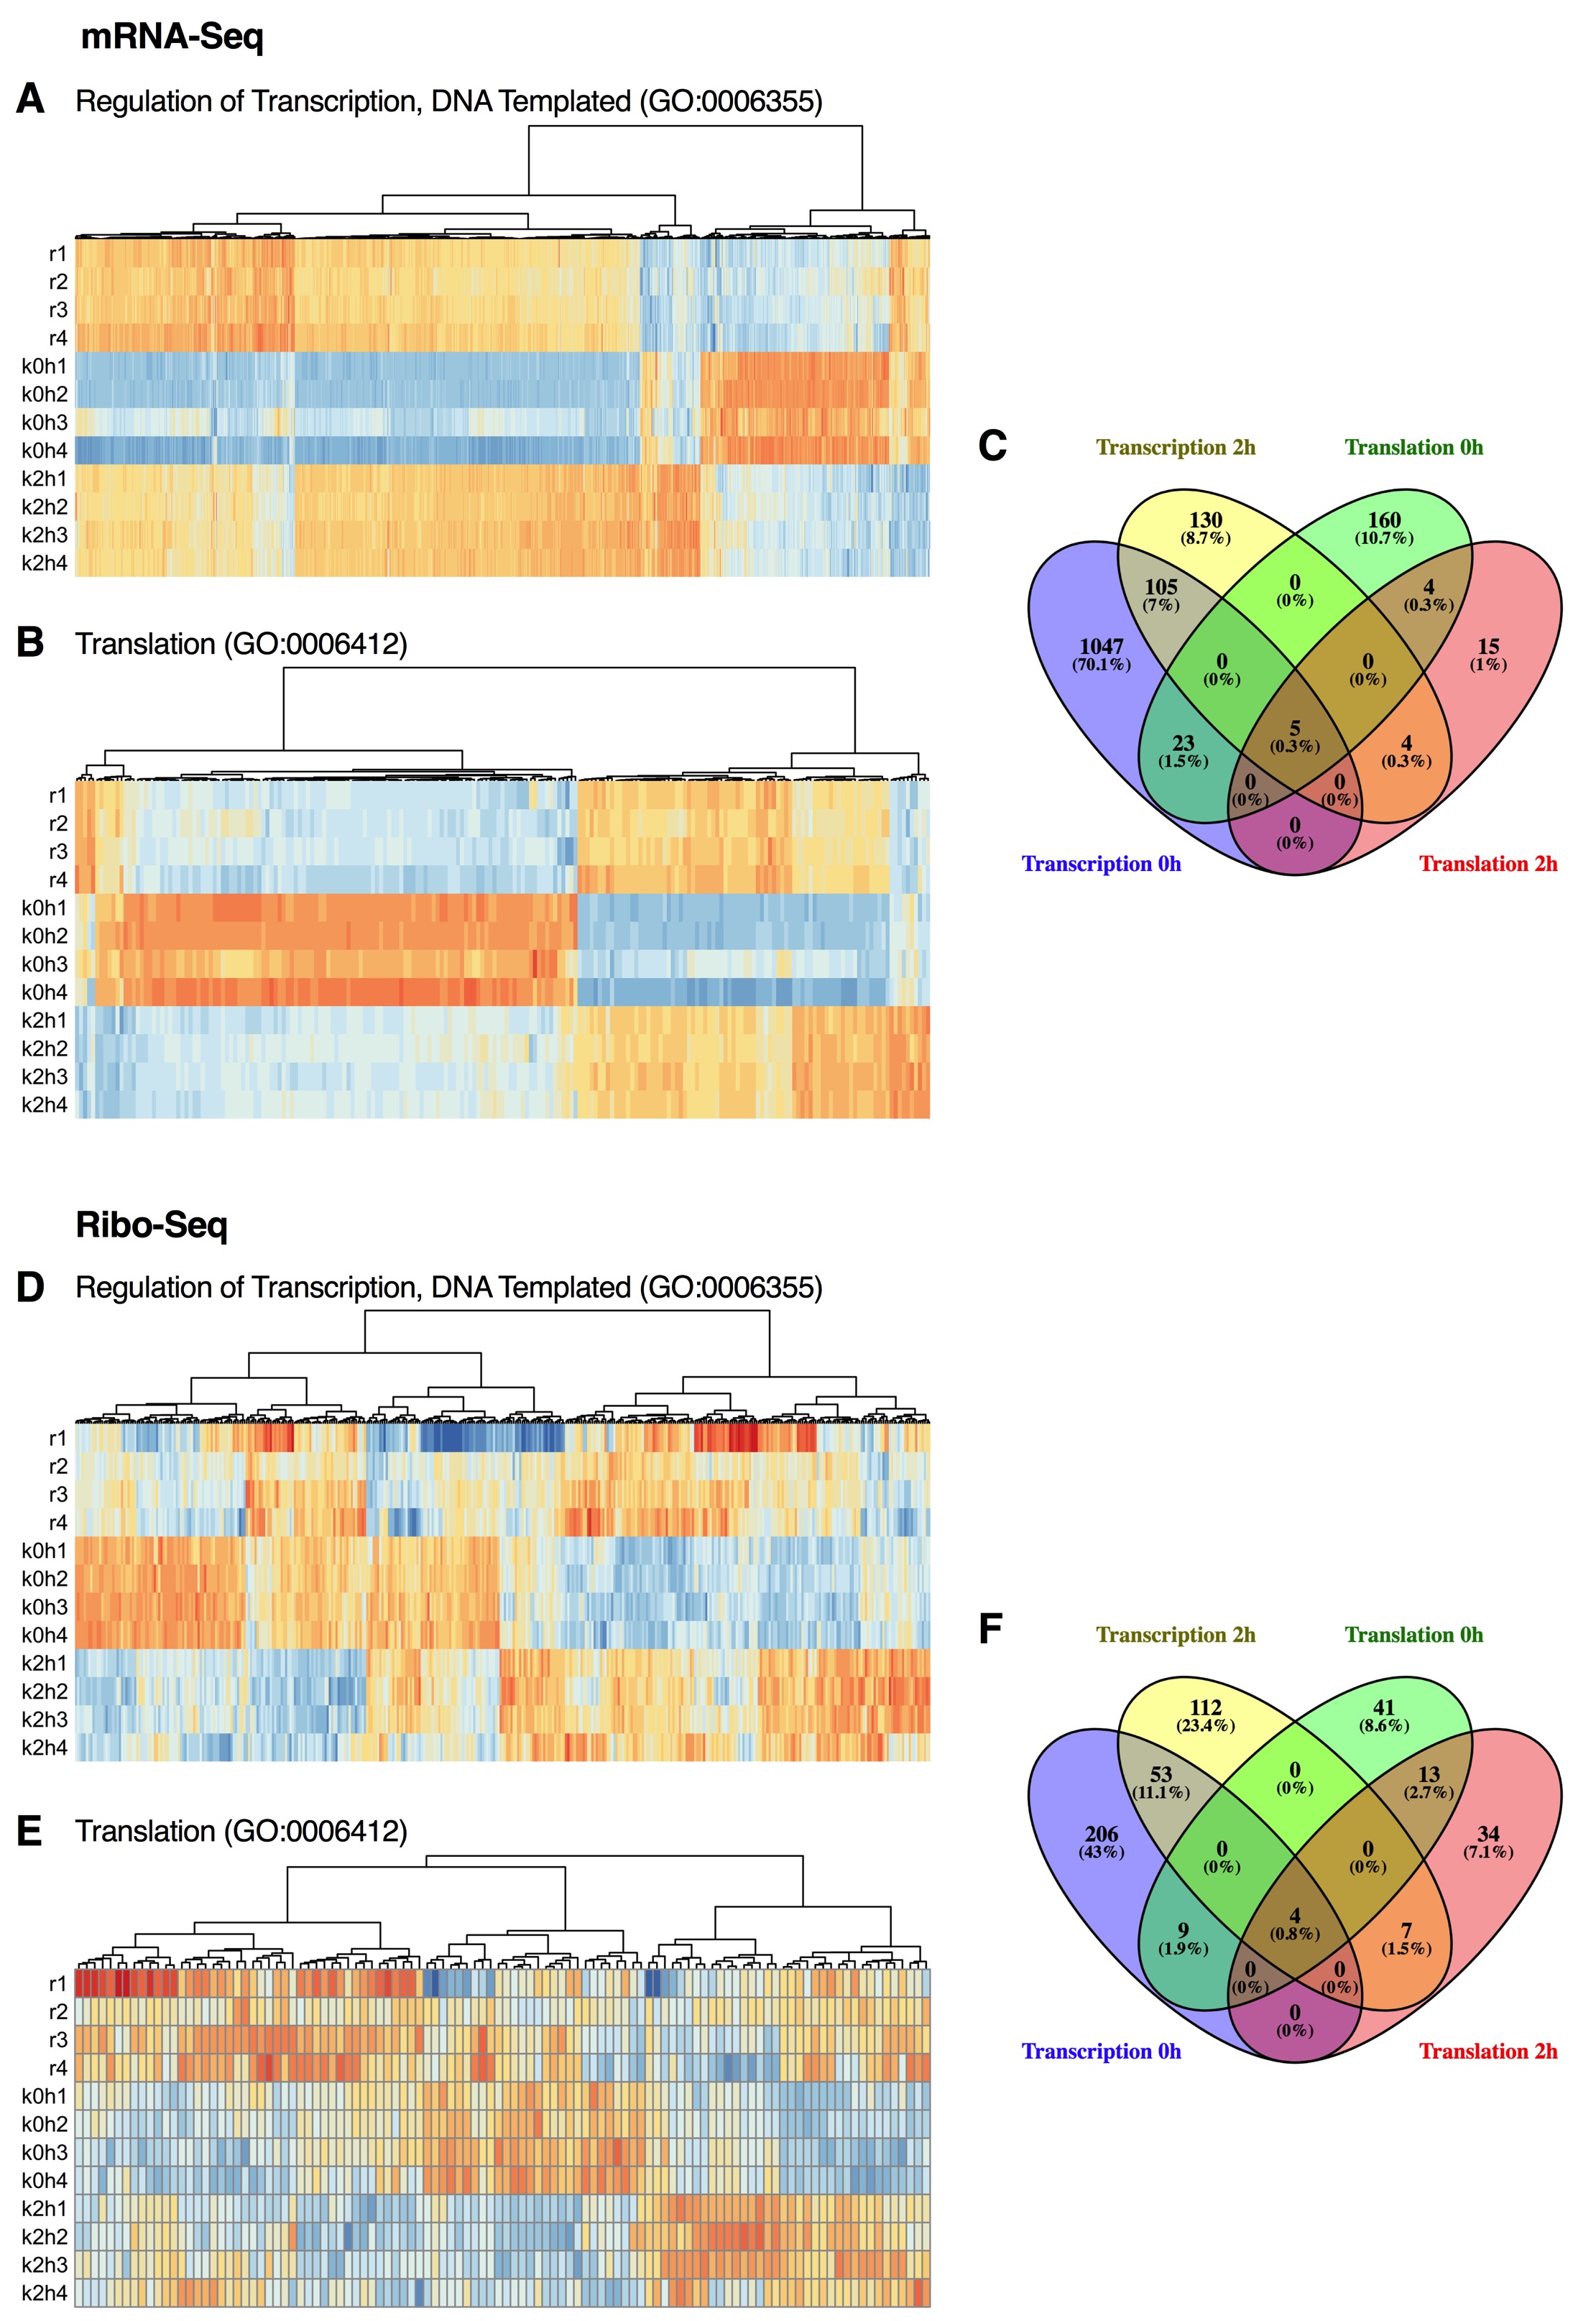

**Supplementary Figure 4. Expression dynamics of genes associated with transcription and translation. (A & B)** Heat map depicting mRNA-level expression of genes annotated to *Regulation of Transcription, DNA Templated (GO:0006355)* and *Translation (GO:0006412)* gene ontologies. All plotted genes were significantly differentially expressed at a minimum of 1 post-depolarisation time-point. Each cell corresponds to the RPKM standard deviation relative to the row-wise mean, with red corresponding to high expression, and blue low expression. **(C)** Venn diagram showing overlap of differentially expressed genes plotted in panels **(A)** and **(B)**. **(D–F)** As in **(A–C)**, except analyzing RPF-level expression.

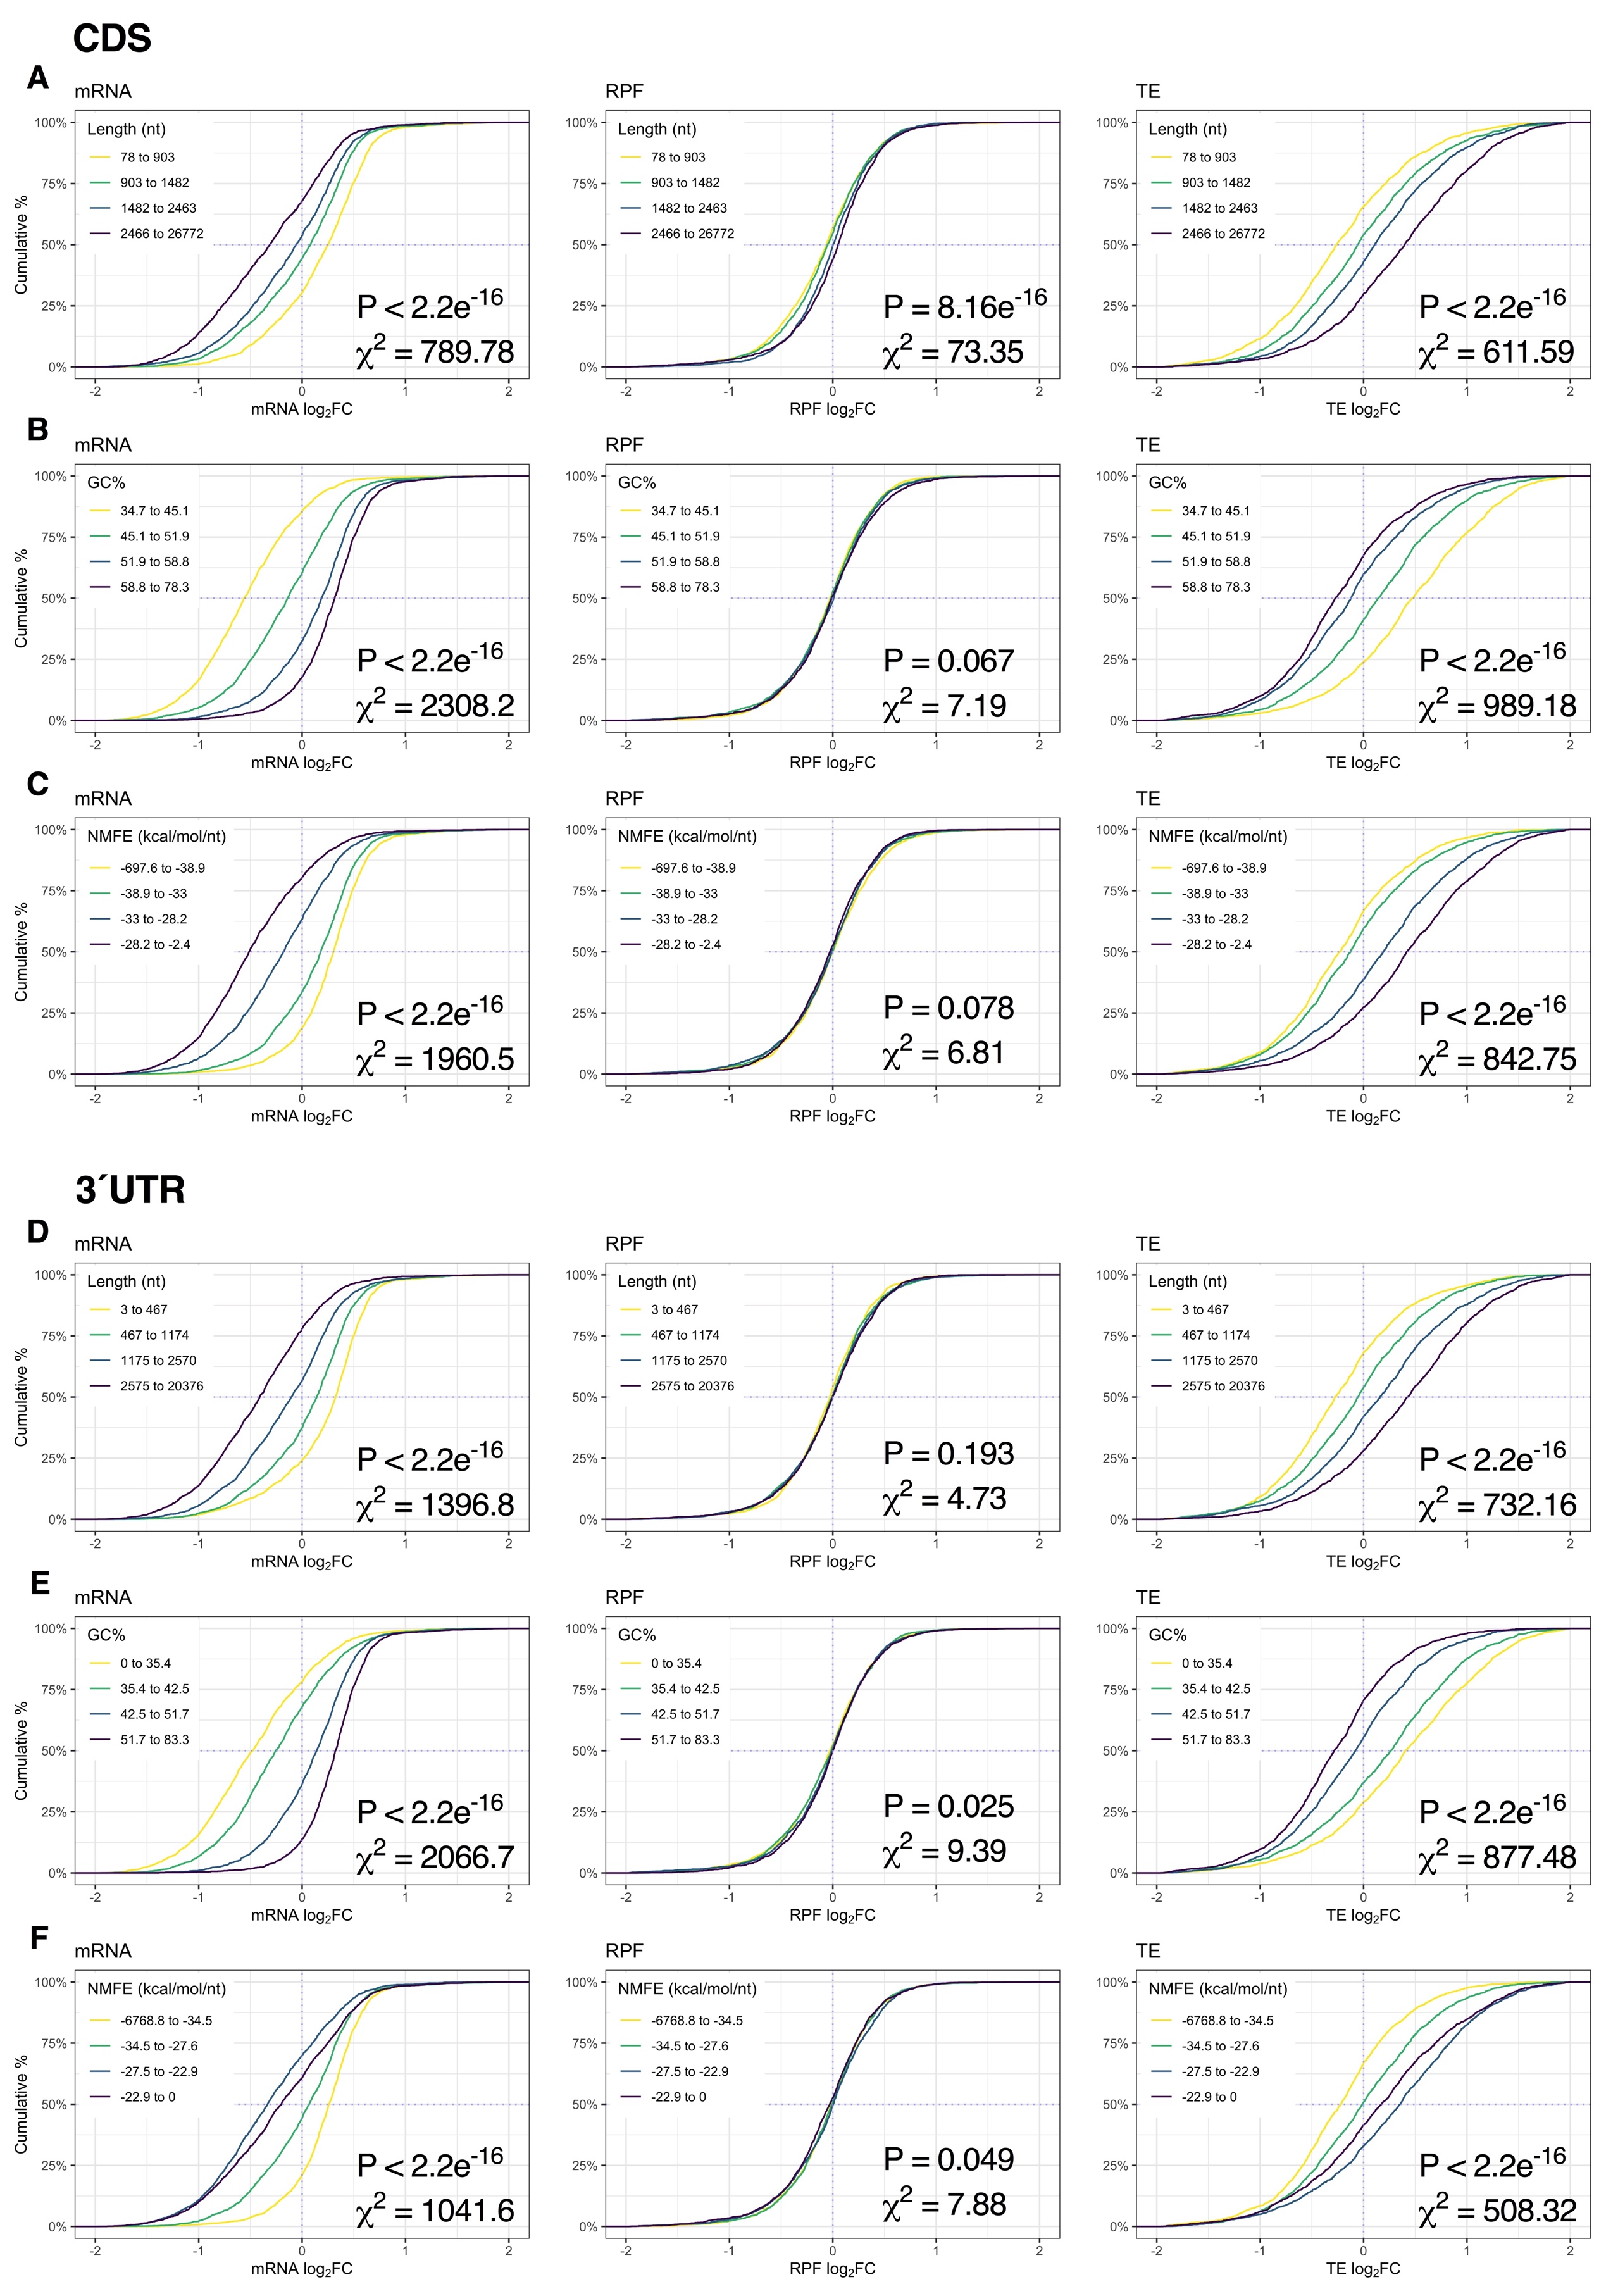
**Supplementary Figure 5. Relationship between mRNA dynamics and sequence features immediately after depolarization (full version). (A–C)** Cumulative density plots depicting changes in mRNA, RPF and TE log_2_FC after binning genes into quartiles by coding sequence length **(A)**, GC% **(B)** or minimum free energy of secondary structures normalized to sequence length (NMFE) **(C)**. All groups were compared via Kruskal-Wallis test, with associated p-values and chi-squared (𝜒^2^) test statistics reported bottom right. **(D–F)** As in **(A–C)**, except examining the same features in the 3´UTR.

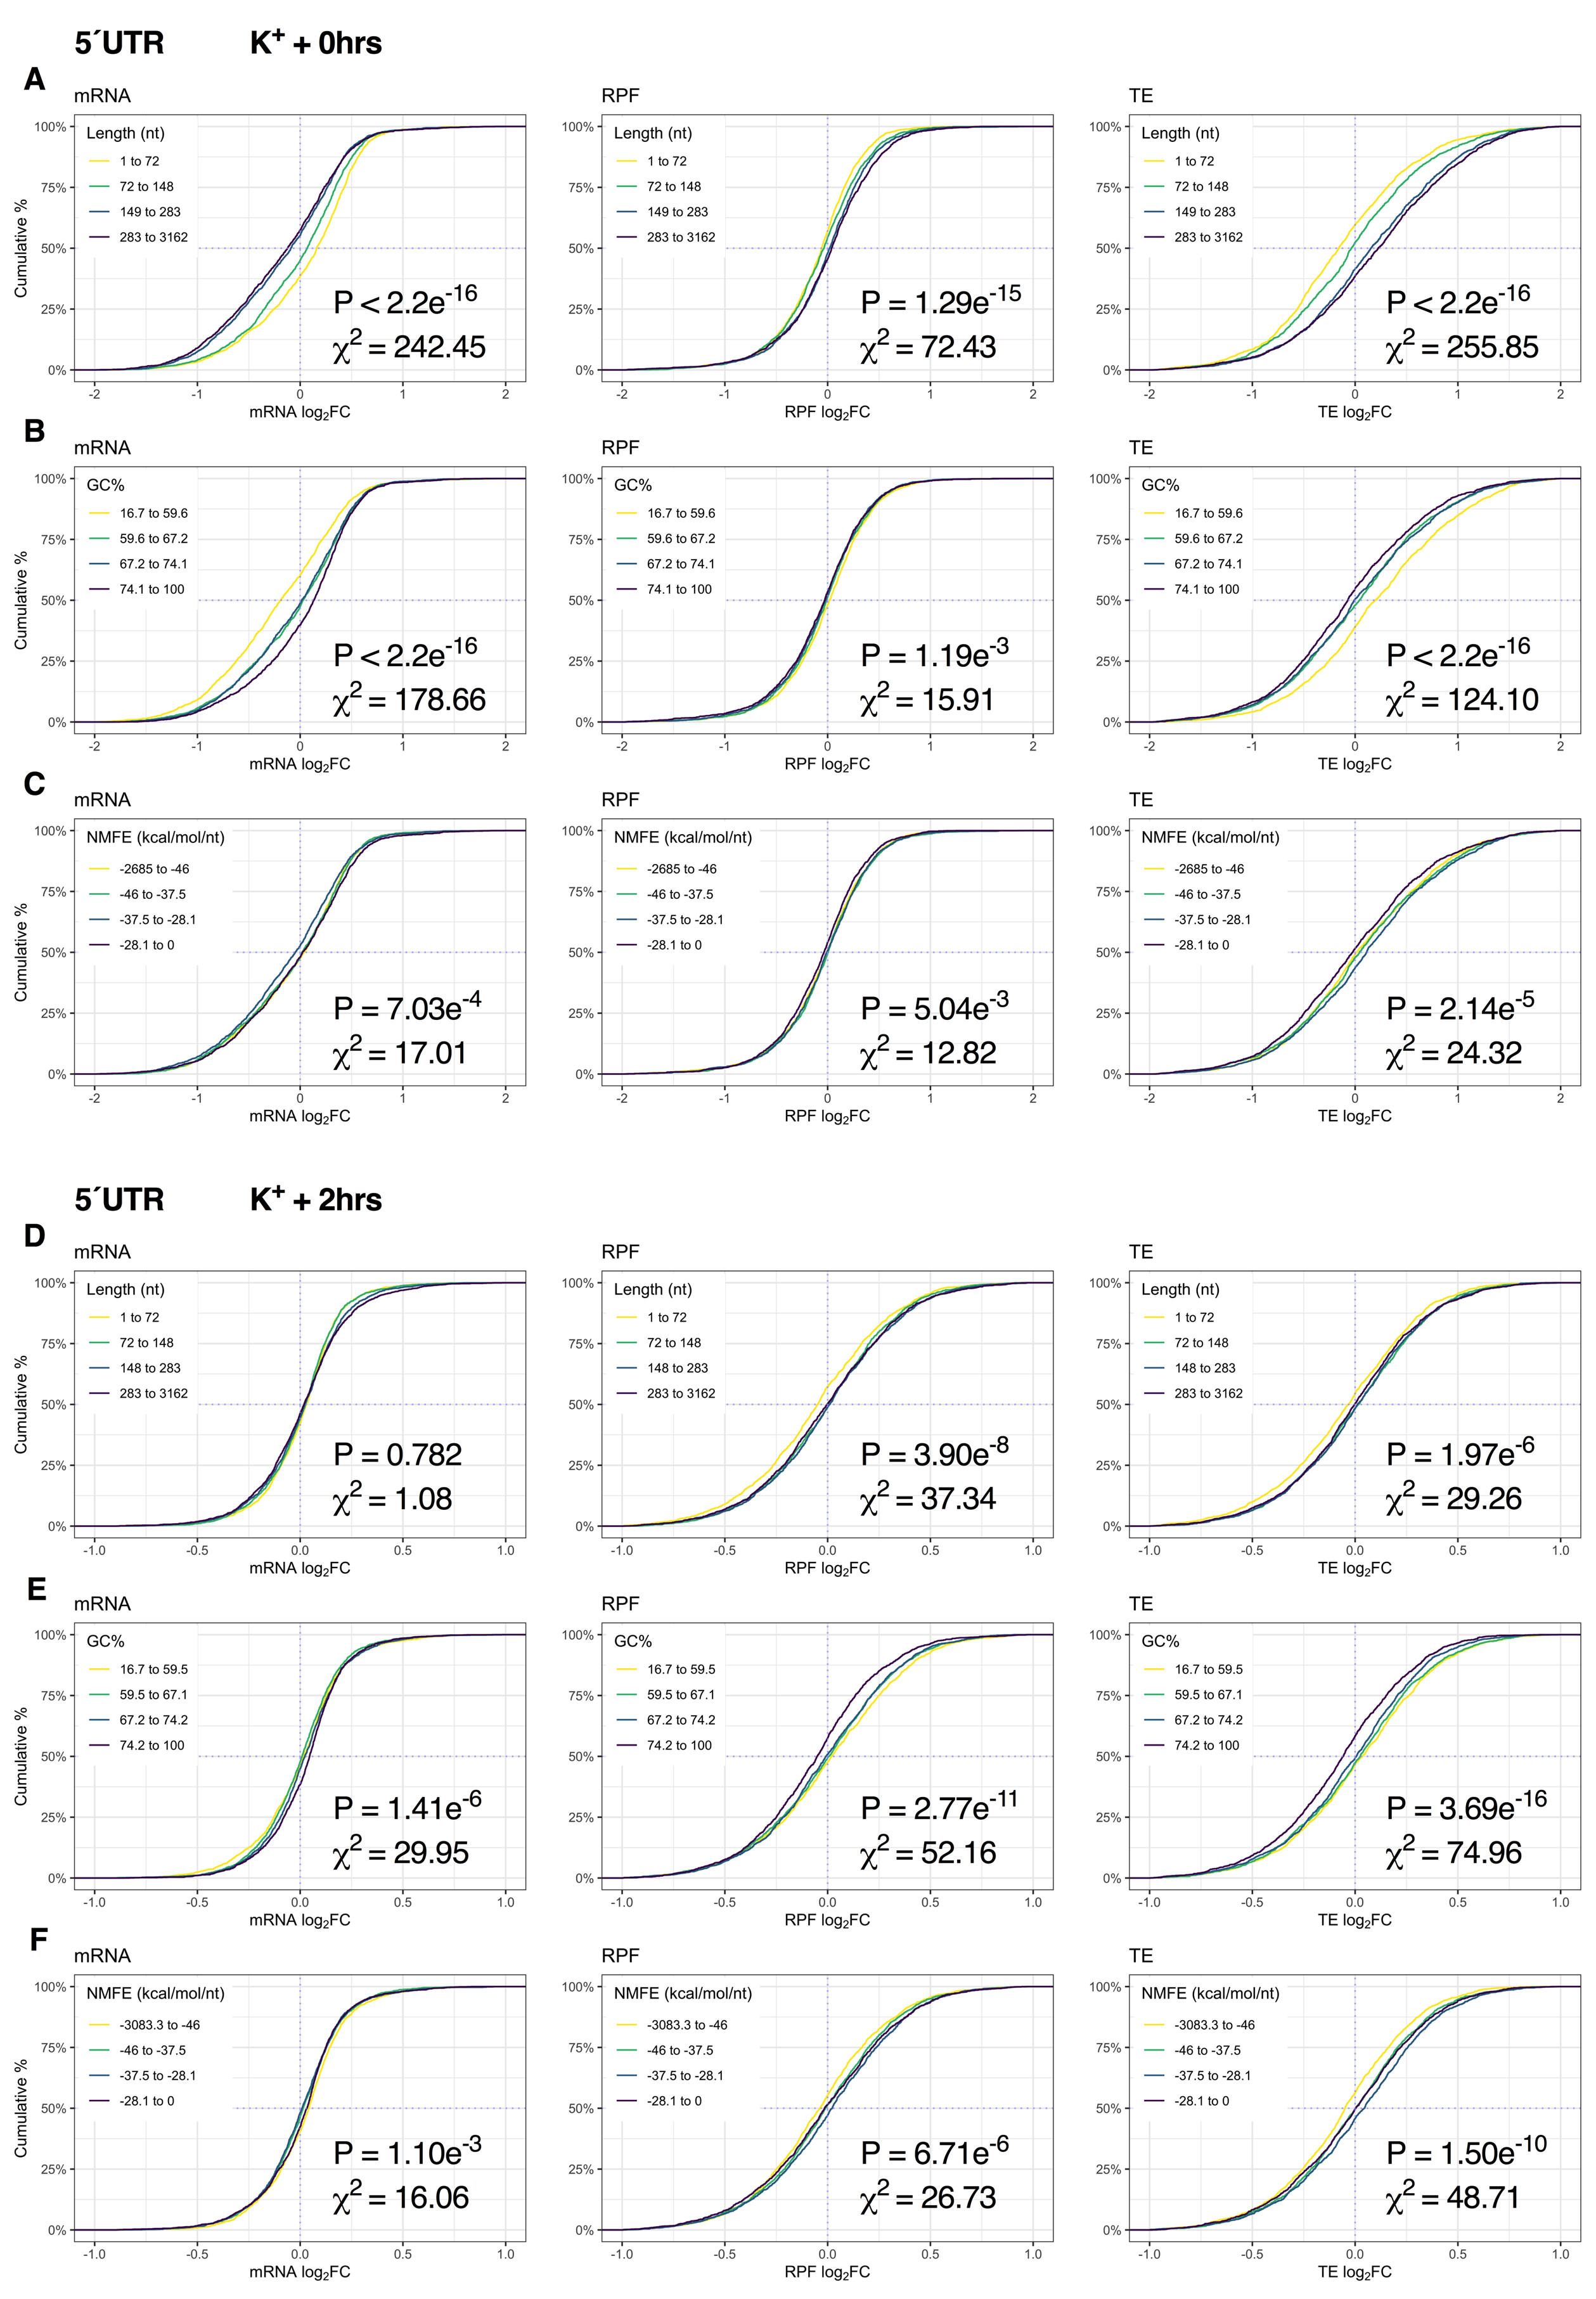

**Supplementary Figure 6. Effect of 5´UTR sequence features on mRNA dynamics.** Cumulative density plots depicting changes in mRNA, RPF and TE log_2_FC immediately **(A–C)** or 2 hours post-stimulation **(D–F)** after stratification of genes into quartiles via 5´UTR sequence length **(A & D)**, 5´UTR GC% **(B–E)** or 5´UTR minimum free energy of secondary structures normalised to sequence length (NMFE) **(C & F)**. Groups were compared via Kruskal-Wallis test, with p-values and 𝜒^2^ test statistics reported bottom right.

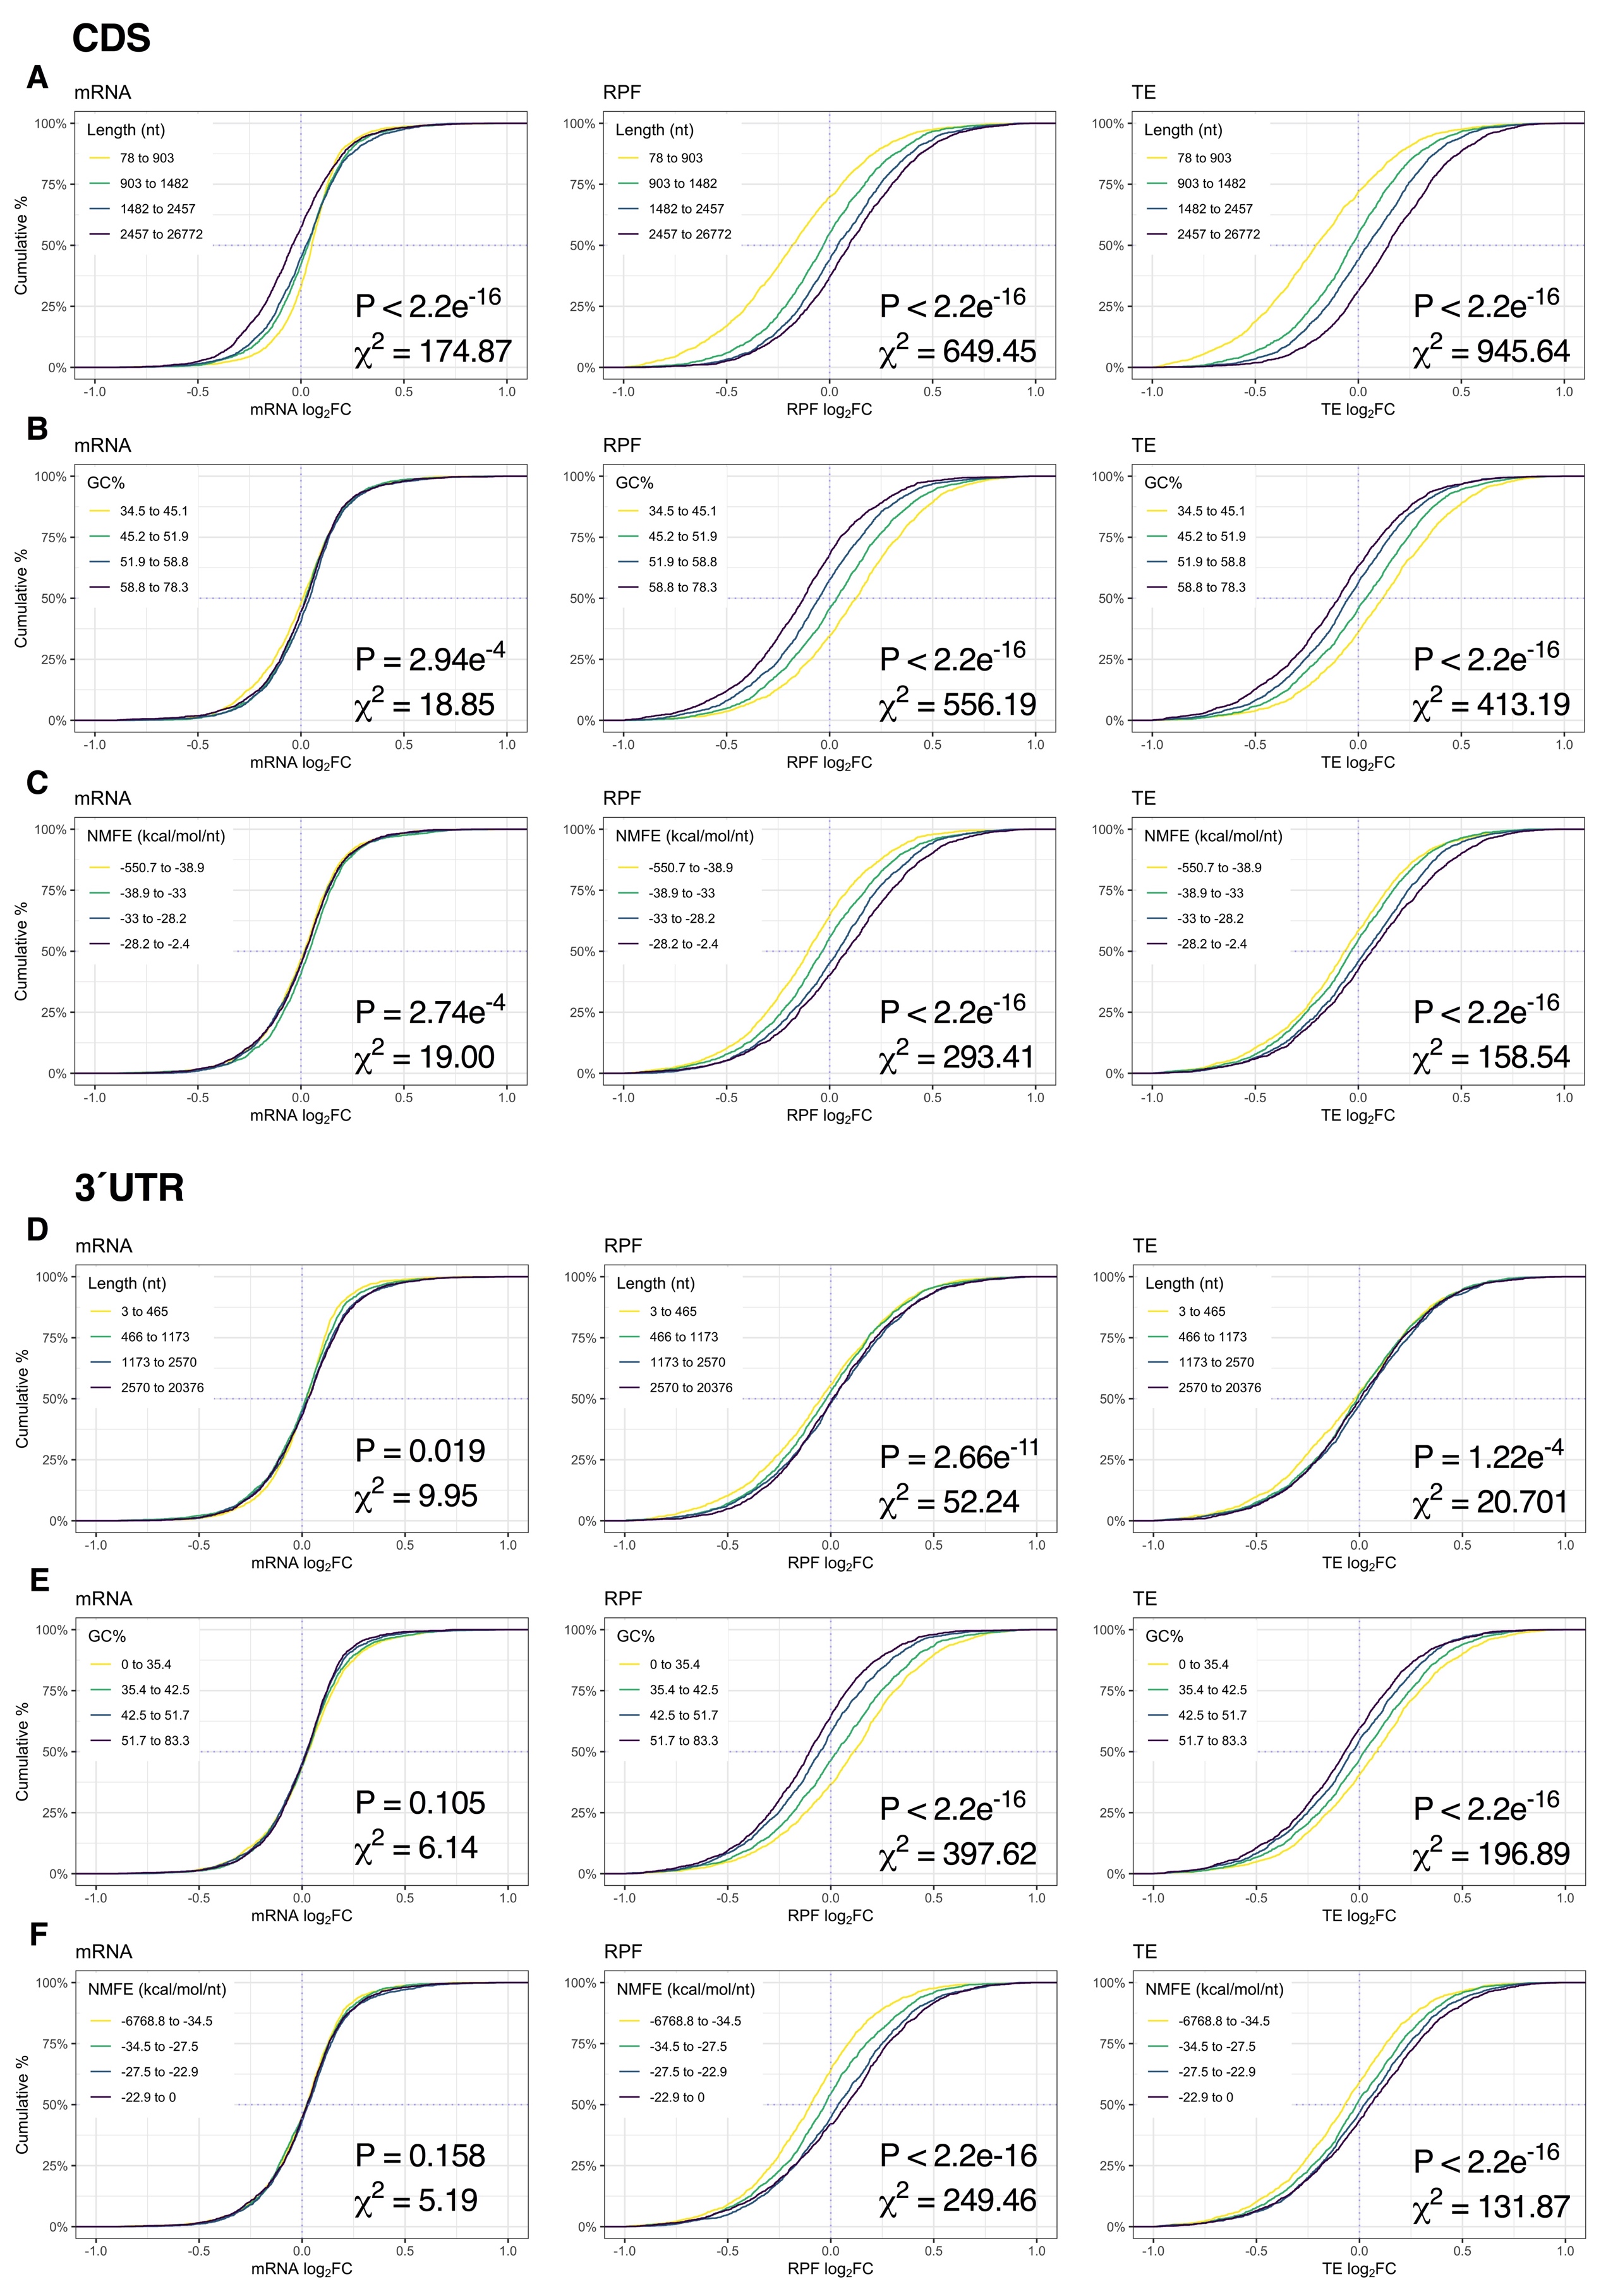
**Supplementary Figure 7. Relationship between mRNA dynamics and sequence features 2 hours after depolarization (full version). (A–C)** Cumulative density plots depicting changes in mRNA, RPF and TE log_2_FC after binning genes into quartiles by coding sequence length **(A)**, GC% **(B)** or minimum free energy of secondary structures normalized to sequence length (NMFE) **(C)**. All groups were compared via Kruskal-Wallis test, with associated p-values and chi-squared (𝜒^2^) test statistics reported bottom right. **(D–F)** As in **(A–C)**, except examining the same features in the 3´UTR.

**
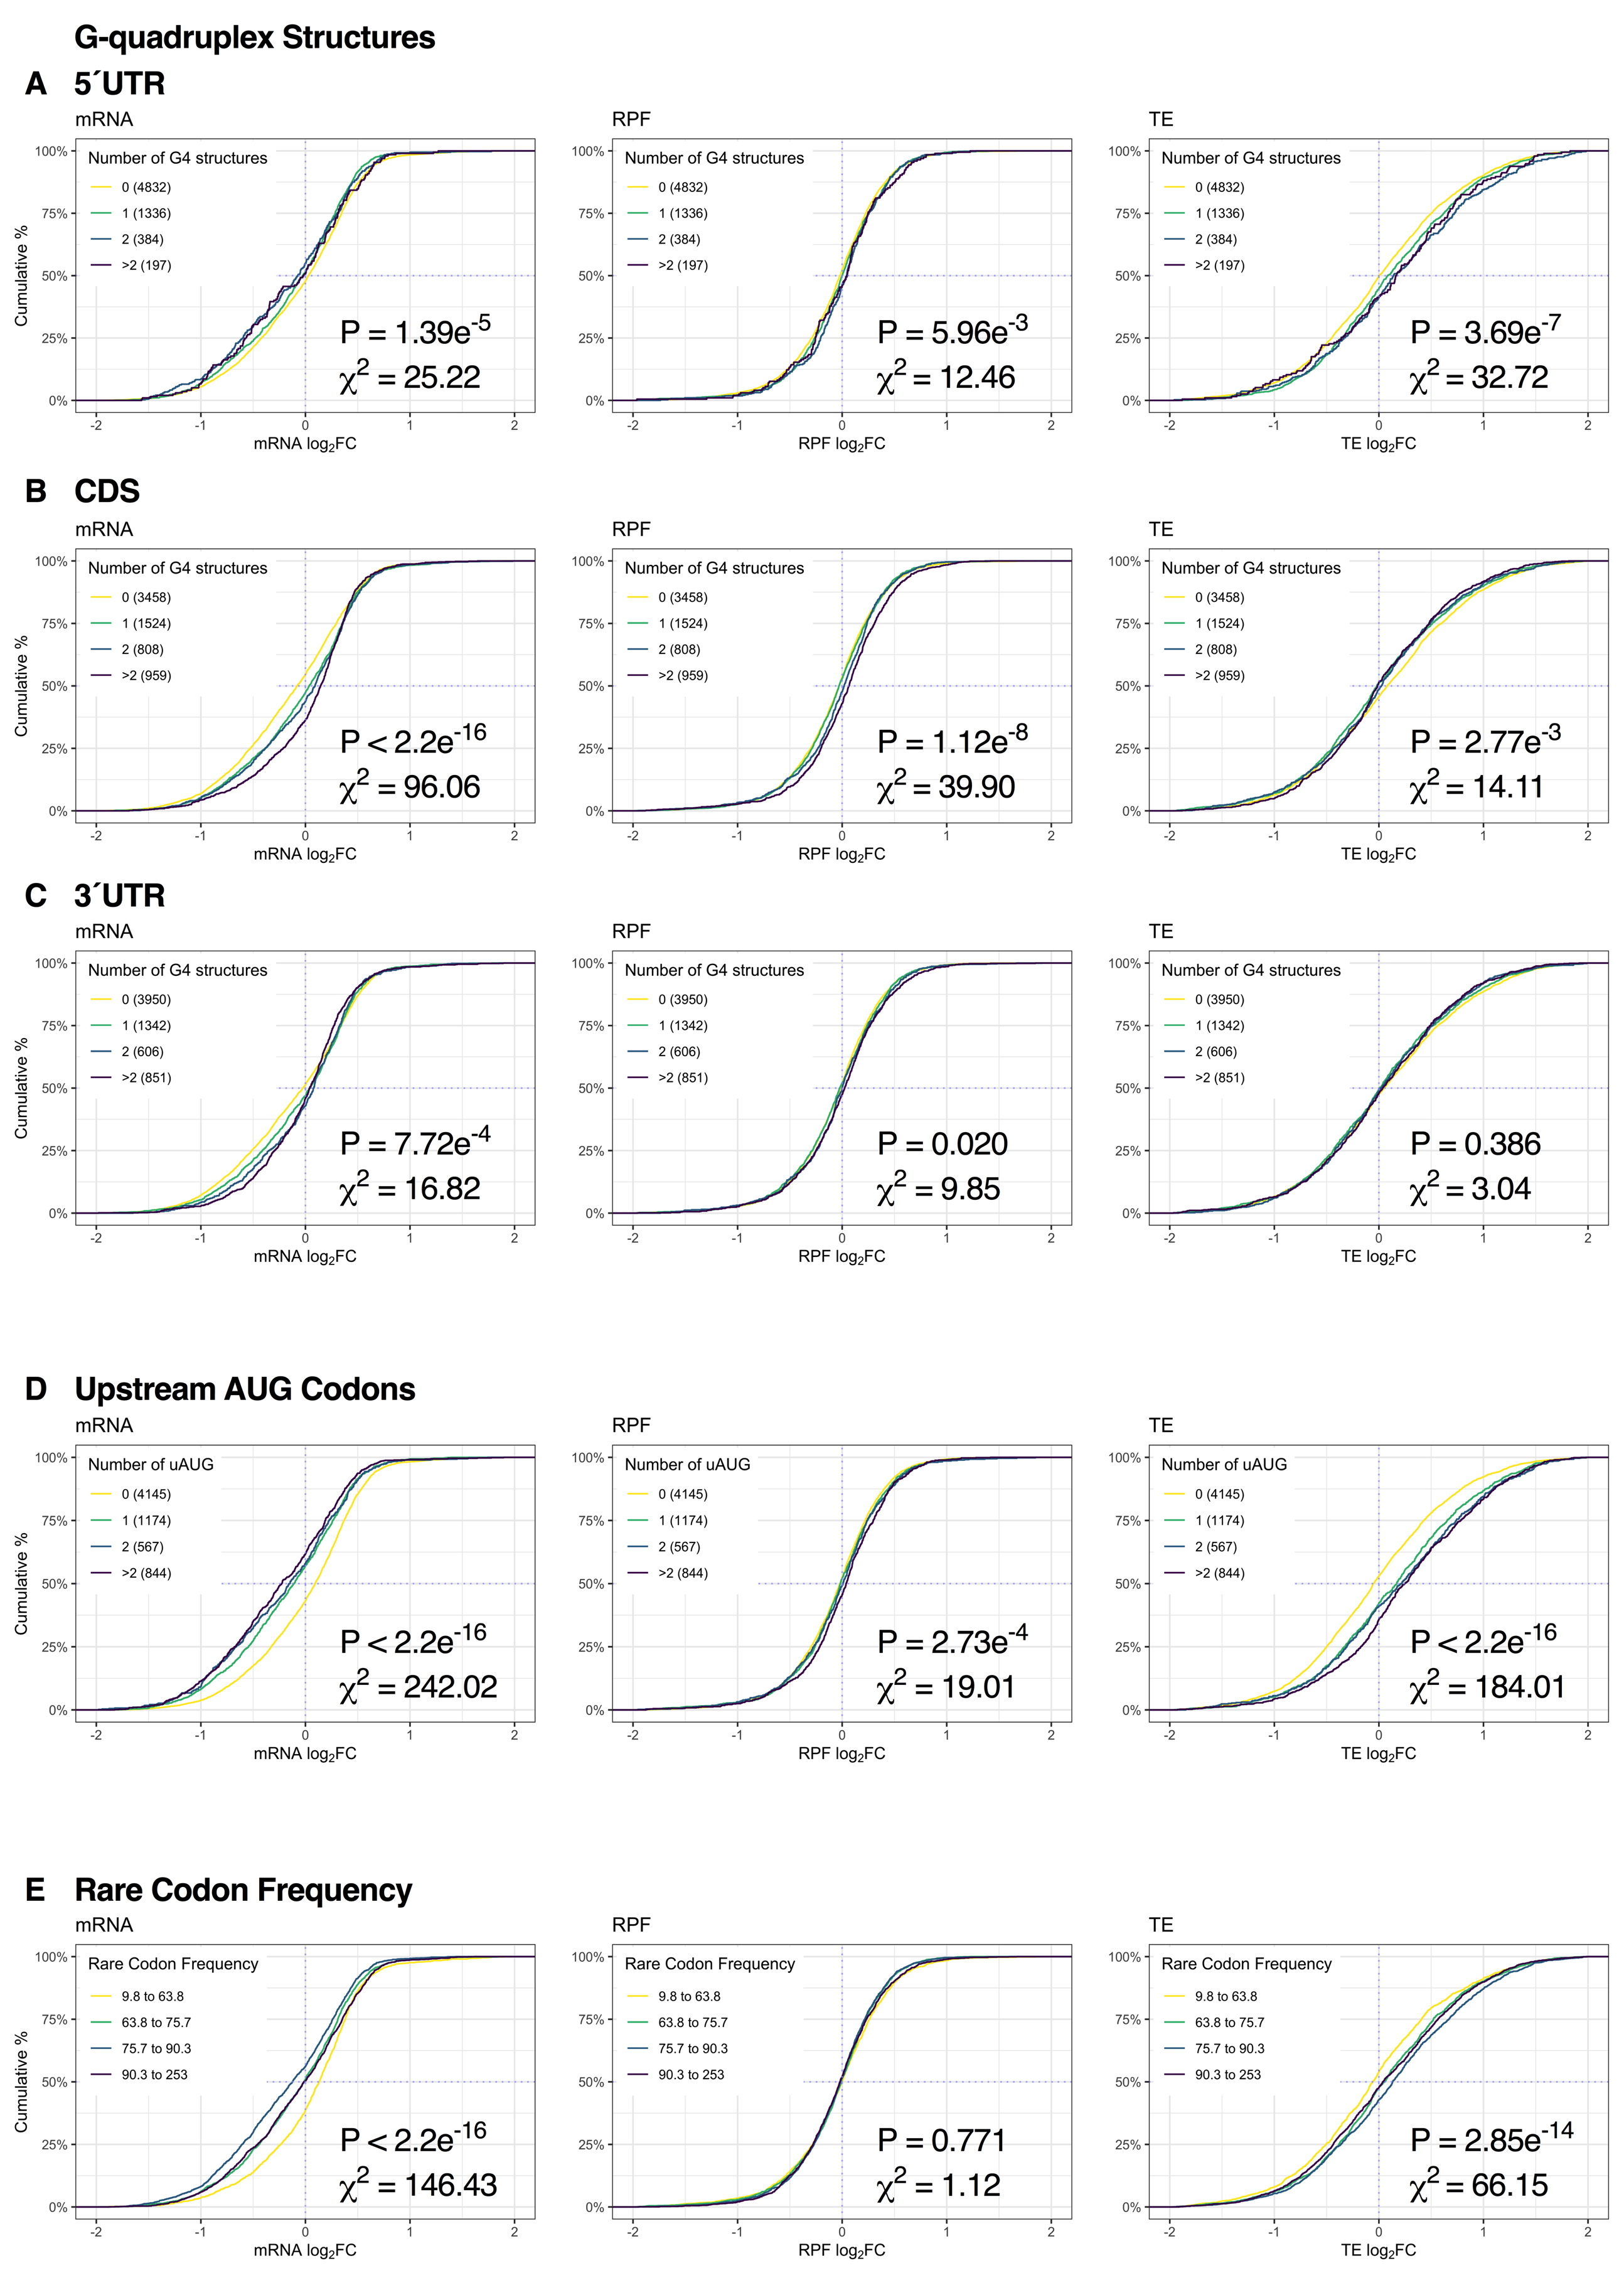
**

**Supplementary Figure 8. Effect of G-quadruplex structures, upstream AUG codons and rare codon frequency on mRNA dynamics immediately after depolarization.** Cumulative density plots depicting changes in mRNA, RPF and TE log_2_FC immediately following depolarisation, after stratification via the number of predicted G-quadruplex structures **(A–C)**, upstream AUG codons **(D)** or rare codon frequency (per 1000 codons) **(E)**. Groups were compared via Kruskal-Wallis test, with associated p-values and 𝜒^2^ test statistics reported bottom right.

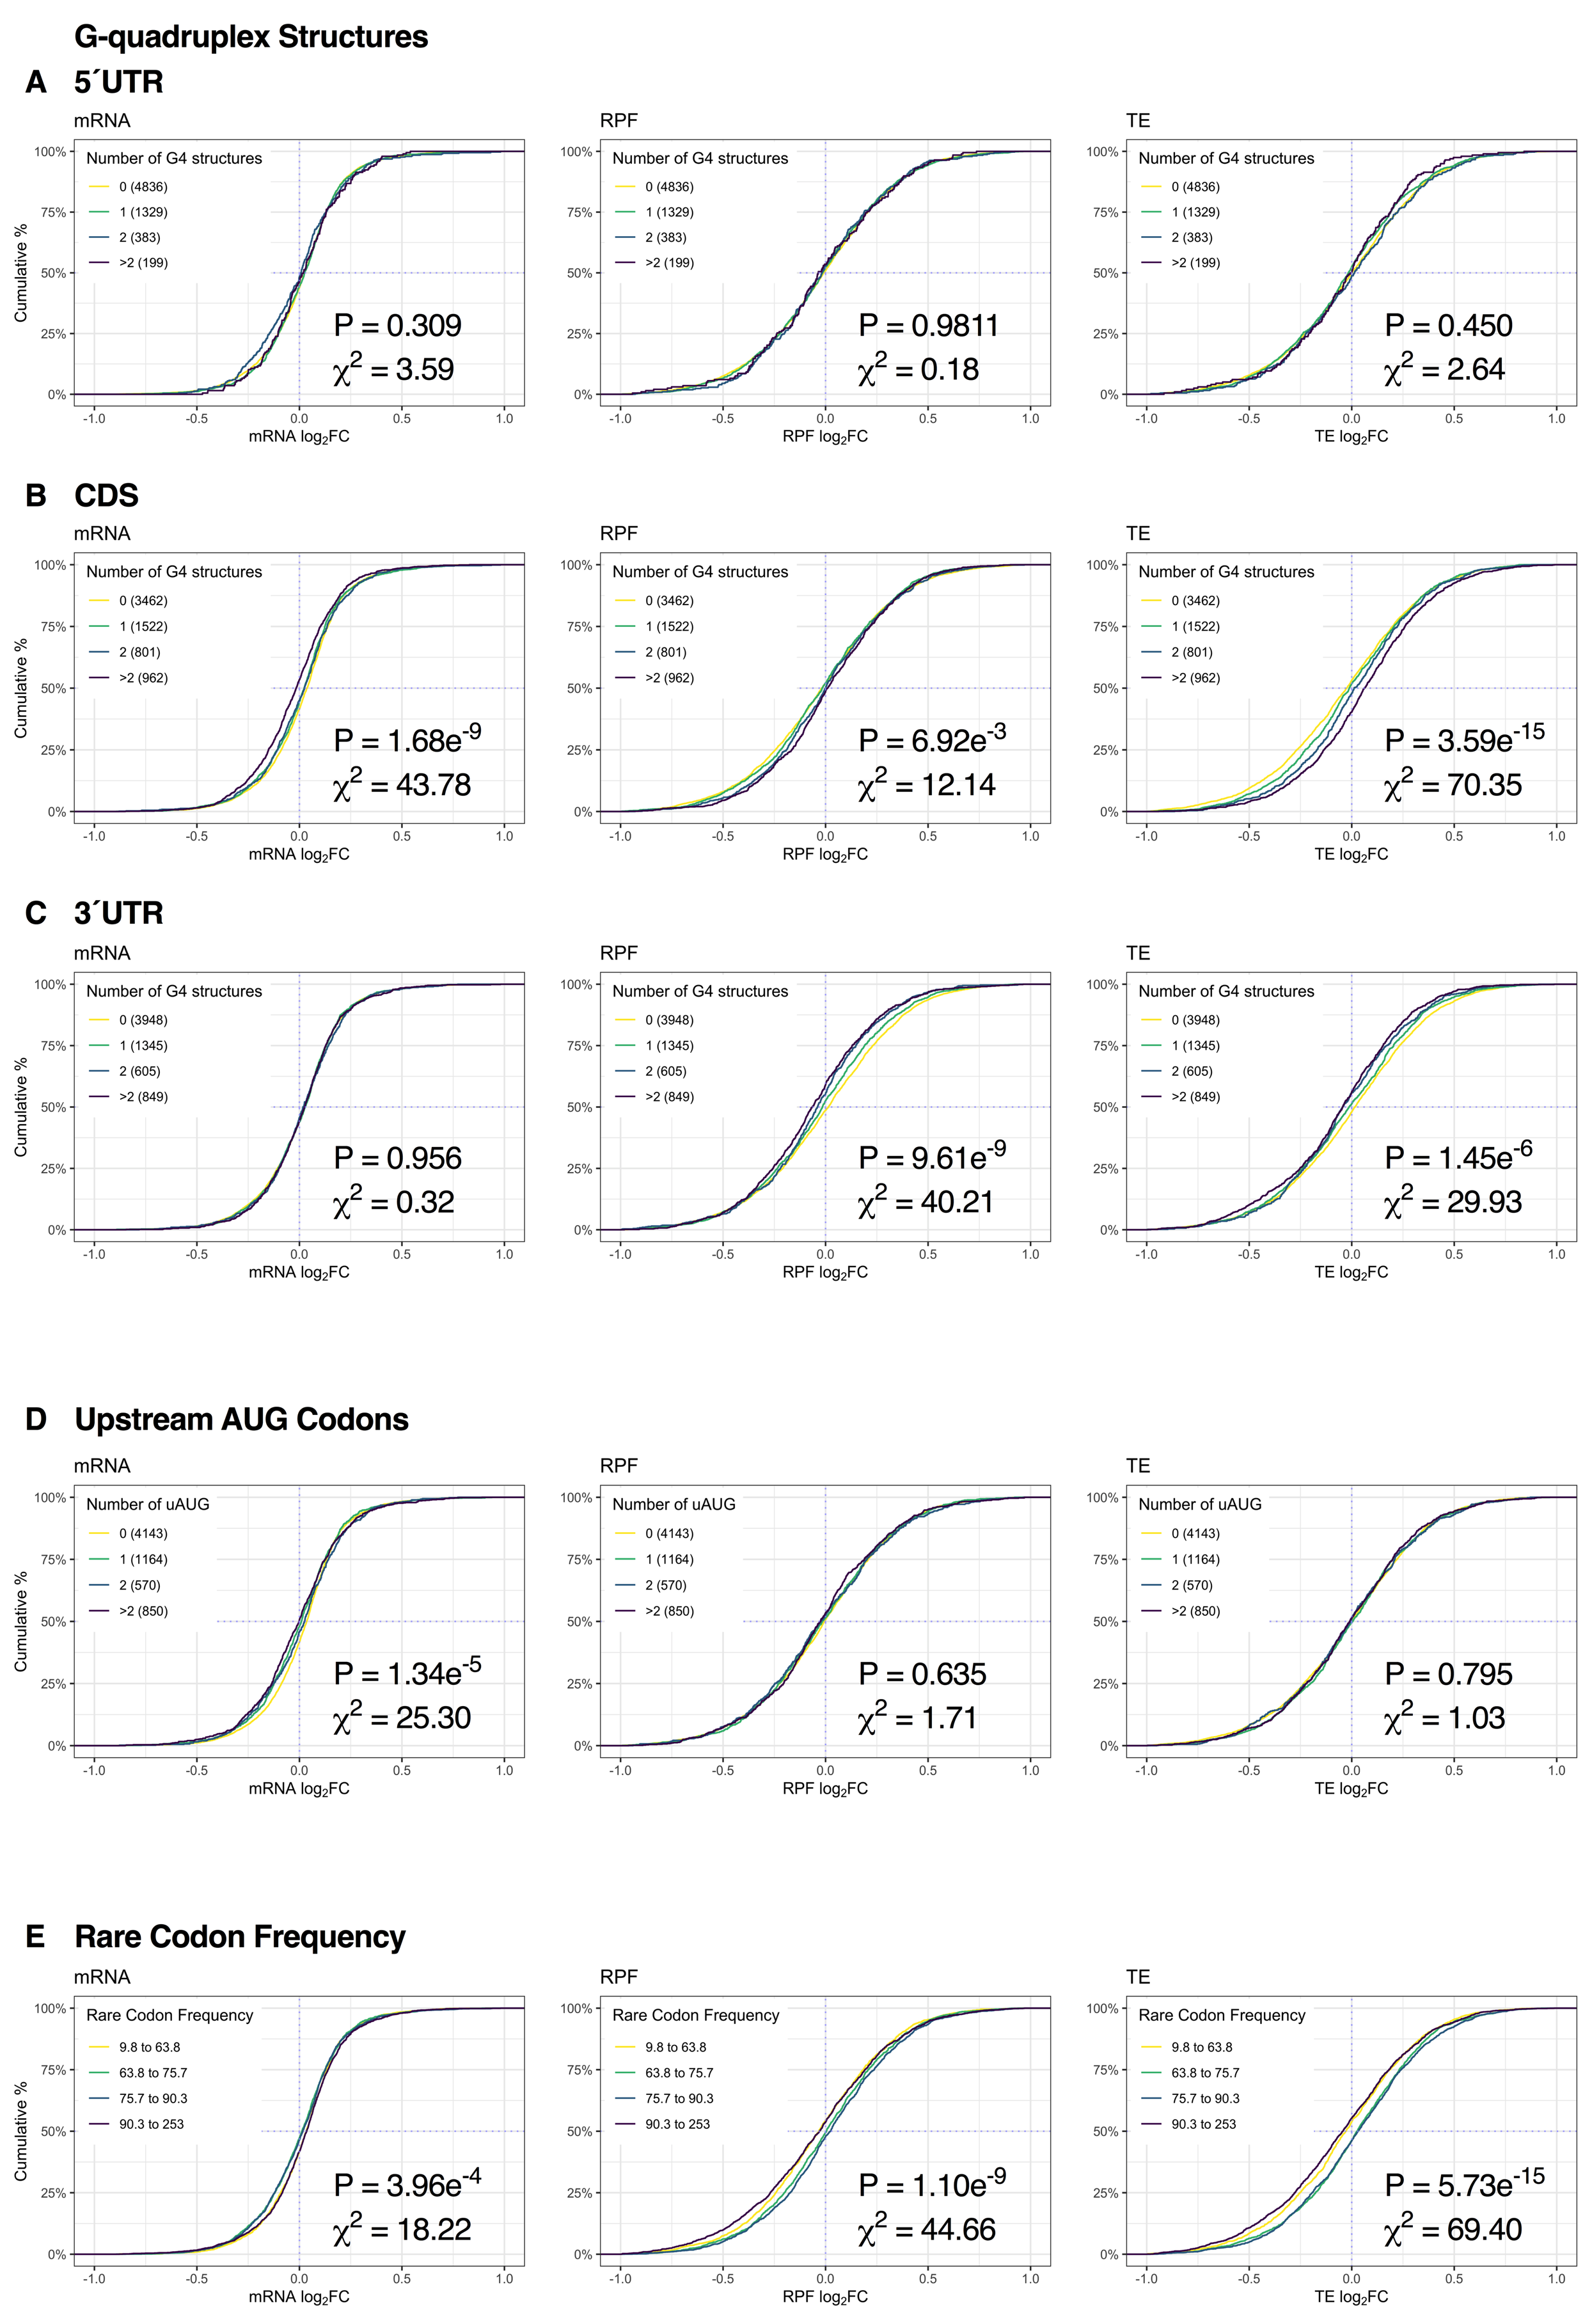

**Supplementary Figure 9. Effect of G-quadruplex structures, upstream AUG codons and rare codons on mRNA dynamics 2 hours after depolarization.** Cumulative density plots depicting changes in mRNA, RPF and TE log_2_FC 2 hours after depolarisation, following stratification via the number of predicted G-quadruplex structures **(A–C)**, upstream AUG codons **(D)** or rare codon frequency (per 1000 codons) **(E)**. Groups were compared via Kruskal-Wallis test, with associated p-values and 𝜒^2^ test statistics reported bottom right.

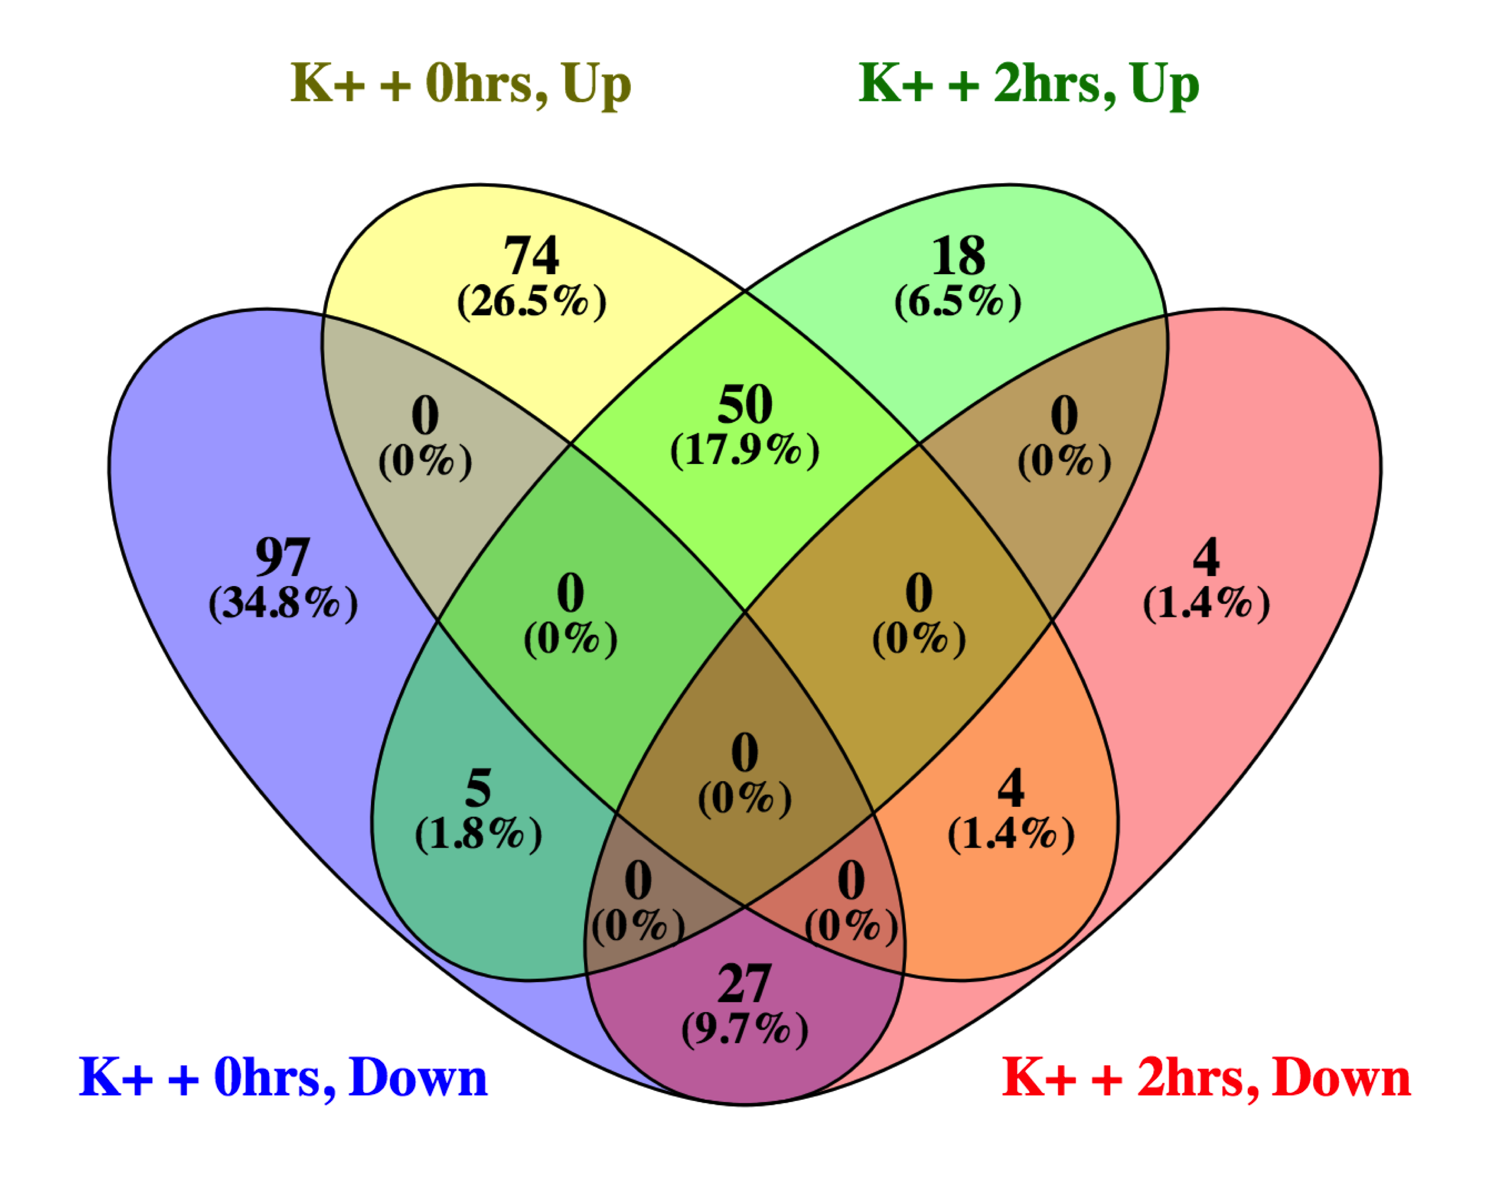

**Supplementary Figure 10.** Venn diagram comparing expression of mature miRNAs immediately and 2 hours after depolarisation.

**
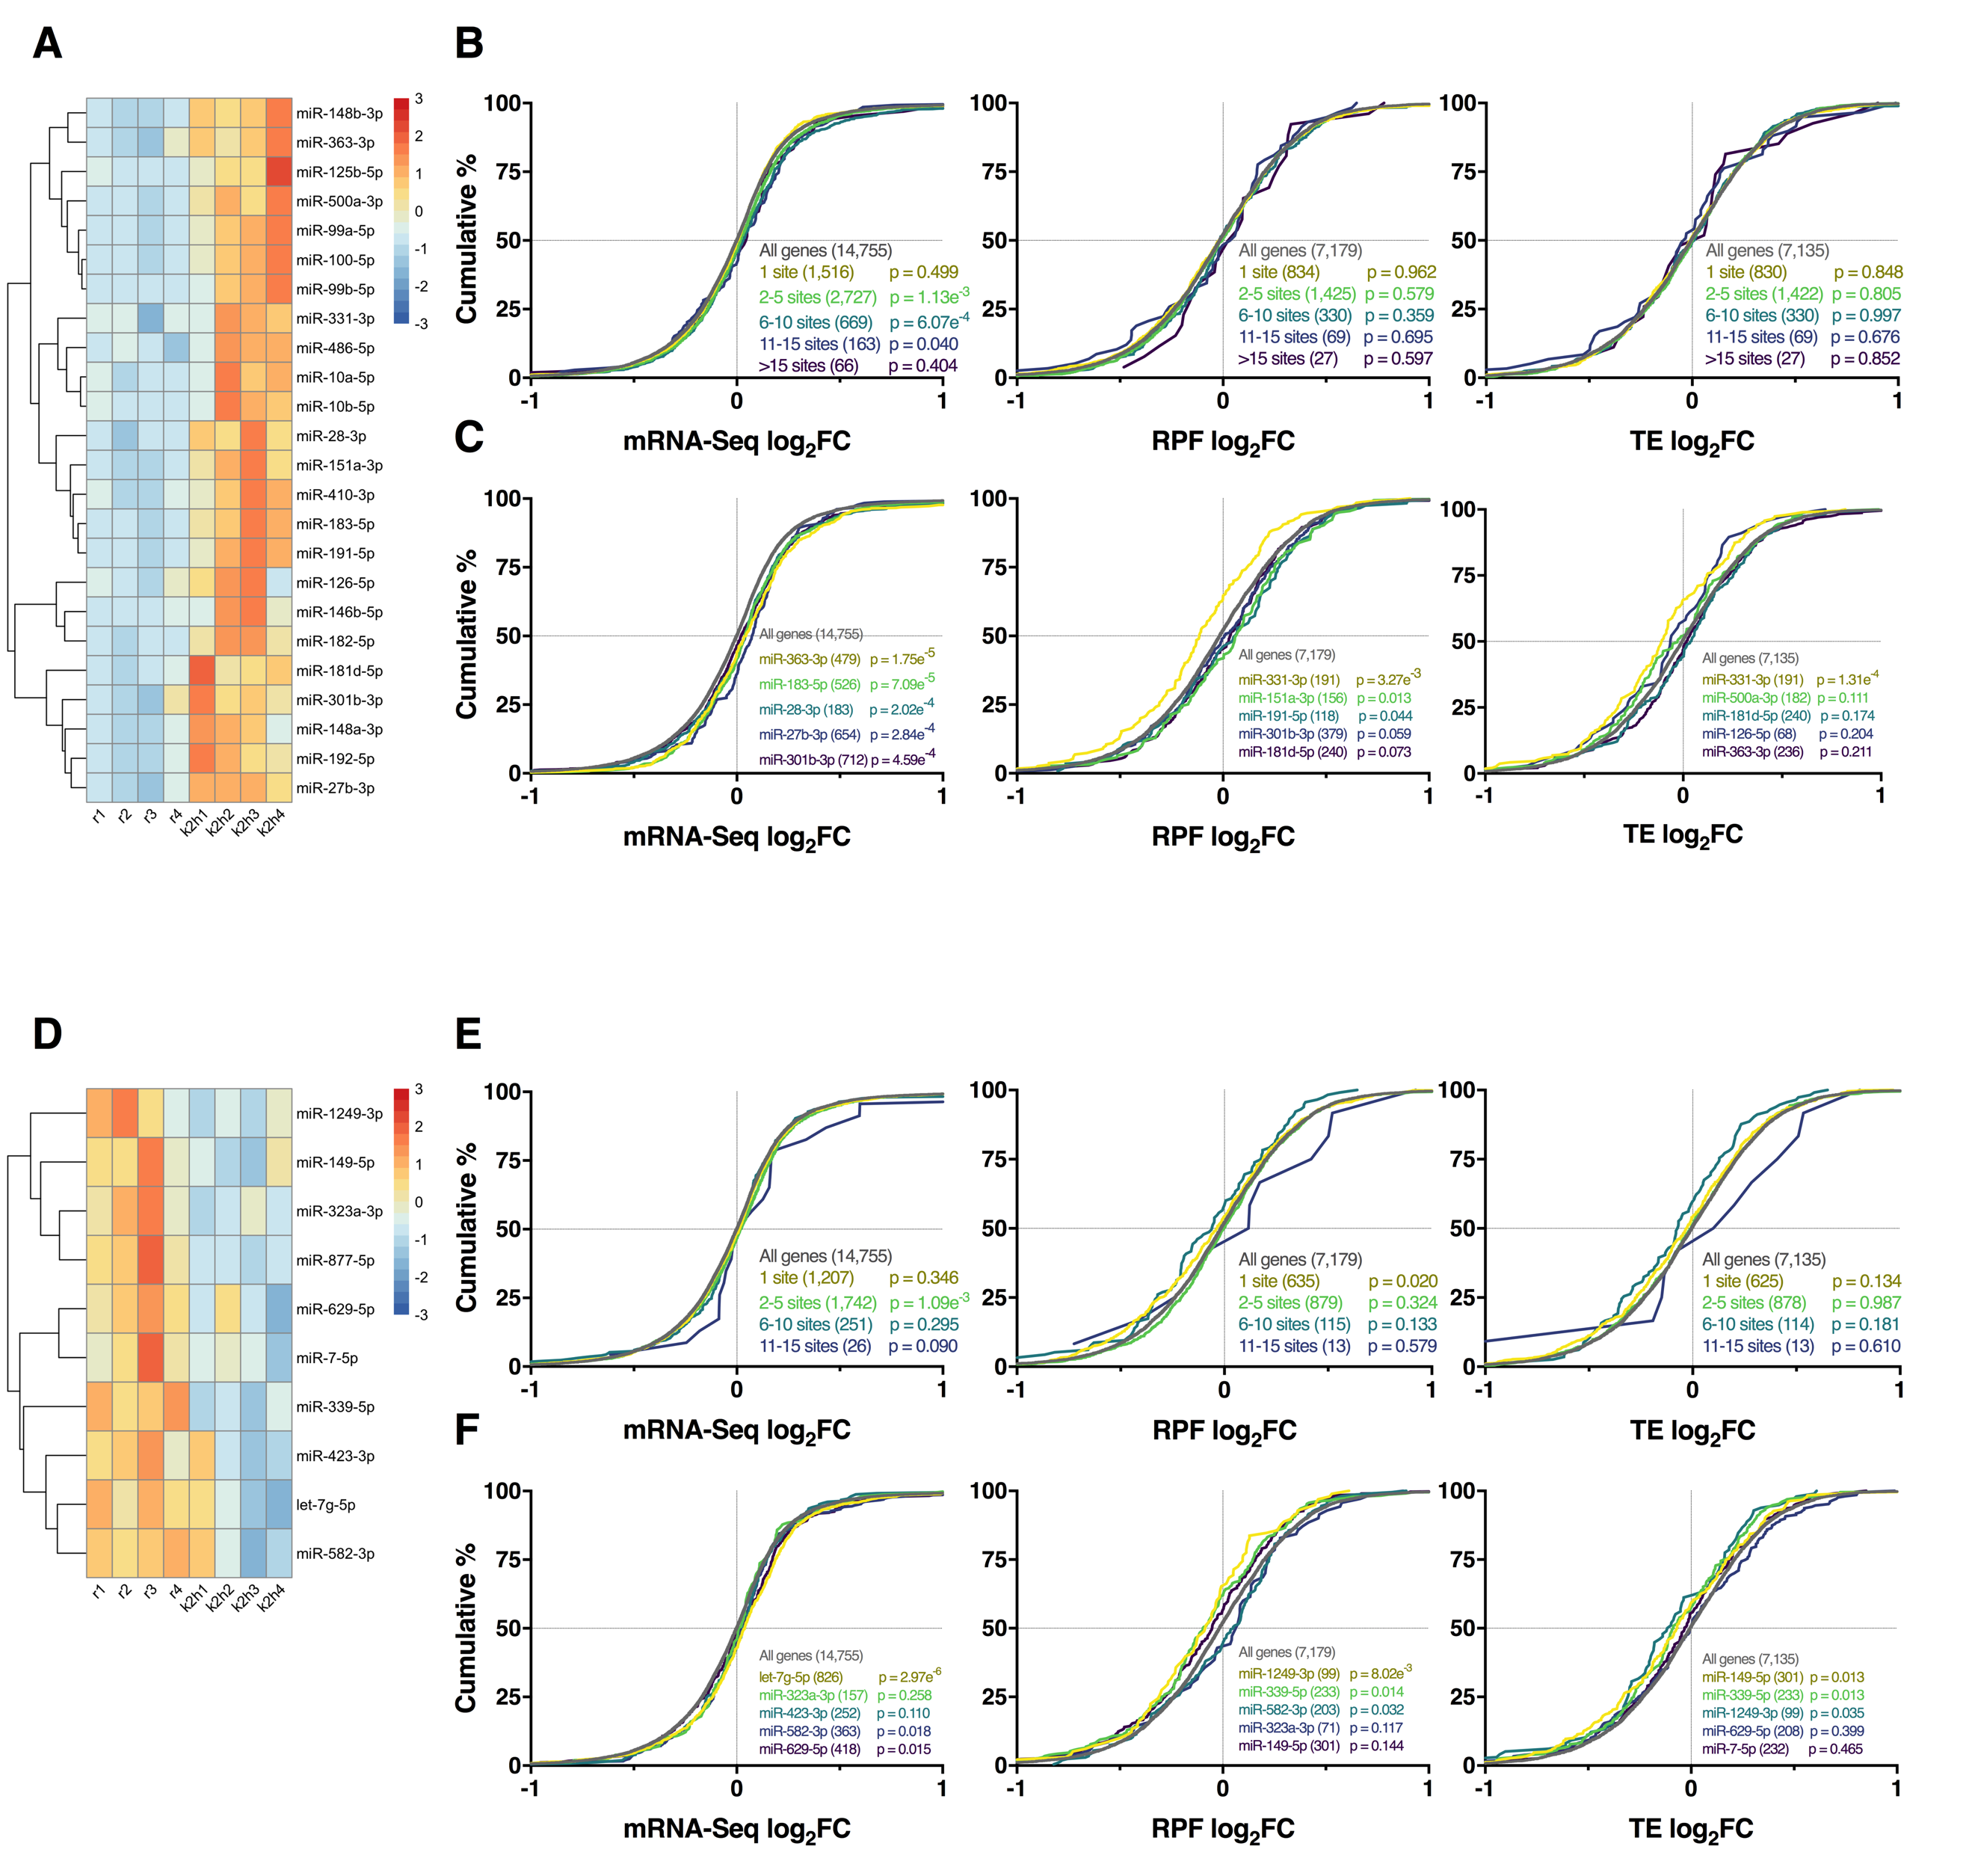
Supplementary Figure 11. MiRNA-mRNA dynamics 2 hours post-depolarisation (A)** Heat map depicting expression of 24 miRNAs both upregulated 2 hours after depolarization and within the top 20% of brain-expressed miRNAs as reported by the miRMine database [1]. Each cell corresponds to the counts-per-million standard deviation relative to the row-wise mean, with red corresponding to high expression, and blue low expression. **(B)** Cumulative distribution profiles of mRNAs collectively targeted by the miRNAs presented in panel **(A)**, stratified by the number of expressed miRNA binding sites. Groups were compared to the entire transcriptome via two-sided Kolmogorov-Smirnov test, with p-values (and numbers of genes analysed) reported bottom right. **(C)** As in **(B)**, except after analyzing the target genes of each miRNA individually. Top 5 miRNAs ranked via p-value are shown. In the case of p-value ties, miRNAs with the largest median difference relative to the entire transcriptome were plotted. **(D)** As in **(A)**, except depicting the expression of 10 downregulated miRNAs within the top 25% of brain-expressed miRNAs. For this analysis, the threshold for brain enrichment was relaxed due to the small number of downregulated miRNAs. **(E & F)** As in **(B & C)**, except after analyzing the target genes of miRNAs depicted in **(D).**

How the deposited data were processed for this re-analysis (not part of the article)

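The study has 36 libraries from SH-SY5Y cells, 12 each of mRNA-Seq, Ribo-Seq and small RNA-Seq, with 4 libraries for each of resting, K+ 0 h and K+ 2 h cells. The authors deposited 4 tables of values per library, for mRNA, RPFs, mature miRNAs and tsRNAs. The signal values in these tables are CPM, which the authors computed before deposit with edgeR from read counts, after removing genes with low counts and scaling the libraries by TMM. Before that, the authors trimmed the reads, removed rRNA and other non-coding RNA from the Ribo-Seq reads, aligned the reads to hg38 and counted them per gene, miRNA or tsRNA. The tsRNAs of the same type, amino acid and anticodon had been merged, and those above 100 CPM kept, by the authors. The tables were normalized separately, so levels were compared within a table and only changes were compared between tables.

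Reads were recovered from the deposited CPM by dividing each value by that of a single read in its library, which gave whole numbers within 0.01 for 177060 of 177060 mRNA values, 86141 of 86148 RPF values, 4980 of 4980 miRNA values and 552 of 552 tsRNA values. The smallest library held 20061933 reads for mRNA, 406308 for RPFs, 2350615 for miRNAs and 287139 for tsRNAs. No pair of replicates was a copy, since the mean χ2 per gene between replicates was at least 1.85. Of the values per library in the tables, none was left out. The tables contain no totals or unassigned reads besides the genes.

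Differences between groups were tested on log2(CPM + 1) in R 4.3.3 with limma 3.58.1 (linear model over the 12 libraries of a table, empirical Bayes with a mean-variance trend, two-sided). The limits were a Benjamini–Hochberg FDR of 0.05 and an absolute log2FC of 0.5, as in the paper. TE was the interaction of assay and group over 24 libraries and 7135 genes. Alternatives used edgeR 4.0.16 (quasi-likelihood and exact tests) and DESeq2 1.42.0 on the recovered reads. The authors used edgeR's exact test for the tables and RiboDiff for TE. The paper takes the RNA for mRNA-Seq and Ribo-Seq from the same lysates without saying that equal replicate numbers mark one lysate. The TE model did not pair libraries by number, and an alternative did. Replicate numbers were not treated as pairs between groups. The test, the limits, the alternatives, the lists and the rule for naming genes were set before the data were examined, apart from a covariate for the share of aligned reads kept, the marker lists and the counts of genes without overlap over whole tables, which were added afterwards. Some tests of possible explanations were also chosen after the results were seen. Further alternatives were other pseudocounts (0.25 and 4), median-of-ratios scaling and scaling to equal totals, a filter on mean CPM (10, or 1000 for tsRNAs), and leaving out each library or the shallowest 2 Ribo-Seq libraries. Others were library quality weights, reads thinned to the smallest library, a centring within 10 bins each of GC% and length, and the FDR limit alone.

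Transcript features came from GENCODE 44 on GRCh38, with the canonical transcript of each gene. In the mRNA table, 14306 of 14755 symbols were matched, 856 of them through an older symbol, and 13241 had a CDS (89.7%). In the RPF table, 7150 of 7179 were matched, 348 through an older symbol, and 7139 had a CDS (99.4%). NMFE was computed with ViennaRNA 2.7.2 in windows of 200 nt. The score of a feature in a library was the difference in median log2 deviation from resting between the top and the bottom 25% of genes, and groups were compared by an exact two-sided permutation test, whose smallest p is 0.0286 with 4 against 4 libraries. Seed matches were 7-nt sites in the 3′UTR. The remaining steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

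Genes were named if the paper names them for a comparison made here or labels them in its figures, or if they had 1 of the 3 highest or 3 lowest log2FC among the significant genes of a table whose 4 stimulated libraries all lay on the same side of the 4 resting ones. By chance, 2.86% of genes have groups that do not overlap in this way.

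The lists of names gave the following counts past both limits. In Figure 2A, 10 of 10 genes passed (4 higher, 6 lower), and in Figure 2B 9 of 9 (3 higher, 6 lower). In Figure 3A, 10 of 10 passed (7 higher, 3 lower), and in Figure 3B 10 of 10 (4 higher, 6 lower). In Figure 6A, 9 of 9 miRNAs passed (4 higher, 5 lower), in Figure 6B 9 of 9 (9 higher), in Figure 6C 39 of 39 (39 higher) and in Figure 6D 15 of 15 (15 lower). In Figure 7, 3 of 3 tsRNAs shown as higher and 13 of 13 shown as lower passed. Of the miR-30 family, 4 of 5 members were analysed and 3 passed (2 higher, 1 lower). The study chose these names on the same libraries. Of 32 mesenchymal marker genes, 6 were higher and 16 lower in RPFs at 0 h, and 19 higher and 0 lower in mRNA. Of 17 sympathetic marker genes, 16 of which had RPF values, 9 were higher and 0 lower in RPFs, and 1 higher and 2 lower in mRNA.

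In a self-test, a log2FC of 1 was added to simulated tables of the same size and depth. The test recovered 92% of the changed genes for mRNA (0.5% of its calls were false), 92% for RPFs (3.7% false), 77.1% of 83 miRNAs (3% false), 0% of 9 tsRNAs and 90.5% for TE (4.7% false). The 9 tsRNAs do not stand for the whole tsRNA table, where the standard errors at 2 h ran from 0.14 to 3.49. The simulated noise is independent between genes, so the shares of false calls need not hold for the real libraries. Other splits of the real resting and K+ 2 h libraries gave up to 586 RPF and 578 TE changes. A feature difference of 0.6 was recovered as 0.592 (exact permutation p = 0.029).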

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

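Among the tests used here, those for the share of aligned reads kept, for the reads shared by tsRNA names, for miR-10b-5p at 2 h and for other splits of the libraries against resting cells were chosen only after the results had been seen. The first set of results are libraries far from the other 3 of their group, where the gap to the nearest library was over 83% of the range of the group. Of 236 groups of 4 libraries tested, 19 held such a library, against 11.8 by chance (about 1 in 20), so most of the single cases below are of the number that chance gives.

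Resting replicate 1 of small RNA-Seq held 26495300 miRNA reads, while the next library of its group held 3279659, and 3169052 tsRNA reads, against 470263. Its depth was thus many times that of its group, and no biological explanation was tested. The miRNA count at 0 h was 193 with reads thinned to equal depth and 256 without, and 1 of the 35 splits of the 8 libraries, the real one, gave as many. The TMM factor for miRNAs of K+ 2 h replicate 1 was 1.56, where the other 3 lay between 0.990 and 1.08 and those of resting cells between 1.62 and 1.80. If this were a resting library under the wrong name, its miRNA profile would lie among the resting libraries. On a scale from 0 (resting) to 1 (the other K+ 2 h libraries) it lay at 0.49, above the highest resting library (0.21) and below the lowest other K+ 2 h library (0.92). A mixture of both kinds of RNA was not tested and stays open. Without this library, 129 miRNAs passed at 2 h, against 96. For tsRNAs, the TMM factor of K+ 2 h replicate 3 was 1.42, with the others from 1.30 to 1.31, a small gap in a tight group.

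Single genes with a library apart from its group, in log2(CPM + 1), were IER2 in mRNA of resting replicate 2 (6.38, others 6.03) and of K+ 0 h replicate 3 (7.26, nearest 7.61), FOS in mRNA of K+ 2 h replicate 4 (4.30, nearest 4.20) and RFX3 in mRNA of resting replicate 4 (5.88, nearest 5.68). In the RPF table they were MET in K+ 0 h replicate 2 (6.48, nearest 6.35), SLITRK6 in K+ 2 h replicate 4 (5.33, nearest 5.79) and ANXA1 in resting replicate 1 (0, nearest 1.47). For miR-7977, resting replicate 3 stood at 2.46 (nearest 3.12). Resting replicate 1 is the smallest Ribo-Seq library with 406308 reads, where a single read is 2.40 CPM, so a 0 there is within the reach of depth. Without resting replicates 1 and 4, the shallowest Ribo-Seq libraries, the RPF count at 0 h was 1091, against 1185, with 846 genes in both. No biological explanation was tested for a single library.

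Among tsRNAs, K+ 0 h replicate 1 was the lowest of its group for Leu-CAA-tRF-3 (8.93, nearest 9.90), Ala-CGC-tRF-3 and Ala-TGC-tRF-3 (8.03 each, nearest 9.73) and Leu-CAA-tRF-5 (0, nearest 7.16). The values of the Ala pair are the same since the same number of reads is given for both names in 12 of 12 libraries, which fits reads counted for both names. Other names were at 0 in all but 1 library of a group: Cys-GCA-tRF-3 in K+ 0 h replicate 4 (6.17), Gly-CCC-tRF-DA in resting replicate 1 (8.58) and Gln-CTG-tRF-AT in K+ 0 h replicate 1 (10.86). A log2FC from such a group depends on the pseudocount. Gln-CTG-tRF-AT passed in limma but had an adjusted p of 0.182 in edgeR's exact test, in a range of 2.0e-11 to 0.182 over its alternatives. Gly-CCC-tRF-DA passed in limma and not in edgeR's quasi-likelihood test on thinned reads (log2FC 5.21, adjusted p 0.0629, in a range of 1.3e-07 to 0.0633 over its alternatives). Resting replicate 1 had the most tsRNA reads of its group, but at the level seen there the other 3 resting libraries would also have held reads of this name, so depth alone does not account for it. No biological explanation was tested.

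The second set of results are changes that differed between 0 h and 2 h. The difference of the log2FC at 2 h and 0 h passed the limits in limma for 4923 mRNAs (3044 higher at 2 h, 1879 lower), 1697 RPFs (870 and 827), 244 miRNAs (129 and 115), 21 tsRNAs (19 and 2) and 2882 TEs (1159 and 1723). Of these, 82 mRNAs, 55 RPFs, 8 miRNAs, 0 tsRNAs and 33 TEs passed at each time-point in opposite directions. The design names time after stimulation as a biological explanation. Against a chance division of the K+ 0 h and K+ 2 h libraries, 1 of the 35 splits, the real one, gave as many genes at mRNA only, RPF only, both in the same direction and both in opposite directions. Of the 4 K+ 0 h mRNA-Seq libraries, 3 are also deeper than every K+ 2 h library, and the share of aligned reads kept in the RPF table differs by group. With that share as a covariate, chosen after the data were seen, the RPF changes at RPF only between 0 h and 2 h numbered 996, against 999. With bins of GC% and length, genes at mRNA only between the time-points were 817, against 1818, so a technical trend stays open for a large part of the mRNA difference.

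The scores of transcript features also differed between the time-points. The score at 2 h minus that at 0 h was −0.80 for CDS GC%, −0.76 for 3′UTR GC%, 0.34 for CDS length and 0.70 for 3′UTR length in mRNA, and 0.20 for CDS length in RPF, each with an exact permutation p of 0.0286, the smallest that 4 against 4 libraries can give. For mRNA, the differences come from the K+ 0 h libraries, since scores at 2 h lay near those of resting cells. Depth did not remove the CDS GC% difference at 0 h, which was 0.88 in thinned reads and 0.80 in all reads. A bias of single libraries cannot be told apart from an effect of the treatment, because scores spread over 0.55 among the 4 K+ 0 h libraries and the sample labels give no preparation batch.

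A last result is KLF5, which the paper does not discuss. Its RPF log2FC at 2 h was 1.81 with a limma adjusted p of 0.0046, from a mean of 10.4 CPM in resting cells to 39.8 CPM. The mRNA log2FC at 2 h was 0.70. It was among the 3 highest RPF changes, which were looked for by rank, so its size is in part chosen. Without 1 library the log2FC was 1.61 to 1.96, and adjusted p over its alternatives ran from 7.5e-08 to 1, the highest with thinned reads (log2FC 2.44). The RPF count at 2 h as such is not set apart from chance, since 2 of the 35 splits gave as many.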

How the results depend on the processing

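The 103 results that answer a comparison were recomputed with 1 choice changed at a time. Of the values obtained, 1418 were the same within the limits set (a factor of 1.5 for counts, the jackknife SD for correlations and shares, the side of the limit for tests), 134 had moved, 5 were weaker, 3 were stronger and 16 had the opposite sign. For the 79 named genes, miRNAs and tsRNAs, 1933 of 2013 values were the same, 60 weaker, 7 stronger and 13 of the opposite sign, and 45 names were the same throughout. The covariate for the share of aligned reads kept was chosen after the data had been seen. The cause of a move was not tested unless the setting itself shows it.

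With reads thinned to the smallest library of each table and tested by edgeR's quasi-likelihood method, the number of significant changes was 11 (4 higher, 7 lower) for RPF at 0 h, 1 for RPF at 2 h, 54 (39 higher, 15 lower) for miRNA at 2 h, 165 (61 higher, 104 lower) for TE at 0 h and 0 for TE at 2 h. At 0 h, 1 passed at RPF only, 3 passed at both levels in the same direction and 6 passed at both levels in opposite directions. At 2 h, 256 passed at mRNA only, 0 passed at RPF only, 1 passed at both levels in the same direction and 0 passed at both levels in opposite directions. From 0 h to 2 h, 17 passed at RPF only, 8 passed at both levels in the same direction and 8 passed at both levels in opposite directions. Between mRNA and RPF, the log2FC values had an r of 0.208 at 2 h and 0.0857 from 0 h to 2 h. Changes at 1 time-point only made up 100% for RPF and 92.6% for mRNA. An opposite sign of the log2FC was seen for EGR1 (RPF) at 2 h (−0.24) and Leu-CAA-tRF-3 at 0 h (−1.35). At an unadjusted p under 0.05, the RPF counts were 294 and 109, and the TE counts 882 and 140. The fall in these counts follows from the removal of reads by construction.

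With the share of aligned reads kept as a covariate, the number of significant changes was 633 (267 higher, 366 lower) for RPF at 0 h. At 0 h, 381 passed at RPF only, 79 passed at both levels in the same direction and 169 passed at both levels in opposite directions. At 2 h, 1 passed at both levels in opposite directions. The r between the log2FC of mRNA and RPF was 0.430 at 2 h and 0.191 from 0 h to 2 h. Of the RPF genes that passed, 516 were among the 1185 at 0 h and 361 among the 528 at 2 h.

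With only the 2 groups compared in the model, the number of significant changes was 189 (101 higher, 88 lower) for RPF at 2 h and 223 (95 higher, 128 lower) for TE at 2 h. At 2 h, 122 passed at RPF only, 56 passed at both levels in the same direction and 1 passed at both levels in opposite directions.

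With library quality weights, the number of significant changes was 1459 (654 higher, 805 lower) for RPF at 2 h, 1 for tsRNA at 2 h and 1396 (569 higher, 827 lower) for TE at 2 h. At 2 h, 1306 passed at RPF only. Between mRNA and RPF, the log2FC values had an r of 0.326 at 2 h. At 1 time-point only, the share of changes was 82.8% for RPF. The log2FC had the opposite sign for miR-30d-5p at 0 h (6.0e-06).

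With edgeR's exact test on whole reads, the number of significant changes was 848 (364 higher, 484 lower) for RPF at 2 h and 1205 (504 higher, 701 lower) for mRNA at 2 h. At 2 h, 700 passed at RPF only and 4 passed at both levels in opposite directions. The share of changes at 1 time-point only was 91.1% for mRNA. An opposite sign of the log2FC was seen for Leu-CAA-tRF-3 at 0 h (−1.39). With edgeR's quasi-likelihood test, the number of significant changes was 1171 (491 higher, 680 lower) for mRNA at 2 h, 14 (2 higher, 12 lower) for tsRNA at 0 h and 564 (185 higher, 379 lower) for TE at 2 h. Changes at 1 time-point only made up 91.3% for mRNA. The log2FC had the opposite sign for Leu-CAA-tRF-3 at 0 h (−1.39). With DESeq2, the number of significant changes was 1156 (484 higher, 672 lower) for mRNA at 2 h, 1 for tsRNA at 2 h and 668 (219 higher, 449 lower) for TE at 2 h. At 2 h, 628 passed at RPF only. At 1 time-point only, the share of changes was 91.6% for mRNA. An opposite sign of the log2FC was seen for Leu-CAA-tRF-3 at 0 h (−1.39). Of the genes past the limits at 2 h for mRNA, all 746 from limma were among those of both edgeR tests and 745 among those of DESeq2. No tsRNA passed at 2 h in either edgeR test, while 5 had an unadjusted p under 0.05 in limma.

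With the values centred within bins of CDS GC% and transcript length, the number of significant changes was 2040 (1001 higher, 1039 lower) for mRNA at 0 h. At 0 h, 581 passed at mRNA only and 53 passed at both levels in the same direction. At 2 h, 1 passed at both levels in opposite directions. From 0 h to 2 h, 817 passed at mRNA only and 238 passed at both levels in the same direction. The r between the log2FC of mRNA and RPF was 0.434 at 2 h and 0.0580 from 0 h to 2 h. The share of changes at 1 time-point only was 93.6% for mRNA. Of the 2040 genes, 1355 were among the 4632.

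With the FDR limit alone, the number of significant changes was 11235 (5372 higher, 5863 lower) for mRNA at 0 h and 5662 (2732 higher, 2930 lower) for mRNA at 2 h. At 0 h, 4736 passed at mRNA only, 247 passed at RPF only, 439 passed at both levels in the same direction and 821 passed at both levels in opposite directions. At 2 h, 2463 passed at mRNA only, 326 passed at both levels in the same direction and 39 passed at both levels in opposite directions. From 0 h to 2 h, 4165 passed at mRNA only, 323 passed at RPF only, 1061 passed at both levels in the same direction and 787 passed at both levels in opposite directions. Changes at 1 time-point only made up 65.4% for mRNA. With a pseudocount of 4, the number of significant changes was 393 (206 higher, 187 lower) for mRNA at 2 h. At 1 time-point only, the share of changes was 96.3% for mRNA. With a pseudocount of 0.25, the share of changes at 1 time-point only was 92.1% for mRNA. With genes of low mean CPM left out, the number of significant changes was 435 (207 higher, 228 lower) for mRNA at 2 h. At 2 h, 1 passed at both levels in opposite directions. Between mRNA and RPF, the log2FC values had an r of 0.194 from 0 h to 2 h. The share of changes at 1 time-point only was 95.2% for mRNA.

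With each library scaled to the same total, the number of significant changes was 194 (12 higher, 182 lower) for miRNA at 2 h. At 2 h, 1 passed at both levels in opposite directions. Changes at 1 time-point only made up 49.5% for miRNA. The log2FC had the opposite sign for miR-30a-5p at 0 h (−0.42) and miR-30e-5p at 0 h (−0.70). At 0 h, this scaling gave 354 miRNAs (16 higher, 338 lower) and 35 tsRNAs (3 higher, 32 lower), and at 2 h 588 genes for RPF (168 higher, 420 lower) and 425 for TE (87 higher, 338 lower). Median-of-ratios scaling gave 58 miRNAs higher and 39 lower at 2 h, and for mRNA 388 genes higher and 347 lower.

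Between groups, residuals of libraries with the same number did not correlate above 0.1 in each pair, so the numbers were not taken to pair the samples. Residuals of libraries with the same number correlated at a median r of −0.016 for mRNA, 0.004 for RPF, 0.038 for miRNA and 0.013 for tsRNA. Above 0.1 there were 1, 3, 4 and 4 of the 12 pairs, against 4, 7, 12 and 3 of the 36 pairs with different numbers. For tsRNAs in resting and K+ 2 h libraries, r was 0.742, 0.430 and 0.437 for replicates 2, 3 and 4 but −0.18 for replicate 1, so a link between some of these libraries is not excluded. With the replicate number as a block, the counts at 0 h and 2 h were 4632 and 746 for mRNA, 1221 and 536 for RPF, 257 and 100 for miRNA, 22 and 0 for tsRNA and 3176 and 353 for TE. The paper takes mRNA-Seq and Ribo-Seq RNA from the same lysates. Residuals of the 2 library types with the same number and group correlated at a median r of −0.011, above 0.1 for 2 of 12 pairs. With these libraries paired by replicate number, the number of significant changes was 126 (49 higher, 77 lower) for TE at 2 h. With the block and the GC% and length bins together, the number of significant changes was 2040 (1001 higher, 1039 lower) for mRNA at 0 h. At 0 h, 584 passed at mRNA only and 49 passed at both levels in the same direction. At 2 h, 1 passed at both levels in opposite directions. From 0 h to 2 h, 824 passed at mRNA only and 234 passed at both levels in the same direction. The r between the log2FC of mRNA and RPF was 0.434 at 2 h and 0.0580 from 0 h to 2 h. At 1 time-point only, the share of changes was 93.6% for mRNA.

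Without resting replicates 1 and 4, the shallowest Ribo-Seq libraries, at 2 h, 1 passed at both levels in opposite directions. Between mRNA and RPF, the log2FC values had an r of 0.448 at 2 h.

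Across the 12 fits that each left out 1 library, the counts at 2 h ran from 312 (without K+ 2 h replicate 2) to 869 (without resting replicate 1) for RPF, from 57 (without resting replicate 3) to 129 (without K+ 2 h replicate 1) for miRNA. They ran from 0 (without resting replicate 2) to 1 (without resting replicate 1) for tsRNA, from 146 (without K+ 2 h replicate 2) to 731 (without K+ 2 h replicate 4) for TE. The tsRNA count was 0 in the other 11 fits, with 5 at an unadjusted p under 0.05 in the fit of all libraries. The r between the log2FC of mRNA and RPF ran from −0.18 (without resting replicate 1) to −0.0059 (without resting replicate 4) at 0 h. It ran from 0.319 (without resting replicate 2) to 0.416 (without K+ 2 h replicate 2) at 2 h, and from 0.142 (without K+ 2 h replicate 3) to 0.197 (without K+ 2 h replicate 4) from 0 h to 2 h. Genes at both levels in the same direction at 0 h ran from 82 (without K+ 0 h replicate 4) to 151 (without resting replicate 4). Genes at RPF only at 2 h ran from 223 (without K+ 2 h replicate 2) to 735 (without resting replicate 1), and those at both levels in opposite directions from 1 (8 fits) to 3 (without resting replicate 1). The share of mRNA changes at 1 time-point only ran from 94.0% (without resting replicate 3) to 94.6% (without resting replicate 1). The sign of the log2FC changed without resting replicate 2 for IER2 (mRNA) at 2 h, with a range from −0.086 (without resting replicate 4) to 0.031. For miR-138-5p at 0 h it changed without K+ 0 h replicate 2, with a range from −0.31 (without K+ 0 h replicate 1) to 0.089. For miR-30d-5p at 0 h, the range was from −0.11 (without K+ 0 h replicate 1) to 0.021, and the sign changed without resting replicate 2 (0.00092), K+ 0 h replicate 2 (0.014) or K+ 0 h replicate 4 (0.021). The counts at 0 h for mRNA, RPF, TE, miRNA and tsRNA stayed within a factor of 1.5 in these 12 fits, as did the mRNA count at 2 h.

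For the transcript features, the exact two-sided permutation test was repeated. With a slope on the rank of the feature, the difference had the opposite sign for 5′UTR length and mRNA at 2 h (0.019, exact p = 0.371), CDS NMFE and mRNA at 2 h (−0.0025, exact p = 0.971) and uAUG count and RPF at 0 h (0.027, exact p = 0.686). With the same setting, it no longer reached the smallest possible p for 3′UTR GC% and TE at 0 h (−0.92, exact p = 0.0571), 3′UTR NMFE and TE at 0 h (0.75, exact p = 0.0571) and uAUG count and mRNA at 2 h (−0.039, exact p = 0.0571). After regression of length on GC%, the difference had the opposite sign for 5′UTR length and mRNA at 2 h (0.0026, exact p = 0.83). With the same setting, it reached the smallest possible p for CDS length and RPF at 0 h (0.095, exact p = 0.0286). With quartiles of the genes in both tables, the difference had the opposite sign for CDS NMFE and mRNA at 2 h (−0.0069, exact p = 0.886) and uAUG count and RPF at 0 h (0.00082, exact p = 0.971). With the same setting, it no longer reached the smallest possible p for uAUG count and mRNA at 2 h (−0.029, exact p = 0.0571). With the same setting, it reached the smallest possible p for CDS length and mRNA at 2 h (−0.091, exact p = 0.0286). With the transcript that has the longest CDS, the difference had the opposite sign for uAUG count and RPF at 0 h (0.011, exact p = 0.657).

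For the seed matches, the same test was used. With genes paired by 3′UTR length and GC%, the difference had the opposite sign for miR-181 and RPF at 0 h (−0.014, exact p = 0.114), miR-221/222 and RPF at 0 h (−0.018, exact p = 0.257), miR-454 and mRNA at 0 h (0.012, exact p = 0.0286), miR-30 and RPF at 0 h (−0.0078, exact p = 0.600), miR-26 and mRNA at 0 h (0.0047, exact p = 0.286), Ala-CGC/TGC-tRF-3 and mRNA at 0 h (−0.048, exact p = 0.0286) and Ala-CGC/TGC-tRF-3 and RPF at 0 h (−3.4e-05, exact p = 1). With the same setting, it no longer reached the smallest possible p for miR-221/222 and mRNA at 0 h (−0.0082, exact p = 0.0571). With the same setting, it reached the smallest possible p for miR-454 and RPF at 0 h (−0.024, exact p = 0.0286). With genes that have at least 2 matches, the difference had the opposite sign for miR-221/222 and RPF at 0 h (−0.049, exact p = 0.543) and miR-454 and RPF at 0 h (0.0066, exact p = 0.886).

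On log2(CPM + 1) in place of CPM, the r between mRNA and RPF levels was 0.632 in resting cells and 0.718 at 0 h, against 0.654 and 0.763, in tables normalized separately.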

Differences from the paper's values

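The values given first differ from the paper's by more than the limits set for this comparison, a factor of 1.5 for counts and χ2, and the SD between libraries for correlations and log2FC. Where a library had no reads for a name, a gap above 1.5-fold was also taken as a difference, except where all 4 libraries of a group had at most 3 reads. This holds for the RPF level of FOSB at rest and for Glu-TTC-tRF-5 and Leu-TAA-tRF-3 at 0 h. Their fitted log2FC depends on the pseudocount, so the paper's values were compared with the lower bounds, beyond which all of them lie. For FOSB the fit gave 4.98 at 0 h and 2.14 at 2 h, against 6.63 and 3.53 in the paper and bounds of at least 14.4-fold and 1.74-fold higher. For Glu-TTC-tRF-5 and Leu-TAA-tRF-3 it gave −11.12 and −8.48, against −14.64 and −11.99 in the paper. The bounds were at least 779-fold and 124-fold lower, which hold only if a 0 stands for at most 3 reads. For each, the alternatives set before the data were examined that bring the value within these limits are named. No cause is given for a difference. For RPF decreased at 2 h, the paper gives 440, against 279 here. The gap closed with scaling to equal totals (420), resting replicate 1 left out (485), resting replicate 2 left out (375), K+ 2 h replicate 4 left out (443) and edgeR's quasi-likelihood test (353). The same held for edgeR's exact test (484), DESeq2 (438) and the FDR limit alone (321), and with none of the others. The paper reports 1205 for mRNA changed at 2 h, and the value here was 746. Settings that closed the gap were a pseudocount of 0.25 (1104), edgeR's quasi-likelihood test (1171), edgeR's exact test (1205), DESeq2 (1156) and thinned reads (1042), and with none of the other alternatives. Here, mRNA decreased at 2 h came to 400, where the paper has 701. This gap was closed by a pseudocount of 0.25 (632), edgeR's quasi-likelihood test (680), edgeR's exact test (701), DESeq2 (672) and thinned reads (594), and with none of the other alternatives. In the paper, TE changed at 2 h is 730, against 363 here. Within the limits came resting replicate 1 left out (575), resting replicate 2 left out (641), K+ 2 h replicate 4 left out (731) and edgeR's quasi-likelihood test (564). Also within the limits were DESeq2 (668) and the FDR limit alone (492), and with none of the others. For TE increased at 2 h, the paper gives 314, against 137 here. The limits were met with resting replicate 1 left out (210), resting replicate 2 left out (261), K+ 2 h replicate 4 left out (289), DESeq2 (219) and the FDR limit alone (223), and with none of the other alternatives. The paper reports 416 for TE decreased at 2 h, and the value here was 226. It closed with scaling to equal totals (338), resting replicate 1 left out (365), resting replicate 2 left out (380) and K+ 2 h replicate 4 left out (442). Further such settings were edgeR's quasi-likelihood test (379) and DESeq2 (449), and with none of the others. Here, RPF changed at both time-points came to 139, where the paper has 216. The gap closed with resting replicate 1 left out (197), resting replicate 2 left out (216), K+ 2 h replicate 4 left out (216) and edgeR's quasi-likelihood test (164). The same held for edgeR's exact test (241), DESeq2 (207) and the FDR limit alone (220), and with none of the others. In the paper, mRNA changed at both time-points is 545, against 281 here. Settings that closed the gap were a pseudocount of 0.25 (468), edgeR's quasi-likelihood test (535), edgeR's exact test (550), DESeq2 (516) and thinned reads (439), and with none of the other alternatives. For mRNA changed at both time-points, percent, the paper gives 8.7%, against 5.51% here. This gap was closed by a pseudocount of 0.25 (7.93%), resting replicate 3 left out (6.01%), K+ 2 h replicate 3 left out (5.81%), edgeR's quasi-likelihood test (8.67%) and edgeR's exact test (8.87%). Also within the limits were DESeq2 (8.42%), thinned reads (7.37%), bins of GC% and length (6.40%) and bins of GC% and length with a replicate block (6.40%), and with none of the others. The paper reports 87 for RPF decreased at both, and the value here was 45. Within the limits came scaling to equal totals (58), resting replicate 1 left out (65), resting replicate 2 left out (94) and K+ 2 h replicate 4 left out (89). Further such settings were edgeR's exact test (95) and DESeq2 (77), and with none of the others. Here, RPF opposite directions came to 55, where the paper has 83. The limits were met with resting replicate 1 left out (82), K+ 2 h replicate 4 left out (65), library quality weights (113), edgeR's quasi-likelihood test (70) and edgeR's exact test (95). The same held for DESeq2 (86), the shallowest 2 Ribo-Seq libraries left out (66) and the FDR limit alone (90), and with none of the others. In the paper, genes changed at RPF only at 2 h is 627, against 416 here. It closed with a pseudocount of 4 (420), median-of-ratios scaling (418), scaling to equal totals (475), resting replicate 1 left out (735), resting replicate 2 left out (598) and K+ 2 h replicate 4 left out (724). Also within the limits were a replicate block (428), edgeR's quasi-likelihood test (498), edgeR's exact test (700) and DESeq2 (628), and with none of the others.

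For χ2 of uAUG count quartiles and mRNA log2FC at 0 h, the paper gives 242.02, against 428 here. The gap closed with the transcript with the longest CDS (278) and quartiles of genes in both tables (357), and with none of the other alternatives. The paper reports about 2300 in Fig. 4, read by eye, for χ2 of CDS GC% quartiles and mRNA log2FC at 0 h, and the value here was 4423. Settings that closed the gap were quartiles of genes in both tables (2577), and with none of the other alternatives. Here, χ2 of CDS NMFE quartiles and mRNA log2FC at 0 h came to 4251, where the paper has about 2000 in Fig. 4, read by eye. This gap was closed by quartiles of genes in both tables (2526), and with none of the other alternatives. In the paper, χ2 of 3′UTR length quartiles and mRNA log2FC at 0 h is about 1400 in Fig. 4, read by eye, against 2771 here. Within the limits came quartiles of genes in both tables (2004) and a regression on GC% (2013), and with none of the other alternatives. For χ2 of 3′UTR GC% quartiles and mRNA log2FC at 0 h, the paper gives about 2100 in Fig. 4, read by eye, against 3892 here. The limits were met with quartiles of genes in both tables (2395), and with none of the other alternatives. The paper reports about 1000 in Fig. 4, read by eye, for χ2 of 3′UTR NMFE quartiles and mRNA log2FC at 0 h, and the value here was 3001. The alternative (quartiles of genes in both tables) gave 1842 and did not close the gap. Here, χ2 of CDS GC% quartiles and RPF log2FC at 2 h came to 314, where the paper has about 560 in Fig. 5, read by eye. No alternative closed the gap, with values from 243 to 309. In the paper, χ2 of 3′UTR GC% quartiles and RPF log2FC at 2 h is about 400 in Fig. 5, read by eye, against 241 here. No alternative closed the gap, with values from 206 to 238. The correlations of level in the paper were computed on RPKM and those here on CPM, which are not divided by length. For correlation of mRNA and RPF level in resting cells, the paper gives about 0.73 in Fig. 3D, read by eye, against 0.654 here. The alternative (log2(CPM + 1)) gave 0.632 and did not close the gap. The paper reports about 0.68 in Fig. 3F, read by eye, for correlation of mRNA and RPF level at 2 h, and the value here was 0.584. The alternative (log2(CPM + 1)) gave 0.603 and did not close the gap. Here, correlation of mRNA and RPF level, smallest of the 3 groups came to 0.584, where the paper has 0.86. Its Figure 3D and F print lower values (0.73 and 0.68), so the 0.86 of its text is at odds with its own figure. The alternative (log2(CPM + 1)) gave 0.603 and did not close the gap.

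The values of the paper for single names are those of its supplementary tables, of which the table for mRNA, RPF and TE was held only in part. In the paper, log2FC of FOSB (mRNA) at 0 h is 7.70, against 5.99 here. It closed with edgeR's quasi-likelihood test (7.71), edgeR's exact test (7.70), DESeq2 (7.72) and thinned reads (7.62), and with none of the other alternatives. For log2FC of ARC (mRNA) at 0 h, the paper gives 2.49, against 2.25 here. The gap closed with a pseudocount of 0.25 (2.42), scaling to equal totals (2.29), resting replicate 2 left out (2.29), resting replicate 3 left out (2.29), K+ 0 h replicate 3 left out (2.36) and library quality weights (2.34). Further such settings were edgeR's quasi-likelihood test (2.49), edgeR's exact test (2.49), DESeq2 (2.49) and thinned reads (2.35), and with none of the others. The paper reports 3.06 for log2FC of FOSB (mRNA) at 2 h, and the value here was 1.70. Settings that closed the gap were edgeR's quasi-likelihood test (3.06), edgeR's exact test (3.06), DESeq2 (3.07) and thinned reads (2.99), and with none of the other alternatives. Here, log2FC of miR-1228-3p at 0 h came to −1.40, where the paper has −1.94. This gap was closed by a pseudocount of 0.25 (−1.76), edgeR's quasi-likelihood test (−1.94), edgeR's exact test (−1.94) and DESeq2 (−1.95), and with none of the other alternatives. In the paper, log2FC of Leu-CAA-tRF-3 at 0 h is −1.39, against 3.64 here. Within the limits came edgeR's quasi-likelihood test (−1.39), edgeR's exact test (−1.39), DESeq2 (−1.39) and thinned reads (−1.35), and with none of the other alternatives. For log2FC of Cys-GCA-tRF-3 at 0 h, the paper gives −6.61, against −9.22 here. The limits were met with edgeR's quasi-likelihood test (−6.60), edgeR's exact test (−6.61), DESeq2 (−6.61) and thinned reads (−7.18), and with none of the other alternatives. The paper reports −3.88 for log2FC of Leu-CAA-tRF-5 at 0 h, and the value here was −5.44. It closed with K+ 0 h replicate 1 left out (−3.55), library quality weights (−4.08), edgeR's quasi-likelihood test (−3.88) and edgeR's exact test (−3.88). The same held for DESeq2 (−3.88) and thinned reads (−3.73), and with none of the others. Here, log2FC of ITM2A (RPF) at 0 h came to −4.24, where the paper has −4.77. The gap closed with a pseudocount of 0.25 (−4.70), edgeR's quasi-likelihood test (−4.77), edgeR's exact test (−4.77) and DESeq2 (−4.78), and with none of the other alternatives. In the paper, log2FC of miR-7-5p at 0 h is 5.67, against 4.47 here. Settings that closed the gap were edgeR's quasi-likelihood test (5.63), edgeR's exact test (5.66) and DESeq2 (5.66), and with none of the other alternatives. For log2FC of miR-146a-5p at 0 h, the paper gives 4.59, against 4.31 here. This gap was closed by a pseudocount of 0.25 (4.50), resting replicate 3 left out (4.35), resting replicate 4 left out (4.39), K+ 0 h replicate 1 left out (4.38) and library quality weights (4.48). Also within the limits were edgeR's quasi-likelihood test (4.60), edgeR's exact test (4.59), DESeq2 (4.59) and thinned reads (4.70), and with none of the others. The paper reports −4.28 for log2FC of miR-6737-3p at 0 h, and the value here was −3.33. Within the limits came a pseudocount of 0.25 (−4.13), scaling to equal totals (−4.43), edgeR's quasi-likelihood test (−4.28) and edgeR's exact test (−4.28). Further such settings were DESeq2 (−4.30) and thinned reads (−4.18), and with none of the others. Here, log2FC of Gly-CCC-tRF-DA at 0 h came to 9.79, where the paper has 5.57. The limits were met with edgeR's quasi-likelihood test (5.56), edgeR's exact test (5.57), DESeq2 (5.57) and thinned reads (5.21), and with none of the other alternatives. In the paper, log2FC of Gln-CTG-tRF-AT at 0 h is −3.99, against −10.13 here. It closed with edgeR's quasi-likelihood test (−3.99), edgeR's exact test (−3.99), DESeq2 (−3.99) and thinned reads (−3.93), and with none of the other alternatives.

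With edgeR's exact test, which is the test of the paper's methods, the counts at 0 h and 2 h were 5546 and 1205 for mRNA, 1499 and 848 for RPF, 258 and 107 for miRNA and 16 and 0 for tsRNA. The paper has 5541 and 1205, 1489 and 772, 257 and 108, and 16 at 0 h. The r between the log2FC of mRNA and RPF was then −0.10 at 0 h, 0.42 at 2 h and 0.17 from 0 h to 2 h, as in the paper. For TE, DESeq2 gave 3452 and 668 and edgeR's quasi-likelihood test 3471 and 564, against the paper's 3427 and 730.

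Statements of the paper that the values here do not share are the following. The paper analyses predicted targets of Leu-CAA-tRF-3 among those of significantly regulated tRFs, and does not show it among the tsRNAs lower at 0 h in its figure. Here it did not pass the limits with any alternative, with a log2FC of 3.64 and an adjusted p of 0.353 in limma. The log2FC was −1.39 in edgeR's quasi-likelihood test (adjusted p 0.621), in edgeR's exact test (0.647) and in DESeq2 (0.594), and adjusted p ran from 0.180 to 0.725 over all alternatives. The paper counts 1 tRH fewer than the 11 names of this kind in the table, and its counts by kind of significant tsRNAs add up to 1 more than its total. Here 24 tsRNAs passed, 4 higher and 20 lower, with 16 in edgeR's exact test, 14 in edgeR's quasi-likelihood test and 23 in DESeq2. The paper has miR-138 lower at 0 h. Here this held for miR-138-1-3p (log2FC −0.75), but miR-138-5p had a log2FC of −0.13 and passed only with each library scaled to the same total (−1.74). The call of miR-138-1-3p was lost without resting replicate 2 or 3 or without K+ 0 h replicate 1 or 4, with limma adjusted p of 0.0538 to 0.0904, and with thinned reads (edgeR adjusted p 0.188). The paper states that CDS and 3′UTR GC% and NMFE were related to RPF changes at 2 h. By χ2 over genes, the kind of test it used, this holds here too, with 314 and 241 for GC% and 232 and 167 for NMFE and the same directions. The statement is not shared only in the test over libraries, where the score differences were −0.21 and −0.17 for GC% and 0.19 and 0.15 for NMFE, with exact permutation p of 0.4 or more, within the spread between libraries. The paper states that uAUG counts had no relation to changes at 2 h. Here the mRNA difference was −0.022 with the smallest possible exact permutation p, 0.0286. The exact permutation p over its alternatives ran from 0.0286 to 0.0857, and was 0.0571 with genes of both tables and with a slope on rank. In the paper, the fold changes of targets of miR-181, miR-221/222, miR-454, miR-30 and miR-26 stand out. Here the genes with their sites were lower too, with differences of −0.42, −0.40, −0.33, −0.43 and −0.45, but lay at the percentiles 77.5, 8.5, 34, 43.5 and 32 of control sequences of the same bases.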

Other observations

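Among the tests used here, those chosen only after the result was seen are the mix of cells, the mesenchymal markers, the share of aligned reads kept, the low depth of resting replicates 1 and 4, the reads shared by tsRNA names, miR-10b-5p at 2 h, 20 of the 25 counts of splits and 2 of the 3 tests of GC% and length. Each pattern was found and tested on the same data and is a hypothesis.

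At 0 h the mRNA changes follow the GC% and length of transcripts. Centring the values within bins of CDS GC% and transcript length left 2040 of 4632 calls as a count (1355 shared with the uncorrected list), so such a trend is not the whole cause of the mRNA changes. It does bear on which level changes more. With the bins, 581 genes passed at mRNA only and 979 at RPF only, while without them the numbers were 1933 and 724. The order of mRNA and RPF at 0 h therefore depends on whether the trend is taken as technical or as part of the response. The score for CDS GC% was 0.45 in K+ 0 h replicate 3, which had 26159841 reads, and 0.86 to 1.00 in the deeper 3. Higher depth as such is argued against, since the difference with reads thinned to equal depth was 0.88, against 0.80. A GC bias of single libraries cannot be told apart from the treatment: scores spread over 0.55 within a group, against 0.80 between the groups, and the sample labels give no preparation batch. The split that exchanged resting replicate 2, the resting library with the highest score, and K+ 0 h replicate 3 gave 1319 mRNAs and 792 genes at mRNA only.

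Averaged over the mRNA-Seq libraries, the Ribo-Seq libraries of resting and K+ 2 h cells correlate less with mRNA than those of K+ 0 h cells do. The tables were normalized separately, so only correlations across genes were compared. The mean r with the 12 mRNA-Seq libraries was 0.675 to 0.699 for K+ 0 h Ribo-Seq libraries and 0.564 to 0.655 for the other 8, and all 8 resting and K+ 2 h mRNA-Seq libraries were closer to K+ 0 h Ribo-Seq than to their own group. Of the 8 others, 7 lay below every K+ 0 h library against each of the 12 mRNA-Seq libraries. With thinned reads, the mean r of 8 of the 8 stayed below every K+ 0 h library, and with levels centred within GC% and length bins also 8, so lower depth or this trend alone does not account for it. The paper takes both library types from the same lysates, so a change in the mix of cells alone would move a gene in the same direction in both. At 0 h, 321 genes passed at both levels in opposite directions and 129 in the same, or 222 and 53 with the GC% and length bins, which argues against a mix of cells as the whole cause. The r between the log2FC of mRNA and RPF, −0.08 with a jackknife SD of 0.0912, does not decide it. A change in the mix as part of the cause stays open.

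A change in the share of mesenchymal-like cells was examined with marker lists drawn up after the data were seen. Of 32 mesenchymal genes, RPF at 0 h was higher for 6 and lower for 16 (median log2FC −0.53), while mRNA was higher for 19 and lower for 0 (median 0.65). A smaller share of mesenchymal-like cells at 0 h would lower them alike, and 6 significant rises in RPF and the 0 falls in mRNA speak against that as the whole cause. The most abundant of the list in resting RPF were MGP, VIM, FN1 and ELN, at 3204, 2038, 1581 and 1275 CPM, and their levels at 0 h were 256, 527, 1496 and 283. FN1 did not pass (log2FC −0.08, limma adjusted p = 0.550). COL1A1 rose from 33.8 to 123 and ANXA1 from 1.49 to 144. All 32 had a mean mRNA level above 10 CPM in the cultures, which does not show which cells express them. None was in the sympathetic list, and the study labelled 4 of them in Figures 2 and 3. Of 17 sympathetic genes, 16 had RPF values, of which 9 were higher and 0 lower at 0 h (median 0.58), with mRNA higher for 1 and lower for 2, and the study labelled 0. A change of state within the cells or a technical difference between the library types stays open, and neither was tested.

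The direction of miRNA changes depends on the scale. Under TMM, 127 miRNAs were higher and 129 lower at 0 h, and 66 and 30 at 2 h, while with each library scaled to the same total nearly all changes were lower (338 of 354 and 182 of 194). That scaling shifts the log2FC of single miRNAs by a median of −1.72 at 0 h and −0.58 at 2 h, and that of single tsRNAs at 0 h by −1.22. The share of miR-10b-5p in the reads was 54.7% in resting cells, 81.3% at 0 h and 56.2% at 2 h. With totals taken without miR-10b-5p, 90 were higher and 193 lower at 0 h, and 17 and 173 at 2 h. A single abundant miRNA is therefore not the whole reason that most go down under totals. A change in the total amount of miRNA per cell may underlie it and was not measured.

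Of the counts of changes above 0, those of RPF, TE and genes at RPF only at 2 h were the only ones that another split of the libraries reached. Of the 35 splits of the 8 libraries, 2 gave as many RPF changes (528, the other split 586), 3 as many TE changes (363, the others 578 and 432) and 3 as many genes at RPF only (416, the others 581 and 473). The split with 578 TE changes puts resting replicates 1, 3 and 4 with K+ 2 h replicate 4, which are the 4 libraries with the lowest share of aligned reads kept. The share was on average 39.4% in resting cells, 64.8% at 0 h and 50.1% at 2 h, with 18.6% in K+ 2 h replicate 4. With the share as a covariate, an alternative added after the data were seen, 386 RPFs passed at 2 h, of which 361 were among the 528, so this share alone does not explain the calls. TE gave 303. The RPF count at 2 h without 1 library ran from 312 (without K+ 2 h replicate 2) to 869 (without resting replicate 1), and the TE count from 146 (without K+ 2 h replicate 2) to 731 (without K+ 2 h replicate 4). At 0 h, the RPF count was 1091 without resting replicates 1 and 4, against 1185, and 846 genes were in both, so their low depth does not account for these 846 calls. It stays open for the others. With the covariate it was 633.

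Chance division of the libraries was examined for the other results in the same way. The real split was the only one of 35, so 1 of the 35 splits, with as many changes for RPF, mRNA, miRNA, tsRNA and TE at 0 h, for mRNA and miRNA at 2 h, and for genes at mRNA only, at RPF only, at both in the same and at both in opposite directions at 0 h. The same 1 of the 35 splits held at 2 h for genes at mRNA only and at both in either manner, and for the r between mRNA and RPF log2FC. The 4 classes between 0 h and 2 h also had 1 of the 35 splits. For the r at 0 h, 23 of the 35 splits were as far from 0, and for the r from 0 h to 2 h 19 of the 35 splits. No tsRNA passed at 2 h in limma, so all 35 of the 35 splits gave as many, with 5 tsRNAs at an unadjusted p under 0.05.

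The genes with seed matches to the miRNA families named in the paper had lower mRNA log2FC at 0 h, but so had genes with other heptamers of the same bases. Among 200 such heptamers, the percentile was 77.5 for miR-181, 8.5 for miR-221/222, 34 for miR-454, 43.5 for miR-30 and 32 for miR-26. Against genes of the same 3′UTR length and GC%, the difference was −0.032, −0.008, 0.012, −0.023 and 0.005, from −0.42, −0.40, −0.33, −0.43 and −0.45 without this pairing. The paired values of miR-181 and miR-30 kept their sign with the smallest possible exact permutation p, 0.0286. The length and base composition of the 3′UTR may account for most of the shift in these families, and sites were counted by seed alone, without a target prediction.

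Genes and tsRNAs with particular values were looked at last. BDNF, NPAS4 and ARC have no RPF values to test. Among 200 genes nearest to each in mRNA level, 4.5%, 0.5% and 8% have one, so a level too low for the filter of the table is a candidate explanation. Ala-CGC-tRF-3 and Ala-TGC-tRF-3 have the same number of reads in 12 of 12 libraries, which is consistent with reads counted for both names, and they count as 2 of the 24 tsRNAs at 0 h. No biological explanation was tested for these.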
